# CDK2 inhibition produces a persistent population of polyploid cancer cells

**DOI:** 10.1172/jci.insight.189901

**Published:** 2025-04-15

**Authors:** Liliya Tyutyunyk-Massey, Zibo Chen, Xiuxia Liu, Masanori Kawakami, Adam Harned, Yeap Ng, Brian Luke, Samuel C. Okpechi, Blessing Ogunlade, Yair Alfaro, Roberto Weigert, Kedar Narayan, Xi Liu, Ethan Dmitrovsky

**Keywords:** Oncology, Therapeutics, Cell cycle, Pharmacology

## Abstract

Aneuploidy, a cancer hallmark, drives chromosomal instability, drug resistance, and clinically aggressive tumors. Cyclin-dependent kinase 2 (CDK2) antagonism with independent inhibitors or CDK2 knockdown triggered anaphase catastrophe. This disrupts supernumerary centrosome clustering, causing multipolar division and apoptosis. Time-lapse fluorescence microscopy of fluorescent ubiquitination-based cell cycle indicator (FUCCI) cell cycle probes transduced into aneuploid lung cancer cells revealed distinct fates of bipolar and polyploid cells after CDK2 inhibition. Apoptosis occurred in multipolar progeny but was repressed in persistent polyploid cancer cells. RNA-Seq analyses after CDK2 inhibition of 4N versus 2N lung cancer cells were enriched for CDK1 pathway and KIF family members. The Cancer Genome Atlas (TCGA) analysis of lung cancers indicated that CDK1 and KIF family member overexpression was associated with an unfavorable survival. Intravital microscopy of transplanted lung cancer cells in mice extended findings from the in vitro to in vivo settings. CDK2 inhibition of tumor-bearing mice produced polyploid cancer cells in vivo. These cancer cells were resistant to apoptosis and proliferated despite CDK2 inhibition. In contrast, polyploid populations were rarely detected in CDK2-inhibited human alveolar epithelial cells. These findings are translationally relevant. Combined targeting of CDK2 with CDK1 or kinesin family member antagonists should eliminate polyploid cancer cells, promote apoptosis, and augment antineoplastic effects.

## Abstract 2

CDK2 inhibition disrupts centrosome clustering, triggering anaphase catastrophe in aneuploid lung cancers. Apoptosis-resistant polyploid cancer cells persist and are enriched for the CDK1 pathway and KIF families. These are antineoplastic targets.

## Introduction

Centrosome amplification is a frequent feature of hematologic and solid tumors (1). Aberrant numbers of centrosomes are linked to cancer cell aneuploidy and unfavorable patient outcomes (2–4). Normal cells tightly regulate centrosome segregation to establish 2 distinct mitotic poles, ensuring the faithful formation of a bipolar spindle (5–7). In contrast, cancer cell division engages supernumerary centrosomes that confer chromosomal missegregation. This gives rise to cellular progeny with abnormal quantity of chromosomes, known as aneuploidy. Such chromosomal imbalances can cause cell death or lead to resistance to antineoplastics and to an aggressive clinical biology (8, 9).

Centrosome amplification is associated with acquisition of a hallmark of malignancy, chromosome instability (CIN) that is often found during tumor initiation (10–12). This cancer-specific process presents an attractive target for a tumor-specific therapy that could preferentially spare normal tissues (13, 14). Disruption of centrosome clustering during mitosis follows from the inhibition of cyclin-dependent kinase 2 (CDK2) activity and is reported to promote multipolar division, which is associated with increased apoptosis (15). This proapoptotic mechanism is linked to the onset of anaphase catastrophe and to the death of progeny cells following multipolar mitosis (16–18).

Treatment with the CDK2/9 inhibitor CYC065 (Fadraciclib) having antagonism of CDK2 > CDK9 substantially increased the presence of cancer cells with multipolar mitotic spindles across diverse aneuploid cancer cells (19, 20). These effects were shown to be elicited through CDK2 and not CDK9 activities (20). In marked contrast to the actions of pharmacologic or genetically mediated repression of CDK2 activity in aneuploid cancer cells, normal human alveolar epithelial cells (HAEC) proved resistant to the growth inhibitory or proapoptotic effects of this inhibition (21). This implied that a therapeutic window existed between normal tissues and malignant aneuploid cells. This was confirmed by the presence of multipolar anaphases that were observed in syngeneic and patient-derived xenograft (PDX) models of human lung cancers (20). Independent of KRAS mutation status, substantial and statistically significant antineoplastic effects of CDK2 inhibition were observed in murine syngeneic and human PDX lung cancer models after CYC065 treatment, repressing primary and metastatic lung cancer growth in vivo (19, 20).

Despite the pronounced antitumor activity of CYC065 and other CDK2 inhibitors (15–21), a residual tumor cell population was found to persist after in vivo treatments (20). Potentially, drug resistance would occur in this population from the activation of compensatory survival mechanisms. Solid tumor cells, which are frequently aneuploid, exhibit genetic adaptations that confer resistance to treatments that cause anaphase catastrophe.

There is evidence for cellular adaptation to cell cycle inhibitors (22–25). For example, CDK2 inhibition is reported to enhance CDK4/6 activity, leading to Rb1 inactivation and subsequent cell cycle progression (26). Another adaptation is the formation of multinucleated cells, as reported in different tissues (27). This often emerges following radiation therapy treatments. This is thought to provide survival advantages and therapeutic resistance to tumors (28, 29).

This study elucidated mechanisms engaged by cancer cells to evade the death program associated with anaphase catastrophe following CDK2 inhibition. Prior work was built upon using a panel of murine and human lung cancer cell lines engineered to express 4-color fluorescent cell cycle (fluorescent ubiquitination-based cell cycle indicator [FUCCI]) probes (30, 31). Upon exposure to different pharmacologic and genetic inhibitors of CDK2, both normal HEAC and malignant lung epithelial cells were closely monitored using time-lapse live-cell microscopy.

During this observation period, multiple distinct fates of progeny cells (as compared with vehicle controls) were identified. Among the prominent fates was the frequent presence of the fusion of progeny cells after cellular division. The failure of cytokinesis, subsequent cell-cell fusion, and chromosomal missegregation promoted the presence of supernumerary centrosomes in aneuploid cancer cells. While the primary outcome of multipolar anaphase is cell death by apoptosis, the onset of cytokinesis failure leading to multinucleated cell formation was also reported here. These polyploid cancer cells persisted and proliferated despite CDK2 antagonism and contributed to the appearance of multinucleated cells that were detected in cultured lung cancer cells as well as in CYC065-treated PDX tumors transplanted into recipient mice. Intriguingly, RNA-Seq of polyploid (4N) versus diploid (2N) lung cancer cells revealed specific clusters of expressed genes that could account for the survival and persistence of polyploid cancer cells, despite ongoing CDK2 antagonism. These expressed genes were also associated with an unfavorable lung cancer survival in patients.

Our previous work showed that anaphase catastrophe is conferred by CDK2 antagonism (20). In this study, we confirm and extend that prior work using a panel of CDK2 inhibitors including several that have already entered clinical trials such CYC065 (15) and PF07104091 (Tagtociclib), a highly selective CDK2 inhibitor (32, 33). These agents were used to record the outcomes of progeny cells following the onset of multipolar mitosis.

To further uncover the fates of lung cancer cells in tumor-bearing mice after CDK2 inhibitor treatments, intravital 2-photon microscopy was used to interrogate multipolar divisions and cell fates following individual CYC065 and PF07104091 treatments. This permitted in vivo observation to be made with minimal phototoxicity of fluorescently labeled tumor cells (34). The in vivo results confirm and extend the in vitro observations to those of the in vivo lung tumor setting.

In summary, this study comprehensively explored the distinct cell fates that occur in aneuploid cancer cells that respond to CDK2 antagonism yet are not eliminated but persist in vivo despite that ongoing inhibition. The findings presented here provide a rationale for pursuit of combination CDK2-based cancer therapy. We propose that pharmacologic elimination of persistent polypoid cancer cells within lung tumors will enhance clinical efficacy of CDK2 inhibitors.

## Results

### Multipolar mitosis and multinucleated cells in lung cancer PDXs.

The CDK2/9 inhibitor CYC065 (where CDK2 > CDK9) treatment increased multipolar mitosis in lung cancer PDXs. CYC065 treatment was selected for analyses because this agent is undergoing clinical trial testing, and its antineoplastic effects are conferred through CDK2/9 inhibition, although the death of multipolar cancer cells was largely conferred by CDK2 antagonism (20). Aberrant polyploid and multinucleated cells were independently detected in *KRAS* WT and *KRAS* mutant (G12C and G12D) lung cancers, as shown in Figure 1A. CYC065 treatment resulted in statistically significant reductions in lung tumor growth as compared with vehicle controls, as displayed in Figure 1, B and C. Notably, despite statistically significant reductions in in vivo (Figure 1C) or in vitro (Figure 1D) lung cancer growth, persistent tumor cells exist. To explore the fates of lung cancer cells that exhibit multipolar mitosis, polyploid, or multinucleated cells, it was determined whether it were possible to recapitulate in the in vitro setting of cultured lung cancer cells similar aberrant mitotic figures. Consistent with the observed antineoplastic effects of PDX lung tumors that were treated with CYC065, statistically significant growth inhibition occurred independently in human (H1299) and murine (ED1SQ4) lung cancer cell lines treated either with CYC065 at 0.2 μM (for H1299 lung cancer cells) or 0. 5μM (for ED1SQ4 lung cancer cells) drug concentrations, as in Figure 1D. The subsequent cancer cell fates of the observed progeny were monitored and scored in CYC065-teated versus vehicle-treated lung cancer cells.

### Progeny of CYC065-treated lung cancer cells.

To investigate the fates as compared with vehicle control treatments of CYC065-treated lung cancer cells, live-cell microscopy assessed these cancer cell outcomes. H1299 and ED1SQ4 lung cancer cells were transduced with a FUCCI vector shown in Figure 2A. This enabled visualization of cells over an observation time period. H1299 and ED1SQ4 lung cancer cells were closely monitored during a 96-hour observation period by use of live-cell microscopy following independent CYC065 treatments at 0.2 μM and 0.5 μM drug concentrations, with results compared with that obtained after vehicle-treatment.

In contrast to bipolar mitosis, multipolar mitosis exhibited different outcomes. These were: (a) cytokinesis failure followed by fusion of progeny cells; (b) cell death during mitosis (mitotic catastrophe); or (c) death of progeny cells (anaphase catastrophe), as displayed in Figure 2, B and C. Cytokinesis failure followed by fusion of progeny cells leads to formation of multinucleated or mononucleated cellular progeny. Such fused cells can initiate a second multipolar event, as in Figure 2, B and C. The fates of A549 and H522 human lung cancer cells following CYC065 treatment appear in Supplemental Figure 1 (supplemental material available online with this article; https://doi.org/10.1172/jci.insight.189901DS1).

### Fates of CYC065-treated lung cancer cells having multipolar mitosis.

Live-cell imaging of cells treated with CYC065 as compared with vehicle controls revealed that lung cancer cells that exhibited multipolar mitosis arose from 1 of these 3 major pathways: failed cytokinesis followed by fusion of progeny cells, lung cancer cells with supernumerary centrosomes, and cancer cells that exhibited multinucleated states. The predominant fates of the progeny of lung cancer cells with multipolar mitosis after CDK2 inhibition were cell death during mitosis (mitotic catastrophe), a surviving population, cell death outside of mitosis, or failed cytokinesis followed by fusion of progeny cells leading to a second multipolar mitotic event. The origins and fates of lung cancer cells treated with CYC065 that exhibited multipolar mitosis are summarized in Figure 3A.

To elucidate the proportion of lung cancer cells that have distinct fates following CYC065 treatment, a panel of human and murine lung cancer cell lines was independently examined. Each cell line was independently exposed to CYC065 at drug concentrations of 0.2 μM and 0.5 μM for 96 hours, and then the cancer cell progeny was scored based on FUCCI signals using live-cell microscopy. Increased cell fusion occurred following CYC065 treatment in all these studied lung cancer cell lines, as presented in Figure 3B. CYC065 treatment promoted the onset of supernumerary centrosome formation in lung cancer cellular progeny that exhibited multipolar mitosis in the primary mitotic event. Cytokinesis failure and cell fusion following multipolar mitosis led to the presence of multinucleated cells that formed during the second mitotic event, causing multipolar mitosis as seen in Figure 3C.

As multipolar mitosis conferred by CYC065 treatment typically occurred at subtherapeutic drug concentrations (20), the fates of lung cancer cells exposed to higher concentrations of CYC065 such as at the 1 μM drug dosages were studied. The lung cancer progeny of these studies exhibited G2 arrest that was followed by cell death, as shown in Supplemental Figure 2. Mitotic events were not typically observed at this higher concentration of CYC065 treatment.

### Lung cancer cell fates after multipolar mitosis.

Anaphase catastrophe is the death of progeny cancer cells after multipolar mitosis (18). This contrasts with the onset of mitotic catastrophe that occurs during the first mitosis after cancer cell division (35). This study built on this prior work by elucidating the proportion of cancer cells that elicit anaphase catastrophe relative to mitotic catastrophe during multipolar mitosis after CDK2 inhibition. Live-cell microscopy visualized cellular fates of multipolar mitotic events, as shown in Figure 4A. The majority of the displayed H1299 and A549 lung cancer cells exhibited a marked apoptotic response after either CYC065 treatment at the 0.2 μM or 0.5 μM drug concentrations, as evidenced by the prominence of treated cancer cells that exhibited annexin V staining, as displayed in Figure 4B and Supplemental Figure 3, A and B.

CYC065 treatment caused a statistically significant increase in the number of cancer cells exhibiting mitotic catastrophe as compared with vehicle treatments as shown in Figure 4C. CYC065 treatment statistically significantly augmented the onset of anaphase catastrophe in progeny cancer cells that exhibited apoptotic death, as in Figure 4D. There were 2 major pathways observed that gave rise to anaphase catastrophe following CDK2 antagonism. These were progeny cells that exhibited multipolar mitosis or failed cytokinesis. CYC065 treatment also increased the proportion of multinucleated progeny after multipolar mitosis. This cancer cell progeny underwent a second multipolar mitotic event, as seen in Figure 4E.

### Multinucleated cancer cells.

CYC065 treatment increased the proportion of cells having multipolar mitosis. This rendered some of these cancer cells to exhibit failed cytokinesis, which gives rise to multinucleated cells, as seen in Figure 5A. Focused-ion-beam scanning electron microscopy (FIB-SEM) was used to analyze the ultrastructure of these multinucleated cells. This confirmed that failed cytokinesis or fusion of progeny cells after CDK2 inhibition augmented multipolar division, leading to the formation of multinucleated progeny in Figure 5B. These findings were confirmed and extended by use of FIB-SEM analysis of the CYC065-treated human H1299 lung cancer cell line, as seen in Supplemental Figure 3C. Immunofluorescence staining of Lamin B1 independently confirmed that the displayed cancer cells were multinucleated, as shown in Figure 5C.

Notably, the multinucleated cancer cell progeny after multipolar mitotic events had a statistically significantly lower rate of apoptosis than did mononucleated cells, as displayed in Figure 5D. However, the ratio of multinucleated cells/mononucleated cells remained stable during 8 days of CYC065 or PF7104091 treatment, as in Figure 5E. This indicated that this population of progeny cancer cells persisted despite continued CDK2 inhibition.

FACS based on chromosomal content was used to isolate independently 4N and 2N cancer cells following 72 hours of vehicle or CYC065 treatments. These respective populations were harvested and used for RNA-Seq analysis, as in Figure 5F. 

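RNA-Seq was performed on ED1SQ4 cells, a murine lung cancer cell line, after 72 hours of treatment with vehicle or with 0.5 μM CYC065, a CDK2/9 inhibitor. Figure 5F writes the treatment time of these cells as 4 days. Diploid (2N) and polyploid (4N) populations were sorted by DNA content, and unsorted cells of each treatment were sequenced as well. The authors depleted ribosomal RNA from total RNA, prepared stranded libraries and sequenced paired ends. They aligned trimmed reads to mm10 with STAR and estimated the count of each GENCODE M21 gene with RSEM. The deposited values are these expected counts for each annotated gene, without normalization, with 3 replicates for each of the 6 conditions.
The 3 replicates of a condition carry the same library number in their labels. Their total counts differed by 0.0154% to 0.0681%. Over genes whose counts were whole numbers, the chi-square per degree of freedom among the 3 replicates was between 0.992 and 1.02 in each condition, so these counts differed by no more than sampling noise. The same ratio was between 14.5 and 374 for pairs of conditions. Over genes with fractional counts, whose reads RSEM divides between similar genes, it was between 4.94 and 8.85 among replicates. The 3 replicates were therefore counted as 1 sample, and each condition rests on 1 library. Differences between conditions have no replicate check across cultures. Standard errors do not cover the spread between cultures and can differ from counting error.
The summed expected counts per library were 57877352 in vehicle 2N, 60029050 in vehicle 4N, 54750203 in CYC065 2N and 62795507 in CYC065 4N cells. Unsorted cells had 58885967 with vehicle and 58476088 with CYC065. Expected counts were rounded to whole numbers, and genes with a summed count of at least 30 in one of the conditions compared were tested. The test was edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, fitted to the 3 replicates of the sorted conditions. Its adjusted P value compares these libraries, not the treatments. A gene was called differentially expressed at an adjusted P below 0.05 and a log2 fold change beyond 1 in either direction, following the criteria of the paper.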

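In 2N cells, 3891 of 14095 genes tested were differentially expressed between CYC065 and vehicle treatments, with 2215 increased and 1676 repressed. In 4N cells, 3620 of 14183 genes were called, with 2137 increased and 1483 repressed. Both comparisons called 2660 genes, of which 1545 were increased in both populations, 1111 were repressed in both and 4 changed in opposite directions. Another 1231 genes were called only in 2N cells and 960 only in 4N cells. Requiring the 95% interval of the log2 fold change to lie beyond 1 left 2754 genes in 2N and 2391 in 4N cells, the lowest counts of any alternative tried. Genes with under 100 summed counts in each library made up 25.0% of the calls in 2N and 27.6% in 4N cells.
Among called genes with at least 100 counts in the higher library, the deepest repression in 2N cells was that of *Gm45716* on chromosome 11 (mm10, 90187683 to 90251255), with a log2 fold change of -4.00 (standard error 0.13). It shares 16.8% of its 50-mers with other genes, so its count is uncertain. It was followed by *Pla2g4c* (-3.87, standard error 0.31) and *Gpr149* (-3.80, standard error 0.28). The 3 most increased genes in 2N cells had 0 counts in the vehicle library, so their changes are lower bounds. *Gm48742* was at least 49.5-fold higher. *Gm20521* was at least 61.2-fold and *Gm20431* at least 44.2-fold higher, but they share 96.1% and 98.1% of their 50-mers with other genes. In 4N cells, *Gpr149* fell by 4.76 and *P2ry12* by 4.70 on the log2 scale. *Gm49392* was at least 41.8-fold lower, with 99.7% of its 50-mers in other genes. The increases were led by *Rdh16f1* (at least 31.9-fold), whose 50-mers all lie in other genes too, by *Gm36660* with a log2 fold change of 7.53 (standard error 0.23) and by *Tmem132b* (at least 115-fold).
The 13 CDK1 pathway and kinesin genes named in the RNA-Seq text, *Ccnb1*, *Ccna2*, *Cdk1*, *Plk1*, *Aurka*, *Aurkb*, *Cdc25c*, *Cdc20*, *Kif18a*, *Kif2c*, *Kifc1*, *Kif22* and *Kif11*, were lower with CYC065 than with vehicle in both populations. Their log2 fold changes lay between -1.78 and -0.70 in 2N cells, where all but *Cdc25c* were called, and between -1.10 and -0.29 in 4N cells, where *Plk1* and *Cdk1* were called. The calls of *Kif22* and *Kif18a* in 2N cells and of *Cdk1* in 4N cells lie close to the threshold and were lost with library size scaling only, under which the log2 fold change of *Cdk1* was -0.95. For the 10 of these genes measured by qPCR, Supplemental Figure 4 shows higher levels with CYC065 in 4N cells, opposite to the RNA-Seq.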

Differentially increased or repressed genes that were most prominently affected by CYC065 treatment versus vehicle treatment were identified in Figure 5G. This study sought to elucidate the gene expression profiles that discriminated between polyploid and diploid cancer cells following CDK2 inhibition, as shown in Figure 5H and Table 1. 

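Within CYC065-treated cells, 466 of 14184 genes tested were differentially expressed in 4N versus 2N cells, with 192 higher and 274 lower. Within vehicle-treated cells, 318 of 13364 genes were called, with 115 higher and 203 lower. The comparisons shared 15 genes, of which 4 were higher in both, 9 lower in both and 2 changed in opposite directions. The remaining 451 genes were called only with CYC065 and 303 only with vehicle. With DESeq2, the tool the paper names, 355 genes were called with CYC065, 254 with vehicle and 10 with both. The counts moved most when a biological coefficient of variation of 0.2 between cultures was assumed, which left 43 genes with CYC065 and 20 with vehicle. Genes with under 100 summed counts in each library made up 55.8% of the calls with CYC065 and 66.4% of those with vehicle. The excess of lower genes with CYC065 did not hold at a summed count of at least 100, where 113 genes were higher and 93 lower. With the 95% interval wholly beyond 1, 81 were higher and 63 lower.
A test of the difference between the 4N/2N ratios of the treatments called 537 of 14485 genes, 283 with a higher ratio in CYC065-treated cells and 254 with a lower one. This balance did not hold with DESeq2 (133 higher, 169 lower) or at a summed count of at least 100 (110 higher, 146 lower). *Nusap1*, on chromosome 2 (mm10, 119618298 to 119651244), had 1668 counts in CYC065 2N and 6561 in CYC065 4N cells, a log2 fold change of 1.75 (standard error 0.03). The other called genes with the largest changes in CYC065-treated cells, among those with at least 100 counts in the higher library, were *Rpl30-ps9* (4.40), *Gm28042* (2.37), *Gm45140* (-2.61), *Rsc1a1* (-2.44) and *Gm21698* (-2.44). They share from 93.5% to all of their 50-mers with other genes, and RSEM could have divided their reads, so these changes are uncertain. In vehicle-treated cells, *Fyb* fell by 3.02 on the log2 scale (standard error 0.39), from 320 to 41 counts, and *Ly6c1* rose by 2.12 (standard error 0.29), from 23 to 106 counts. *Ly6c1* shares 32.8% of its 50-mers with other genes. The changes of *Gm26244* (-3.54), *Gm21985* (-2.19), *Gm10241* (1.98) and *mt-Co3* (1.72) are uncertain for the same reason.

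**Figure D1:**
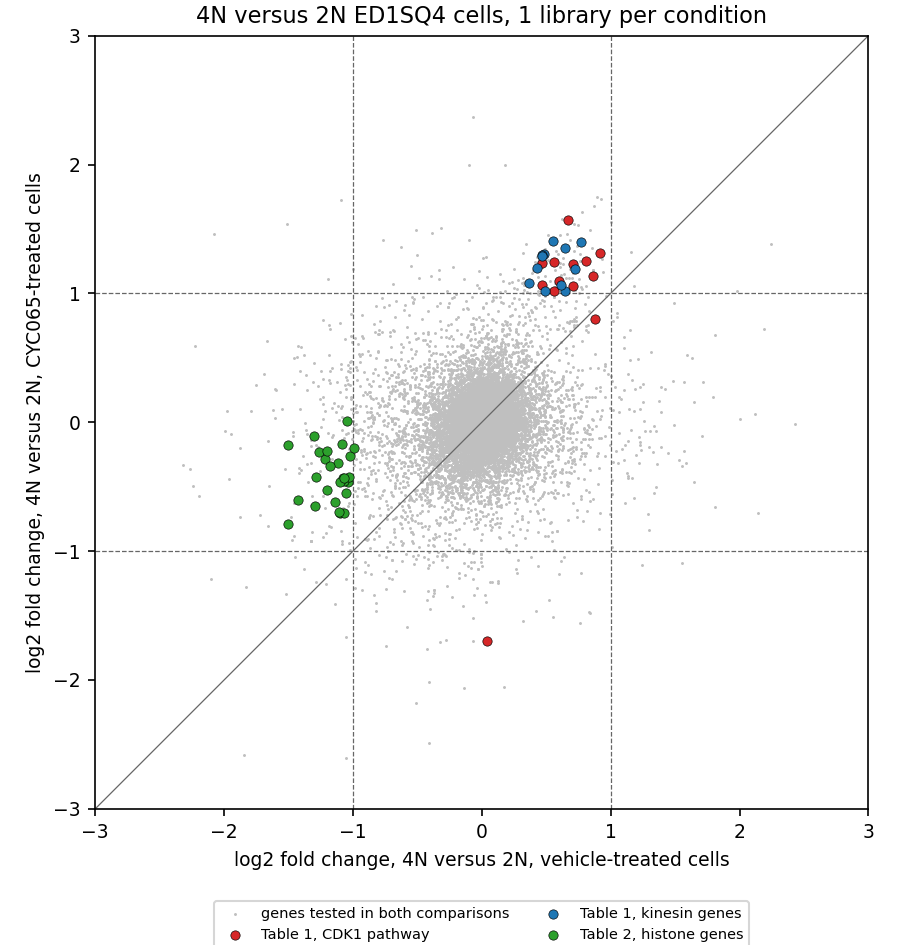
Log2 fold change of 4N versus 2N cells in vehicle-treated (horizontal axis) and CYC065-treated cells (vertical axis) for 13063 genes, each point a gene compared between single libraries. Dashed lines mark log2 fold changes of -1 and 1, the solid line marks equal changes, and 15 genes lie outside the axes. The kinesin genes of Table 1 lie above 1 with CYC065 and below it with vehicle, and the histone genes of Table 2 lie near or below -1 with vehicle and between -0.79 and 0.01 with CYC065.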

Real-time PCR assays validated upregulated expressed genes such as *Ccnb1*, *Ccna2*, *Cdk1*, *Plk1*, *Aurka*, *Cdc25c*, Cdc20, *Kif18A*, *Kif2c*, and *Kifc1*, as shown in Figure 5I and Supplemental Figure 4.

Intriguingly, the expressed genes of CDK1 pathway and Kinesin family members (KIF) were upregulated or downregulated in polyploid cells as compared with diploid cancer cells treated with CYC065 as shown in Table 1 and Table 2. It was reported that prolonged CDK2 inhibition increased cancer cell reliance on the CDK1 pathway, while rapid adaptation depended on expression of the CDK4/6 pathway (26). 

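The 13 CDK1 pathway genes of Table 1 had a median log2 fold change of 1.13 in 4N versus 2N CYC065-treated cells, above every one of 10000 random lists of the same size matched on expression. Of these genes, 11 were called higher, *Gadd45b* was called lower and *Ccnb2* was not called. Adjustment over the 13 genes alone gave the same 11 and 1 calls. The genes are the paper's own calls on these data, so neither the adjustment nor the comparison with random lists shows stability. In vehicle-treated cells, the median was 0.67, all 13 genes lay above 0 and none passed a log2 fold change of 1, while 12 had an unadjusted P below 0.05. The difference between the ratios of the treatments had a median of 0.46, and *Gadd45b* alone passed 1.
*Cenpf* rose most with CYC065, by 1.57 on the log2 scale (standard error 0.02), against 0.67 with vehicle. *Ccnb1*, which the text names but Table 1 does not list, rose by 1.49 (standard error 0.02) and shares 23.4% of its 50-mers with other genes, including a pseudogene. *Aurka* rose by 1.25, *Cdc20* by 1.13 and *Ccna2* by 1.10. *Cdc25c* rose by 1.06 (standard error 0.06), from 602 to 1467 counts. *Cdk1* rose by 1.02 (standard error 0.03) and fell to 0.98, under the threshold, without replicate 2. *Ccnb2* rose by 0.80 (standard error 0.05), close to its 0.88 with vehicle. *Gadd45b*, on chromosome 10 (mm10, 80930073 to 80932204), had 1708 counts in CYC065 2N and 617 in CYC065 4N cells, a log2 fold change of -1.70 (standard error 0.05). It changed by 0.04 with vehicle. Its change of -1.70 was the largest among the 13 genes, and calls count rises and falls alike. Under an assumed biological coefficient of variation of 0.2 between cultures, 1 of the 13 genes was called.
The 27 histone genes of Table 2 had a median log2 fold change of -1.11 in 4N versus 2N vehicle-treated cells. All 27 were lower and 26 were called, with *Hist1h2ae* at -0.99. In CYC065-treated cells, the median was -0.43, 26 of the genes were lower and none was called, while 19 had an unadjusted P below 0.05. The difference between the ratios had a median of 0.72 and was called for 4 genes. These genes share a median of 47.0% of their 50-mers with other genes, so single values are uncertain.

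**Figure D2:**
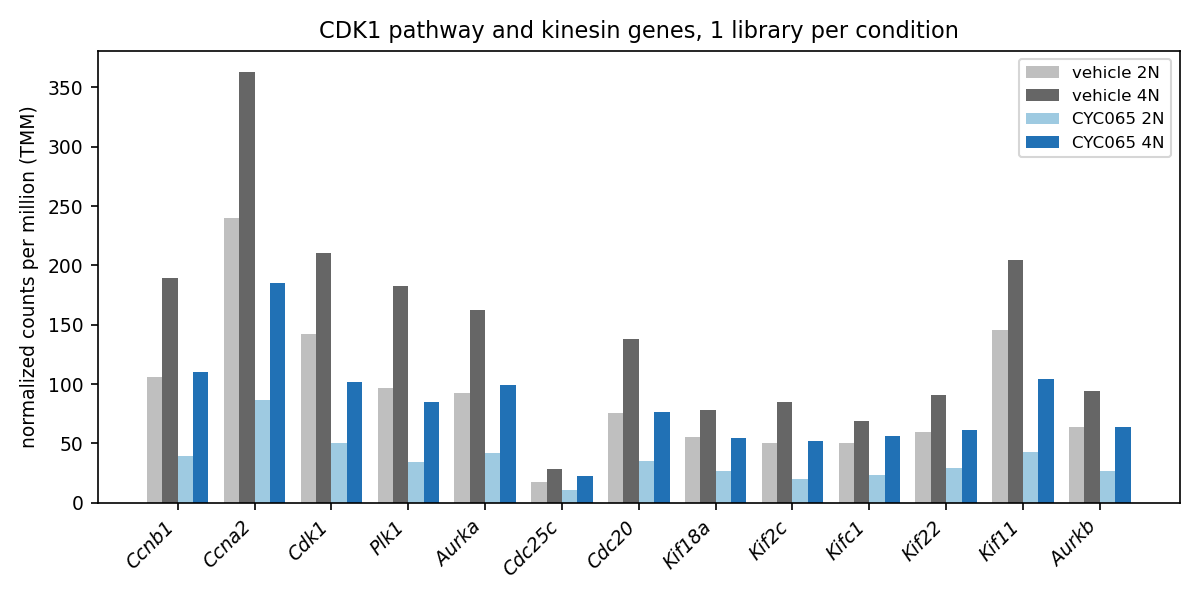
Normalized counts (TMM, CPM) of 13 CDK1 pathway and kinesin genes in the sorted populations, with 1 library per bar and no error bars, since no replicate error was available. In each treatment the 4N bar is higher than the 2N bar, and in each population the CYC065 bar is lower than the vehicle bar.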

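Among 33 genes named as kinesin family members that were tested in 4N versus 2N CYC065-treated cells, 13 were called higher and none lower, and 30 lay above 0. Table 1 lists 12 of these genes, with log2 fold changes between 1.02 and 1.41. The other called gene was *Kif15* (1.01), named here after its value was seen. *Kif2c*, on chromosome 4 (mm10, 117159639 to 117182639), rose by 1.40 (standard error 0.04), from 19.8 to 52.3 CPM. *Kif11* rose by 1.30 (standard error 0.03), *Kif22* by 1.07 (standard error 0.04) and *Kif18a* by 1.02 (standard error 0.04). *Kif18a* fell to 0.96 without replicate 2 and to 0.99 with the trend over gene length removed. *Kifc1*, on chromosome 17 (mm10, 33875659 to 33890661), rose by 1.29 (standard error 0.03), but it shares 39.8% of its 50-mers with other genes, mainly *Kifc5b*, which Table 1 also lists.
Across fits that each left out one replicate, between 11 and 13 kinesin genes were called, and 8 had a 95% interval wholly beyond 1. With a biological coefficient of variation of 0.2 assumed between cultures, none of the 12 genes of Table 1 was called, although all 12 had an unadjusted P below 0.05. In vehicle-treated cells, the same 12 genes were higher in 4N than 2N cells too, with log2 fold changes between 0.37 and 0.77, and none was called at a log2 fold change of 1, while all 12 had an unadjusted P below 0.05. The 4N/2N ratio of 40 G2/M markers outside Table 1 was also larger with CYC065, by a median of 0.48, with 38 above 0. A larger rise with CYC065 is therefore not particular to the kinesin genes. For each of the 12 kinesin genes, the rise was larger with CYC065 by between 0.38 and 0.86 on the log2 scale. None of these differences passed 1, while all 12 had an unadjusted P below 0.05.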

Among 13 KIF family members with augmented expression within polyploid versus diploid cancer cells after CYC065 treatment, *Kifc1* (36, 37), *Kif2c* (38), *Kif22* (39, 40), *Kif18a* (41), and *Kif11* (42, 43) were altered in their expression. Each of these expressed genes are involved in CDK1 pathway regulation or in centrosome clustering of cancer cells having supernumerary centrosomes.

A bioinformatics study of kinesin family members in lung adenocarcinomas highlighted functional interactions between these datasets (44). To explore the clinical relevance of these regulated genes, RNA-Seq data from the lung adenocarcinoma cohort (566 patients) in the PanCancer Atlas within The Cancer Genome Atlas (TCGA) (45) were used for bioinformatics analysis of these genes. Those genes that were augmented in expression for the CDK1 pathway and KIF family members appear in Figure 6 and Supplemental Figure 5. These genes included *CDK1*, *PLK1*, *AURKA*, *KIFC1*, *KIF2C*, and *KIF22*. Each of them was associated with a higher aneuploidy score of the indicated lung cancers, as presented in Figure 6A and Supplemental Figure 5A. The expression profile of the upregulated CDK1 pathway members showed a statistically significant association with the expression of those upregulated *KIF* genes except for *KIF22* that had a weak association, as determined in Figure 6B and Supplemental Figure 5B.

Survival analysis revealed that overexpression of *CDK1*, *PLK1*, *AURKA*, *KIFC1*, and *KIF2C* was associated with a statistically significant unfavorable overall survival in patients with lung cancer. In contrast, *KIF22* expression in lung cancers did not predict this unfavorable survival outcome, as shown in Figure 6C. Supplemental Figure 5C shows lung cancer survival outcomes for other members of the *CDK1* and *KIF* families. Combined expression of several of these expressed genes within lung cancers predicted an especially poor overall survival in lung cancer, as shown in Figure 6D. *KIF22* expression was associated with a statistically significant and unfavorable lung cancer survival when combined with increased *AURKA* expression levels, as displayed in Figure 6D.

To further explore whether inhibition of CDK1 pathway or Kinesin family members repress proliferation of these multinucleated cancer cells that persist despite CDK2 inhibition, combined treatment of CYC065 with Ro-3306 (a CDK1 inhibitor) and independently with CYC065 with AZ82 (a KIFC1 inhibitor) were conducted in H1299 and ED1SQ4 cells. Combination treatment using subtherapeutic doses statistically significantly repressed growth of these lung cancer cells, as shown in Supplemental Figure 6. As expected, similar statistically significant results were observed with the CDK2 selective inhibitor PF07104091 when used in these combined regimens, as displayed in Supplemental Figure 6. The single agent activity of PF07104091 is presented in Figure 7.

### Specific CDK2 inhibition effects in aneuploid cancer cells.

To confirm that the observed effects were specific to CDK2 inhibition and not due to CDK2 off-target actions of CYC065 treatment, other CDK2 inhibitors that were even more selective for CDK2 than was CYC065 were examined. These agents were PF07104091 and AUZ545. PF07104091 is undergoing clinical trial testing for the treatment of solid tumors, including non–small cell lung cancers (NSCLC). PF07104091 and AUZ545 independently reduced proliferation and increased apoptosis response of H1299 and A549 lung cancer cells in a dose-dependent manner, as in Figure 7, A and B, and Supplemental Figure 7, A and B. Live-cell microscopy assays revealed that PF07104091 and AUZ545 each promoted multipolar mitotic events as compared with vehicle controls, as displayed in Figure 7, C and D, and Supplemental Figure 7C.

Mitotic events were rare at the high treatment concentration of 10 μM for PF07104091. This dosage predominately conferred cell cycle arrest at the G2/M phase, followed by cell death. PF07104091 and AUZ545 each triggered mitotic catastrophe and anaphase catastrophe as compared with vehicle treatment, as seen in Figure 7D and Supplemental Figure 7C. Notably, PF07104091 treatment also increased the proportion of multinucleated progeny following multipolar mitosis. The progeny subsequently entered a second multipolar mitosis, as in Figure 7E. These multinucleated cells were more resistant to apoptosis than were their mononucleated counterparts, as displayed in Figure 7F and Supplemental Figure 7C. To independently confirm the role of CDK2 inhibition in causing anaphase catastrophe, CDK2 targeting shRNA and control shRNA were independently transfected into H1299 lung cancer cells. Like the individual actions of CYC065 and PF07104091 treatments, CDK2 knockdown caused a statistically significant increase in multipolar mitosis, mitotic catastrophe, and anaphase catastrophe. Each of these events led to the onset of apoptosis, as shown in Supplemental Figure 7D. Immunoblot analysis confirmed the shRNA-mediated knockdown of CDK2, as shown in Supplemental Figure 7E.

Our prior work found that CDK2 inhibition did not appreciably trigger anaphase catastrophe in human immortalized bronchial epithelial cells or in primary HAEC (20, 21). Consistent with these findings, individual treatment with specific CDK2 inhibitors, such as PF07104091 or AUZ545, did not significantly reduce growth, induce apoptosis, or promote multipolar mitosis in HAECs when compared with vehicle-treated controls as established in Figure 7, G and H, and Supplemental Figure 7F. These results determine that CDK2 inhibition does not elicit multipolar mitosis or anaphase catastrophe in normal lung cells.

### Intravital imaging of lung cancer fates after CDK2 inhibitor treatment.

To confirm and extend these findings to the in vivo setting, intravital 2-photon microscopy was employed to assess whether CDK2 inhibition increased the presence of multipolar mitosis or promoted the onset of multinucleated cells. FUCCI probe–transduced H1299 cells were implanted into the tongues of NCG immunodeficient recipient mice, followed by independent CYC065, PF07104091, or vehicle treatment for 7 days, as summarized in Figure 8A. The implanted cancer cells were imaged based on the detected FUCCI fluorescence signals. CYC065- or PF07104091-treated tumors had a statistically significantly higher proportion of cells with large nuclear volumes versus vehicle treatments, as shown in Figure 8B. To independently confirm that the larger nuclear volumes arose from multinuclear cancer cells or cancer cells with multipolar mitosis, segmentation analysis was done to determine the precise characteristics of these cancer cells. Representative fluorescence images along with the corresponding 3D segmentation appear in Figure 8, C–E. Similar results were observed in syngeneic lung cancer cells that were implanted with FUCCI probe–transduced murine ED1SQ4 lung cancer cells before treatment with CYC065 or vehicle, as displayed in Supplemental Figure 8.

## Discussion

The objective of this study was to elucidate the biology of polyploid cells that arise after CDK2 inhibition in cultured normal HAEC and lung cancer cells as well as in PDX lung cancers. These findings reveal that CDK2 inhibition highlights a previously unrecognized conversion between bipolar mitosis, multipolar mitosis, and multinucleated cellular states. This confers a persistent cancer cell population, despite ongoing CDK2 treatment. These different cancer cell fates were detected in in vitro cultures and in in vivo PDX lung cancer models, as shown in Figure 1. However, these events were rarely detected in HAECs. This indicates that a therapeutic window exists between malignant versus normal lung tissues following CDK2 inhibition. These respective cancer cell fates were elucidated by use of transfected FUCCI cell cycle probes. This permitted the precise tracking of these diverse cellular fates following CDK2-inhibited populations and across different phases of the cell cycle. Hence, these findings provide a comprehensive view of the cellular fate outcomes after CDK2 antagonism that led to the loss of proliferation and the onset of apoptotic cell death, as detailed in Figure 2.

Another finding from this study is the emergence of multinucleated cancer cells that appeared after CDK2 inhibitor treatments. Intriguingly, these cancer cells continued to proliferate but with a reduced apoptotic rate that increased their survival as displayed in Figure 5. Using RNA-Seq analyses of 4N as compared with 2N populations, it was found that persistent cancer cells were enriched for CDK1-dependent pathways. This included in this population the overexpression of *AURKB*, *PLK1*, and many *KIF* family members. This enriched cluster identified in the polyploid cells was further analyzed using TCGA. 

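Taken as 1 list, the 25 distinct genes of Table 1 had a median log2 fold change of 1.19 in 4N versus 2N CYC065-treated cells and of 0.60 in vehicle-treated cells. The difference between the treatments had a median of 0.53, against 0.48 for 40 G2/M markers outside Table 1. The paper listed the Table 1 genes for their change in the CYC065-treated cells of the same data. Their values with CYC065 and the difference are therefore not independent of that choice. In vehicle-treated cells, the central 95% of random lists of 25 genes matched on expression had medians between -0.06 and 0.07. These values describe single libraries. The paper entered its differentially expressed genes into MetaCore for pathway enrichment, a step not repeated here. From the comparison of 4N with 2N populations, the paper states that the persistent cells were enriched for CDK1-dependent pathways.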

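*Aurkb*, on chromosome 11 (mm10, 69045647 to 69051664), had a TMM-normalized level of 26.7 CPM in CYC065 2N and 63.5 CPM in CYC065 4N cells, a log2 fold change of 1.25 (standard error 0.03). In vehicle-treated cells it had 3568 counts in 2N and 5530 in 4N cells, a log2 fold change of 0.56 (standard error 0.03), and the difference between the treatments was 0.68 (standard error 0.05). *Plk1*, on chromosome 7 (mm10, 122159439 to 122169873), rose from 34.3 to 85.2 CPM with CYC065 and from 96.6 to 182 with vehicle. Its log2 fold changes were 1.31 and 0.92 (standard errors 0.04 and 0.03), with a difference of 0.39 (standard error 0.05). Within 4N cells, *Aurkb* was lower with CYC065 than with vehicle by a log2 fold change of -0.58, and *Plk1* by -1.10. For *Plk1*, the qPCR of Supplemental Figure 4 shows the opposite direction in 4N cells. Differences between single libraries for these genes exceeded their counting error, and the spread between cultures was not measured.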

The expression of these genes was associated with an unfavorable overall survival in patients with lung cancer, as shown in Figure 6. This indicated that the persistence of these multinucleated and multipolar cells revealed the presence of a residual population of aneuploid cancer cells despite continuous CDK2 inhibition. This population expressed genes that were associated with an unfavorable lung cancer survival. Hence, these findings have translational relevance. This observation indicates the need to find a way to eradicate this persistent population.

An intriguing aspect of this work was pursued using intravital 2-photon microscopy. This helped to extend studies from the in vitro to the in vivo setting of FUCCI-transduced lung cancer cells that were transplanted into recipient mice. These studies were performed using syngeneic murine lung cancer cells and independently with human lung cancer cells. The presented findings recapitulated the in vitro results in the in vivo setting. This demonstrated that CDK2 antagonism relative to controls caused a statistically significant increase in the population of cancer cells with larger nuclei indicative of their multinucleated or multipolar state, as seen in Figure 8. Since these multinuclear cancer cells proliferated and were resistant to apoptosis caused by CDK2 inhibition, these experiments indicate the potential for CDK2-inhibited cells to persist and grow because of their capacity to transition between different cellular states, each with distinct biological properties. This work highlights that multiple cell death programs exist following CDK2 inhibition. These include the onset of mitotic catastrophe when the parental cancer cells divide as well as the appearance of anaphase catastrophe when the progeny enter mitotic division.

The findings presented here indicate that, despite CDK2 antagonism of cultured or in vivo lung cancer PDXs, there exists a residual population of aneuploid cancer cells that continue to proliferate and resist apoptosis. These observations are translationally relevant since this persistent population likely contributes to the inability of CDK2 inhibition as a single agent to eliminate lung tumor growth. This could account for the relatively modest antineoplastic effects that have been observed to date in the clinic with CDK2 cell cycle inhibitors when used as single agents (15).

One way to eliminate this persistent cancer cell population is to explore combination therapy with CDK2 inhibitors in concert with another centrosome targeting agent. Since we found that CDK2 antagonism opposed centrosome clustering (18–21), combining such an inhibitor with a PLK4 inhibitor that we reported to promote supernumerary centrosomes (46) could reduce proliferation and augment apoptosis in polyploid cancer cells.

In support of this concept was our prior work that revealed synergistic antineoplastic effects with a first-generation CDK2 inhibitor combined with the PLK4 inhibitor CFI-400945 (46). Another promising strategy to consider involves use of TTK (MPS1) inhibition, which affects the spindle assembly checkpoint (SAC) and leads to excessive chromosomal instability and mitotic failure (47). The combined treatment of a TTK inhibitor with a CDK2 antagonist might eradicate persistent cancer cells that follow single-agent CDK2 inhibitor treatment as reported in this study. Dual inhibition of CDK2 and CDK1 activity was explored to prevent polyploid cancer cells from reentering the cell cycle, forcing them into eliciting an apoptotic death program (39). CDK4/6 inhibitors have been proposed for use in combination therapy with a CDK2 inhibitor to prevent compensatory upregulation of CDK4/6 activity, allowing cancer cells to bypass the G1/S checkpoint (48). Targeting Aurora Kinase A along with CDK2 inhibition should destabilize spindle dynamics, increasing mitotic errors and eliminating polyploid tumor cells (49). Other approaches could include combining a CDK2 antagonist with an ATR or CHK1 inhibitor to disrupt DNA damage response pathways. This would lead to replication stress–induced lethality, and BCL2/MCL1 inhibitors would augment apoptotic priming (50). Further support for the therapeutic potential in lung cancer of using a CDK2 inhibitor combined with either a CDK1 or KIFC1 inhibitor is provided in Supplemental Figure 6.

Taken together, the preclinical findings reported here provide a rationale for the design and execution of future clinical trials in the lung cancer clinic that would dually target centrosome stoichiometry. We hypothesize that this regimen will cooperatively eliminate persistent polyploid cancer cells by promoting apoptotic death.

## Methods

### Sex as a biological variable.

This study examined antineoplastic effects of CDK2 inhibition in PDX tumors derived from both male and female patients with lung cancer. Similar CDK2 inhibitor antineoplastic effects were observed in lung cancer PDXs derived from both sexes. This study used female NSG mice as recipients for lung PDX tumors, female FVB/N mice for the ED1SQ4 syngeneic model, and female NCG mice for the H1299 xenograft model because female recipient mice typically exhibit less aggressive behaviors than do male mice. Studies performed in syngeneic and xenograft lung tumors did not reveal an appreciable difference in antitumor responses to CDK2 inhibitors observed between male and female recipient mice (data not shown).

### Cell culture.

CYC065 was obtained from the Division of Cancer Treatment and Diagnosis (DCTD), National Cancer Institute (NCI). Tagtociclib (PF07104091) (catalog S9878), AUZ454 (catalog S8100), and Ro-3306 (catalog S7747) were each purchased from Selleckchem. AZ82 (catalog HY-12241) was purchased from MedChemExpress. Human lung cancer cell lines H1299, A549, HOP62, and H522 cancer cell lines were purchased and authenticated by American Type Culture Collection (ATCC). Murine lung cancer cell lines ED1SQ4 and 344SQ cells were independently derived from lung cancers arising from cyclin E–overexpressing transgenic mice or Kras^LA1/+^ engineered mice, respectively, and were authenticated, as previously described (46, 51–53).

To generate FUCCI-expressing cell lines, viral particles were produced by transfection of the psPAX2 (12260, Addgene), pMD2.G (12259, Addgene), Clover-Geminin(1-110)-IRES-mKO2-Cdt(30-120) (83841, Addgene), and mTurquoise2-SLBP(18-126)-IRES-H1-mMaroon1 (83842, Addgene) with Lipofectamine 3000 (L3000001, GeneCopoeia) into HEK293T cells. Target cells were transduced with the desired viral supernatant containing 10 g/mL Polybrene (TR-1003-G, MilliporeSigma) before sorting by flow cytometry for purification. These cells were cultured in RPMI 1640 media supplemented with 10% FBS, antimycotics, and antibiotics at 37°C with 5% CO_2_ within a humidified incubator. Mycoplasma was screened for using the MycoAlert Mycoplasma Detection Kit (LT07-318, Lonza). All experiments were conducted using cells that tested mycoplasma negative.

### Primary HAECs.

Primary HAECs were purchased and authenticated by the vendor (H-6053, Cellbiologics). These cells were cultured in Complete Human Epithelial Cell Medium (H6621, Cellbiologics) supplemented with Insulin-Transferrin-Selenium (41400045, Thermo Fisher Scientific), epidermal growth factor (AF-100-15-500UG, Thermo Fisher Scientific), hydrocortisone (S003K, Thermo Fisher Scientific), and antibiotic-antimycotic solution (15240062, Thermo Fisher Scientific) in 10% FBS at 37°C with 5% CO_2_ within a humidified incubator. Mycoplasma testing was with the MycoAlert Mycoplasma Detection Kit (LT07-318, Lonza).

### Plasmids, shRNAs, and transfection.

Plasmids shCDK2 (HSH151382-LVRH1MH, Genecopoeia) and empty vector (CSHCTR001-LVRH1MP, Genecopoeia) were purchased. Lentiviral particles were produced by transfection of HEK293T cells with the shCDK2 or empty vector plasmid, psPAX2 (12260, Addgene) and pMD2.G (12259, Addgene) with Lipofectamine 3000 (L3000001, GeneCopoeia). Exponentially growing H1299 lung cancer cells were transduced with the viral supernatant containing 10 µg/mL Polybrene (TR-1003-G, MilliporeSigma) and then sorted for purification by flow cytometry. Transduction efficiency was determined by measuring mCherry fluorescence signals using fluorescence microscopy and by protein expression using immunoblot assays.

### Lung cancer PDX models.

Lung cancer PDXs were established from lung cancer clinical specimens that were surgically resected at the University of Texas MD Anderson Cancer Center (Houston, Texas, USA) (54, 55). Tumors were cut and implanted into the flank s.c. space of athymic nude or NSG mice (005557, The Jackson Laboratory). These mice were treated with vehicle or with CYC065 (50 mg/Kg) for 21 days. Tumors were resected, and the final tumor weight was measured. The current study extended our prior work (20) by examining the histopathology of lung PDXs at the point that maximum antitumor effects were observed after treatment of tumor-bearing mice with CYC065 as compared with controls. Representative changes in the growth of lung PDXs are shown.

### IHC.

Lung cancer xenografts were fixed with 10% formalin immediately after resection and were then paraffin embedded. IHC staining and image acquisition were performed by Vitro-Vivo Biotech. Bipolar or multipolar mitotic cells were determined by phospho-histone H3 (Ser10) antibody (9701, Cell Signaling Technology) and hematoxylin staining. Polyploid and multinucleated cells were visualized based on H&E staining.

### Immunoblot assays.

Cells were lysed with ice-cold Pierce RIPA Lysis and Extraction Buffer (89900, Thermo Fisher Scientific) supplemented with Halt Protease and Phosphatase Inhibitor Cocktail (78440, Thermo Fisher Scientific). Proteins were resolved by SDS-PAGE before transfer to Trans-Blot Turbo Mini 0.2 μm PVDF Transfer Packs (1704156, Bio-Rad). Membranes were blocked with 5% nonfat milk in Tris-buffered saline (1706404XTU, Bio-Rad) and with 0.1% Tween-20 (170653, Bio-Rad) (TBS-T) solution for at least 1 hour before overnight incubation at 4°C with a primary antibody diluted in 1% nonfat milk or 1% BSA in TBS-T. This was followed by 10-minute washes 3 times in TBS-T solution and with a 1-hour incubation with the desired secondary antibody diluted in 5% nonfat milk. After 3 additional washes, antibody binding was visualized by Clarity Western ECL Substrate (1705061, Bio-Rad) and quantified by ImageLab software (Bio-Rad). Primary antibodies independently used were: CDK2 (ab32147, Abcam), GAPDH (14C10, Cell Signaling Technology), and β-actin (4967, Cell Signaling Technology). Secondary goat anti–mouse IgG (1706515, Bio-Rad) and goat anti–rabbit IgG (1706516, Bio-Rad) were used. Immunoblots were stripped using Restore PLUS Western Blot Stripping Buffer (46430, Thermo Fisher Scientific) followed by TBS-T solution washing.

### Cell viability assay.

Exponentially growing cells were plated onto 6-well culture dishes plated at 50 × 10^3^ to 100 × 10^3^ cells per well and treated with vehicle (dimethyl sulfoxide, DMSO) or CYC065 (0.2 µM). Cells were supplemented with fresh media containing CYC065 (0.2 µM) on day 0 and continued throughout the 4 days of the experiment. At the indicated time points cell viability was measured by Trypan blue (TB) dye staining. Viable cells (TB negative) were counted, and the numbers of dead cells (TB positive) were excluded from the final score. Experiments were done at least in triplicate independent replicates.

Exponentially growing ED1SQ4 or H1299 lung cancer cells stably expressing GFP were seeded at optimized densities onto 96-well tissue culture plates in triplicate. Cells were independently treated with vehicle, CYC065, Ro-3306, or AZ82 or with combinations at varying dosages 24 hours later. Proliferation was measured after an additional 24–96 hours of treatments with the indicated drug exposures using live cell counting by the Celigo Instrument (Celigo). Experiments were done at least in replicate experiments, each done in triplicates.

### Proliferation assays.

Exponentially growing cells were seeded at optimized densities for each examined cell line plated onto individual wells of 12-well tissue culture dishes, in triplicate. Cells were treated with CYC065 at varying dosages and independently with the vehicle (DMSO) as a control, 24 hours later. Proliferation was measured using the WST-1 assay (5015944001, MilliporeSigma) after 48–72 hours of the indicated drug exposures. Proliferation studies were independently replicated at least 3 times. For proliferation assays that assessed combinations with CDK2 inhibitors and CDK1 or KIFC1 inhibitors, experiments were done in triplicate and were replicated at least twice to confirm results.

### Live cell imaging assays.

Cells were plated onto glass-bottom plates in RPMI 1640 media supplemented with 10% FBS with antimycotics and antibiotics added. Cells were allowed to adhere for 24 hours. Cells were then cultured in the sterile microscope chamber maintained at 37°C and 5% CO_2_. Fluorescence images were acquired every 15 minutes by a time lapse imaging system for 96 hours using a Axiocam 506 color microscope and the Live-Cell Imaging system (Carl Zeiss Microscopy). Cells exhibiting bipolar mitosis, multipolar mitosis, multinuclear divisions, failed cytokinesis, or cell fusion events were each scored.

### Apoptosis analysis by live cell imaging assays.

Exponentially growing H1299 and A549 lung cancer cells were plated in vehicle or CYC065 (0.2 µM) containing RPMI 1640 media supplemented with 10% FBS and with antimycotics and antibiotics. Staurosporin (100 nM; 9953, Cell Signaling Technology) treatment was used as a positive control for apoptosis induction. Live-cell apoptosis detection dye CF 647 Annexin V Conjugate (29003R, Biotium) was supplemented in the media. Cells were cultured in the Axiocam 506 color microscope chamber (Carl Zeiss Microscopy) at 37°C and with 5% CO_2_. Apoptotic (annexin V^+^) cells were scored based on the presence in the studied cells of blue subnuclear staining.

### Volume electron microscopy.

Correlative Light and Electron Microscopy (CLEM)/FIB-SEM studies were done using previously described methods (21, 56). Indicated cancer cell lines were seeded on alphanumerically coded gridded glass cover slipped wells (P35G-1.5-14-C-GRD, MatTek) and processed for FIB-SEM using a modified protocol (57). Image acquisition was conducted using Zeiss Crossbeam 550 FIB-SEM (21). A typical run generated approximately 2,000 two-dimensional (2D) images. FIB-SEM reconstructions were analyzed using IMOD (version 4.7) and 3DSlicer (version 4.6) software. The slicer module in IMOD captured 2D images in acquisition and arbitrary planes. Segmentation assignments were aided by checking the accuracy of structures in all 3 planes (*x*, *y*, and *z*) for FIB-SEM image planes. The 3DSlicer was used for visualization and generation of merged FIB-SEM/3D segmentation images.

### RNA-Seq analysis.

ED1SQ4 lung cancer cells treated with vehicle as a control or CYC065 (0.5 µM) for 72 hours were stained with Vybrant DyeCycle Green Stain (V35005, Thermo Fisher Scientific) for 1 hour. Cells were then washed with phosphate buffered saline (PBS) and then sorted for diploid and for polyploid populations by S3e Cell Sorter (Bio-Rad) based on DNA quantification.

Total RNA was purified using RNeasy Plus Universal Kit (73404, Qiagen). The Illumina Stranded Total RNA library preparation ligation with RiboZero plus (20040526, Illumina) was used for RNA-Seq. Ribosomal RNA (rRNA) was removed using biotinylated target-specific oligos with the Ribo-Zero Plus rRNA Depletion Kit (20037135, Illumina). RNA was fragmented and used to generate first strand cDNA using reverse transcriptase and random primers, followed by second-strand cDNA synthesis using DNA Polymerase I and RNase H. The resulting double-stranded cDNA was used as the input to a standard Illumina library preparation with end-repair, adapter ligation, and PCR amplification to yield a library for sequencing. The final purified product was quantitated by qPCR assays before cluster generation and sequencing on NextSeq 2000 P2 flowcell (Illumina) for paired-end 100-cycle sequencing.

The Illumina bcl2fastq (version 2.20) was used to demultiplex and convert binary base calls and qualities to fastq format. The sequencing reads were trimmed to remove adapters and low-quality bases using Cutadapt (version 1.18). The trimmed reads were mapped to mouse reference genome (mm10) and GENCODE annotation M21. The mapping was done using STAR aligner (version 2.7.0f) with a 2-pass alignment option. RSEM (version 1.3.3) was used for gene and transcript quantification based on the GENCODE M21 GTF file. To identify differentially expressed genes (DEGs), DESeq2 (version 1.44.0) was used. Volcano plots were generated using EnhancedVolcano (https://github.com/kevinblighe/EnhancedVolcano; commitID: ab0428ef29e2a3bf35aec63d4eeb8f9302963645). Heatmap plots were generated using pheatmap (https://github.com/raivokolde/pheatmap; commitID: b33345349662ad3cbfae696b2df91aecfa8cefd5). DEGs were scored using these criteria: adjusted P < 0.05 and fold change log_2_FC > 1. The statistically significant DEGs were further analyzed using Metacore software (version 24.1, https://clarivate.com/products/metacore/) to perform pathway enrichment analyses and to generate pathway maps.

### qPCR assays.

qPCR assays were performed as previously described (21). The respective primers used were: murine cyclin B1 primer (Mm03053893_gH); murine Cdc25c primer (Mm00486872_m1); murine Cdc20 primer (Mm07297857_g1); murine Kif18a primer (Mm01327658_m1); murine Kif2c primer (Mm00728630_s1); murine Kifc1 primer (Mm00835842_g1); murine Aurka primer (Mm01248177_m1); murine cyclin A2 primer (Mm00438063_m1); murine Cdk1 primer (Mm00772472_m1); murine Plk1 primer (Mm00440924_g1); and murine β-actin primer (Mm02619580_g1).

### Bioinformatic analysis.

Bioinformatic analysis using TCGA database was conducted using corporals web-based tools (https://www.cbioportal.org/). RNA-Seq data of lung adenocarcinomas from PanCancer Atlas (566 patients) were interrogated. The mRNA expression *z* scores relative to normal samples (log RNA Seq V2 RSEM) were analyzed. All these expressed genes (CCNB1, CCNA2, CDK1, PLK1, AURKA, CDC25c, CDC20, KIF18A, KIF2C, KIFC1) were defined by cBioPortal as “altered” and “unaltered” versus normal expression levels. Distributions of overall survival were compared using the Kaplan-Meier method and log-rank tests.

### Immunofluorescence assays.

Human H1299 and murine ED1SQ4 lung cancer cells were fixed in ice-cold methanol (176845000, Thermo Fisher Scientific) and stained with β-actin antibody (66009-1-Ig, Proteintech), caspase 3/7 antibody (C10423, Thermo Fisher Scientific), Lamin B1 antibody (ab133741, Abcam), and Hoechst 33342 (62249, Thermo Fisher Scientific). Cells were scored for caspase^+^ staining and for mononucleated or multinucleated cells.

Primary HAEC were fixed in ice-cold methanol and stained with α-tubulin antibody (T6199, Sigma-Aldrich) along with Hoechst staining and mounted with Pro-Long Gold antifade reagent (P36934, Invitrogen). Secondary antibodies were Texas red anti-murine IgG (H+L) (TI-2000, Vector Laboratories) and goat anti–rabbit IgG (H+L) Cross-Adsorbed Alexa Fluor 488 (A11008, Thermo Fisher Scientific), respectively. Bipolar and multipolar mitotic events were scored using a Axiocam 506 color microscope with the LSM 900 Confocal system (Carl Zeiss Microscopy LLC). Each assay was performed in triplicate. Independent biologic replicate experiments were done at least in triplicates.

### Intravital microscopy of lung cancer models.

FUCCI transduced ED1SQ4 (50 × 10^3^ cells/injection) and H1299 (500 × 10^3^ cells/injection) were independently injected into the tongues of FVB/N and NCG mice, as previously described (58). Animals were treated with vehicle (60% Phosal [NC0130871, Thermo Fisher Scientific], 40% PEG400 [202398, MilliporeSigma], and 10% EtOH [BP2818100, Thermo Fisher Scientific]), 50 mg/kg of CYC065 or 200 mg/kg PF07104091, administered daily by oral gavage. On days 3 and 5 of treatments, mice were anesthetized by brief exposure to isoflurane followed by s.c. injection of a mixture of 100 mg/kg ketamine and 10 mg/kg xylazine (AnaSed LA, VetONE). Tongues were gently extended and stabilized with cotton tips on the 37°C heated stage of a 2-photon microscope. Hydration was carefully maintained by applying a thin layer of carbomer 940 gel with gauze wetted with distilled water placed over the eyes.

Mice were covered with a blanket during the experiment to maintain their comfort and physiological temperatures. Imaging was with an inverted TCS SP8 Dive Spectral Microscope (Leica) equipped with Mai-Tai and Insight X3 tunable lasers (Spectral Physics) and a 37°C preheated 40× objective (NA 1.10, HC PL IRAPO, Leica). Tissues were excited at 920 nm and 1,025 nm simultaneously. The mKO2 signal was detected by HyD-RLD3 at the emission of 560–590 nm; mMaroon1 was detected by HyD-RLD4 at the emission of 640–701 nm. The tile image of each tumor was collected by bidirectional line scan with 2 lines averaging at 600 Hz (320 × 320 pixel; 12 bits per pixel) on XY and 75–100 Z steps (2 mm step size) and stitched using LAS X Navigator. To image a large tumor in 3D volume, images were acquired in grids/tiles on XY to a maximum Z depth of about 200 µm. The settings used were bidirectional line scan with 2 lines averaging at the speed of 600 Hz (320 × 320 pixel; 12 bits per pixel) and 75–100 Z steps with 2 mm per step size. The grids were stitched together to render a large 3D tumor using LAS X Navigator software for quantification. The 3D images were acquired by bidirectional line scanning with 2 lines averaging at 400 Hz (512 × 512 pixel; 12 bits per pixel) on XY and 60–66 Z-stacks (2 μM step size) using Leica LAS X software. All images were stored as Leica Image Files (LIF) and processed further using Imaris (Bitplane). Nuclear volumes were measured by a segmentation algorithm in Imaris.

### Statistics.

Statistical analyses were done with SPSS Statistics software (version 23, SPSS) and with GraphPad Prism software (version 8, GraphPad Software). Data were displayed as mean ± SD. Two-tailed Student’s *t* tests compared differences between study groups with a *P* value below 0.05 deemed statistically significant. One-way ANOVA compared the differences of proliferation between vehicle and PF07104909 treated cancer cells. Fisher’s exact test was used to compare nuclei volume distributions in intravital microscopy where a *P* value below 0.05 was deemed statistically significant. Bonferroni corrections were used for multiple comparisons. Results of independent experiments were pooled to assess statistical significance. Experiments were typically performed in triplicate with at least 3 independent biological replicate experiments. Differential gene expression analysis was performed using a negative binomial model and Wald test with Benjamini-Hochberg correction.

### Study approval.

All experiments using animals were performed in accordance with *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) and were compliant with all relevant ethical regulations regarding animal research. Correlative scientific studies were previously approved by the MD Anderson Cancer Center IRB. All experiments were conducted following an IACUC-approved protocol.

### Data availability.

The datasets used as well as analyzed for this study will be available from the corresponding author upon reasonable request. The RNA-Seq data are available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (GSE292967; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE292967). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

ED and Xi Liu conceived the study design, supervised the study, and interpreted the data. LTM and BL interpreted the data. LTM, ZC, Xiuxia Liu, MK, AB, SCO, BO, YA, YN, RW, AH, and KN, collected data. Xi Liu, LTM, and ED wrote this manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
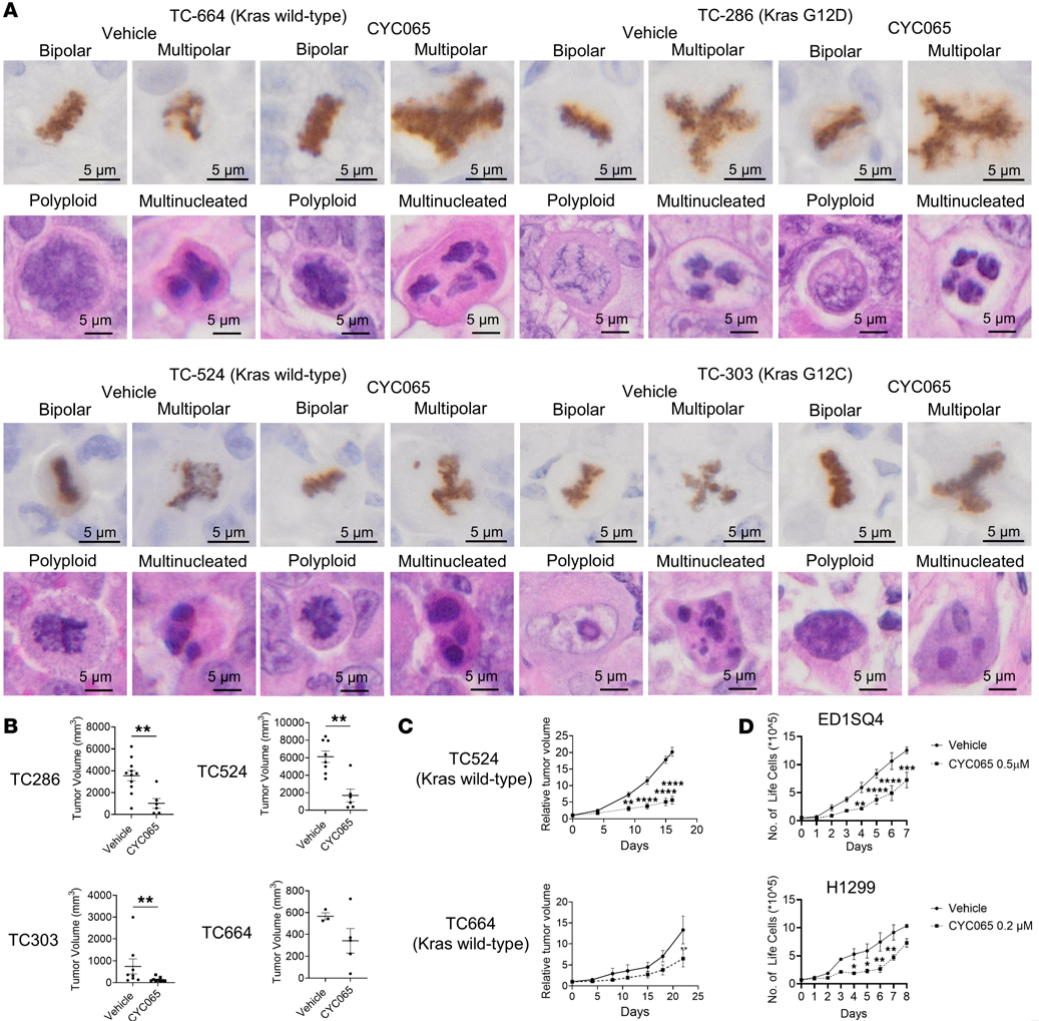
Multipolar mitosis, polyploid, and multinucleated cells were detected in human lung cancer PDX treated with vehicle or CYC065. (**A**) Representative images are shown following phospho-histone H3 and H&E staining of these different PDXs after 4 weeks of treatment with CYC065 or with vehicle as a control. KRAS WT or *KRAS* mutant mitotic cancer cells examined in these lung cancer PDXs exhibited bipolar as well as multipolar anaphases. Representative polyploid and multinucleated cancer cells are shown. (**B**) CYC065-treatment suppressed lung cancer PDX growth as compared with vehicle treatment, but persistent lung tumors were detected. (**C**) TC524 and TC664 KRAS WT lung cancer PDX models were independently treated with CYC065 versus vehicle controls and persistent in vivo tumors were detected. (**D**) ED1SQ4 and H1299 lung cancer cells rapidly grew despite CYC065 treatment after an initial phase of repression. Two-tailed Student’s *t* tests compared differences between study groups with a *P* value below 0.05 deemed statistically significant. Data are shown as mean ± SD, with the symbols indicating *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, respectively. Scale bars: 5 μm.

**Figure 2:**
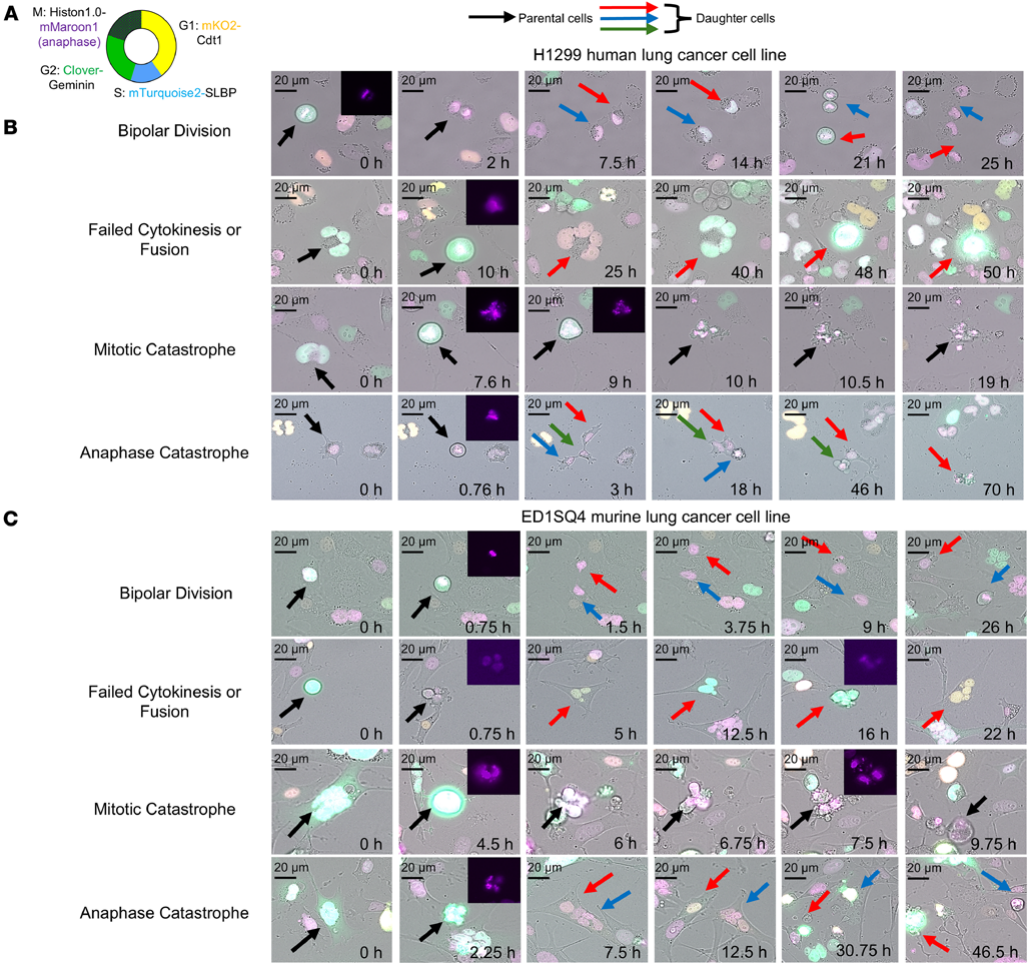
Fates of lung cancer cells after CDK2 antagonism with CYC065 treatment. The fates of the indicated lung cancer cells were monitored by live cell microscopy using fluorescent cell cycle indicator (FUCCI) probes. (**A**) The displayed diagram indicates the transfected vector that was used to probe for expression during different cell cycle phases by use of fluorescence activation in the indicated cells. This monitoring assessed the expression patterns for restricted proteins Cdt1 (yellow), SLBP (blue), and Geminin (green), corresponding to G0/G1, S, and G2/M phases, respectively. Histone 1 (purple) displayed condensed chromosomes in mitosis. (**B** and **C**) Mitotic events of human H1299 (**B**) and murine ED1SQ4 (**C**) lung cancer cells that stably expressed FUCCI vectors were treated with CYC065 or vehicle to interrogate bipolar and multipolar divisions. Indicated cells were monitored for 96 hours by time-lapse microscopy. Representative images of the fates of these cells are shown for multipolar anaphases and included failed cytokinesis, mitotic catastrophe, and anaphase catastrophe, as shown. Scale bars: 20 μm. The different displayed colored arrows indicate the respective fates of different cell progeny.

**Figure 3:**
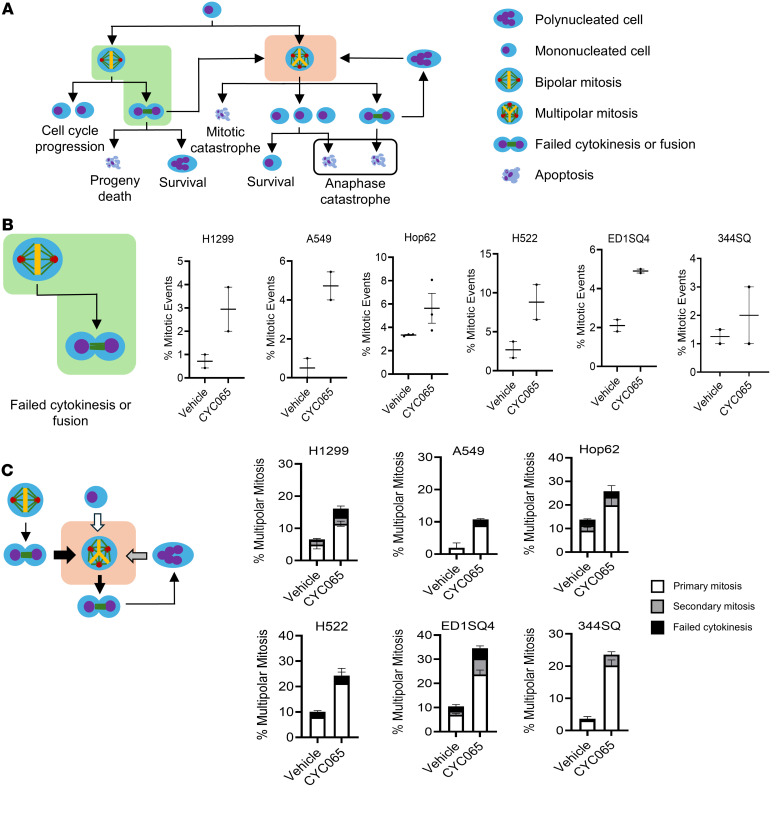
Analysis of events leading to formation of multipolar cells and those that led to multipolar anaphase. (**A**) The displayed schematic summarizes the origins of multipolar cells and of the specific cell fates that conferred multipolar mitosis. (**B**) This describes the individual fates of cytokinesis failure following bipolar divisions in human and murine lung cancer cells (human H1299, A549, Hop62, and H522 as well as murine ED1SQ4 and 344SQ lung cancer cell lines) following CYC065 treatment as compared with vehicle controls. (**C**) This schematic summarizes the quantification of events that give rise to multipolar mitotic intermediates as well as to failed cytokinesis following bipolar mitosis formation and the onset of supernumerary centrosomes in mononucleated and multinucleated cells prior to the onset of cell division. Two-tailed Student’s *t* tests compared differences between study groups with a *P* value below 0.05 deemed statistically significant. Data are shown as mean ± SD.

**Figure 4:**
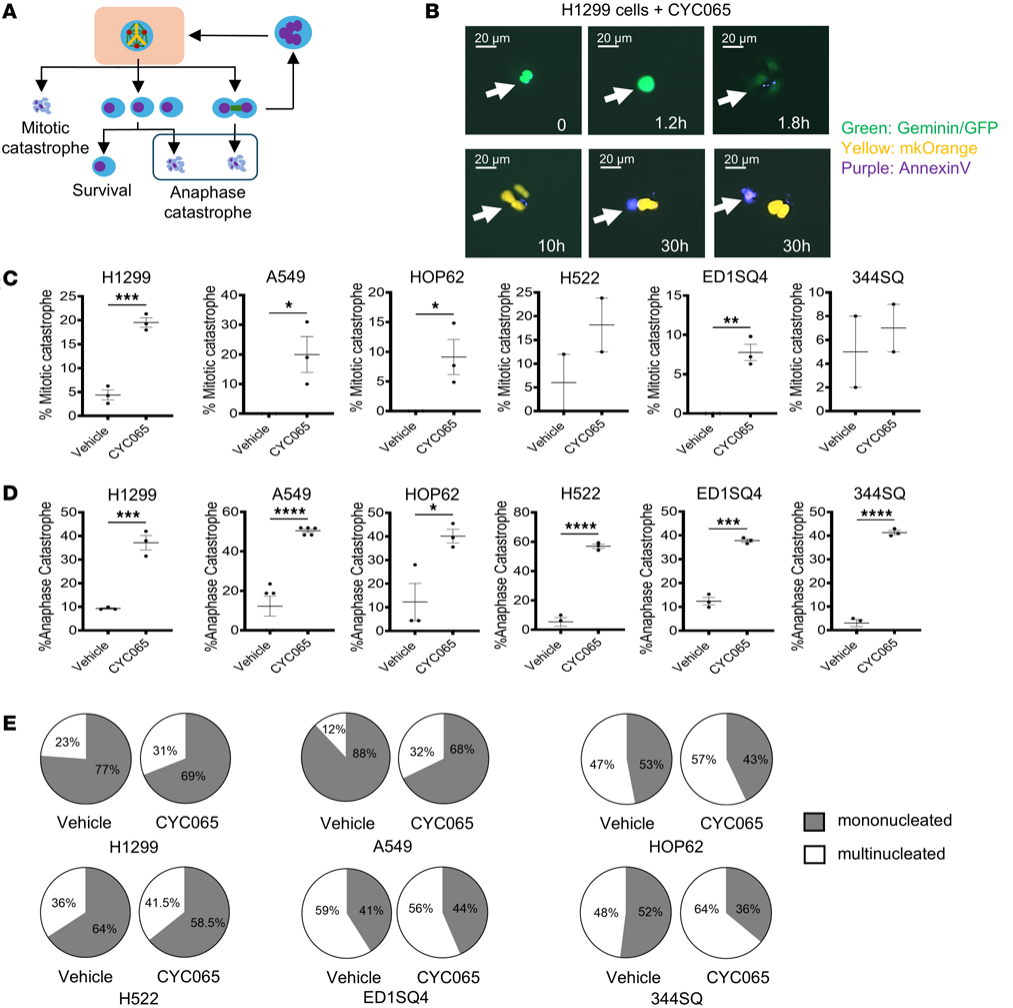
Analysis of cell fates following the independent onset of multipolar mitosis in human and murine lung cancer cells. (**A**) This schematic summarizes the cancer cell fates that arise after the appearance of multipolar mitosis in CYC065-treated cancer cells (human H1299, A549, Hop62, and H522 as well as murine ED1SQ4 and 344SQ lung cancer cell lines) that led progeny to survive, exhibit mitotic catastrophe, elicit anaphase catastrophe, or develop failed cytokinesis followed by multinucleated cell formation. (**B**) Representative images are displayed for apoptotic human H1299 lung cancer cells treated with CYC065 (0.2 μM). Yellow fluorescence (mKO) and green fluorescence (Geminin) measured the presence of G0/G1and G2/M cell cycle phases, respectively. The purple stain (annexin V) indicated the onset of apoptosis. (**C**) Mitotic catastrophe as an outcome of multipolar mitosis is caused by CYC065 treatment relative to vehicle treatment. (**D**) Anaphase catastrophe occurred after multipolar mitosis after CYC065 versus vehicle treatments. (**E**) The accumulation of multinucleated cells was caused by CYC065 treatment as compared with vehicle treatment. Two-tailed Student’s *t* tests compared differences between study groups, with a *P* value below 0.05 deemed statistically significant. Data are shown as mean ± SD, with the symbols indicating *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, respectively. Scale bars: 20 μm. Each arrow follows the fates of individual cancer cells over time.

**Figure 5:**
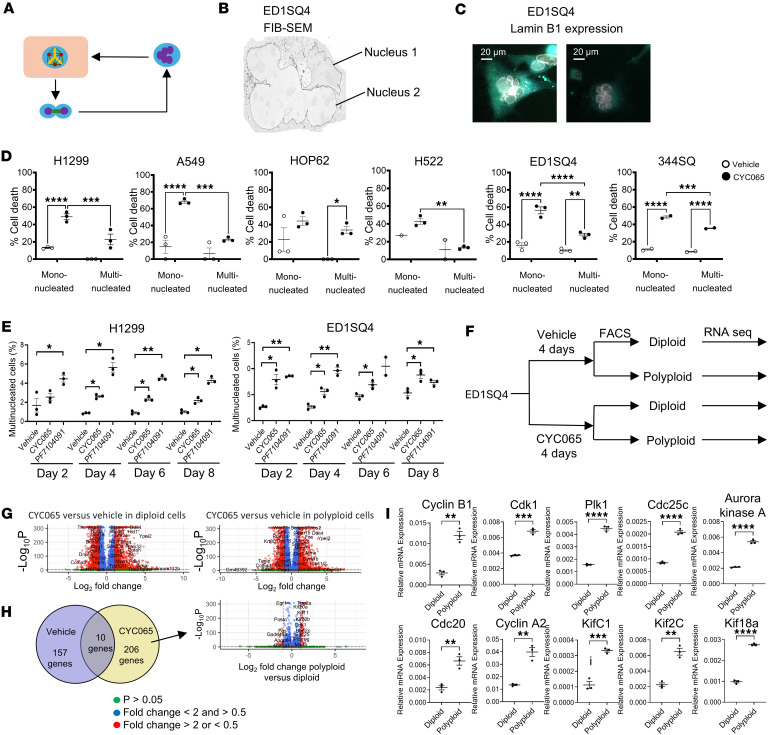
The characterization of multinucleated cells after CDK2 inhibition. (**A**) This schematic summarizes the cycling cancer cell fates: multipolar mitosis followed by cytokinesis failure, which gives rise to multinucleated cancer cells that can enter the next multipolar mitosis. (**B**) A representative image of a multinucleated cancer cell is shown by FIB-SEM. (**C**) Immunofluorescence staining of Lamin B1 for nuclear membrane confirmed the multinucleated phenotype. (**D**) Apoptotic cell death was enhanced by CYC065-treated mononucleated and multinucleated cancer cells (human H1299, A549, Hop62, and H522 as well as murine ED1SQ4 and 344SQ lung cancer cell lines), with multinucleated cancer cells having a statistically significant lower apoptosis rate than did mononucleated cells. (**E**) The ratios of multinucleated cancer cells/total cells remained stable during 8 days of CYC065 treatments in H1299 and ED1SQ4 cells. (**F**) Diploid (2N) and polyploid (4N) ED1SQ4 lung cancer cells were isolated by FACS for RNA-Seq analysis following vehicle or CYC065 treatment. (**G**) Volcano plots of differentially expressed genes caused by CYC065 as compared with vehicle treatment were displayed for diploid and polyploid cancer cells. Red dots indicate expressed genes with fold change > 2 or < 0.5 and with *P* < 0.05. Blue dots indicate expressed genes with fold change < 2 and > 0.5 and with *P* < 0.05. Green dots indicate expressed genes with *P* > 0.05. (**H**) Volcano plot and Venn diagram of the differentially expressed genes in polyploid versus diploid cancer cells augmented by CYC065 treatments are displayed. Differential gene expression analysis (**G** and **H**) was performed using a negative binomial model and Wald test with Benjamini-Hochberg correction to calculate adjusted *P* values. (**I**) Real-time PCR assays validated the representative differentially expressed genes (*Ccnb1*, *Ccna2*, *Cdk1*, *Plk1*, *Aurka*, *Cdc25c*, *Cdc20*, *Kif18a*, *Kif2c*, and *Kifc1*) increased in polyploid versus diploid cancer cells by CYC065 treatment. Two-tailed Student’s *t* tests compared differences between study groups in **D**, **E**, and **I** with a Bonferroni correction of *P* value below 0.05 deemed statistically significant. Data are shown as mean ± SD, with the symbols indicating *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, respectively. Scale bars: 20 μm.

**Figure 6:**
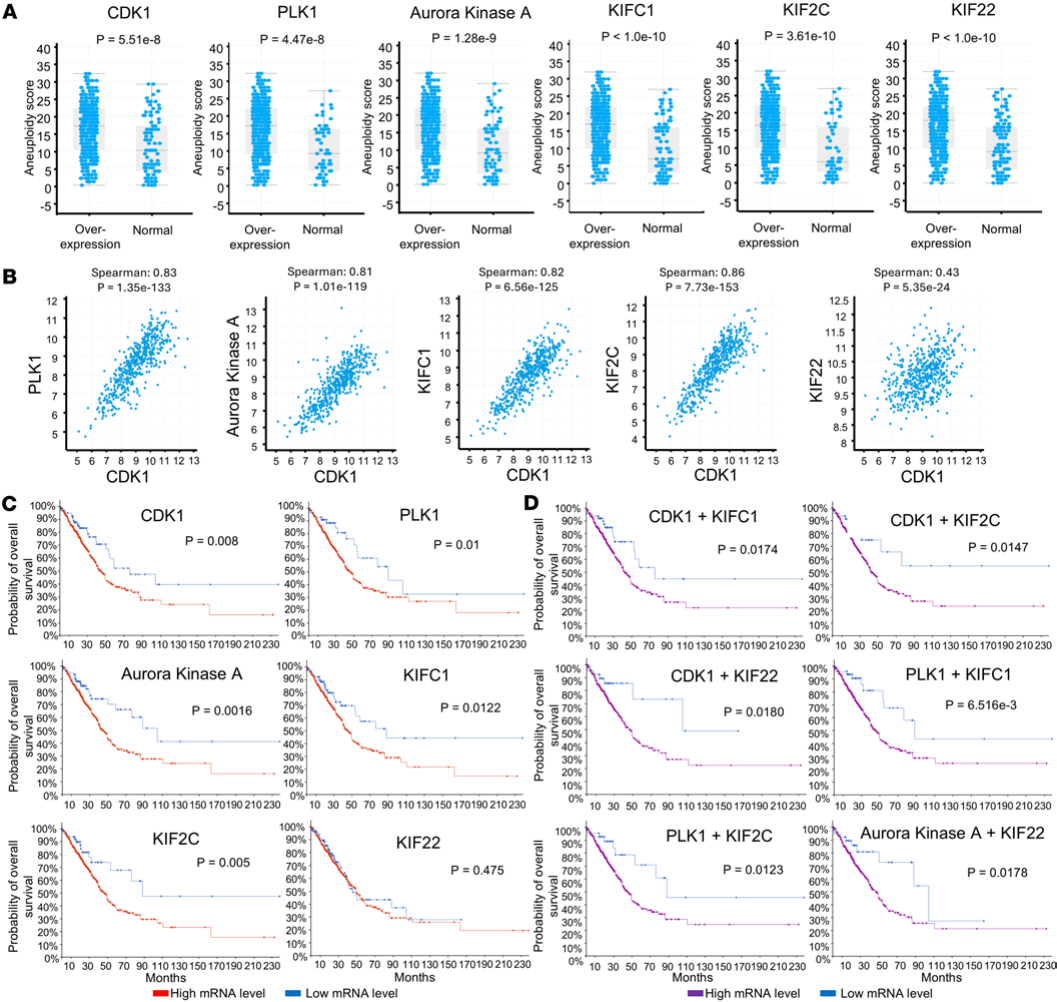
Overall survival of patients with lung cancer. Overall survival of patients with lung cancer having these differentially expressed genes (CDK1, PLK1, AURKA, KIFC1, KIF2C and KIF22) in polyploid versus diploid cancer cells after CYC065 but not vehicle-treatments within the displayed lung adenocarcinoma cohort (566 patients) as part of the PanCancer Atlas in The Cancer Genome Atlas (TCGA). (**A**) Overexpression of CDK1, PLK1, AURKA, KIFC1, KIF2C or KIF22 was significantly associated with a high aneuploidy score. The Wilcoxon test was used to compare aneuploidy scores of the examined patients with *P* values below 0.05 deemed statistically significant. (**B**) CDK1 expression was statistically significantly associated with the expression profiles of PLK1, AURKA, KIFC1, and KIF2C but weakly for KIF22. The Spearman’s rank correlation coefficient was used to test the indicated associations, with *P* values below 0.05 deemed statistically significant. (**C**) Overexpression profiles of CDK1, PLK1, AURKA, KIFC1, and KIF2C indicate an unfavorable overall survival of patients with lung cancer. KIF22 expression in lung cancer did not affect overall survival. (**D**) The combined overexpression profiles of CDK1 + KIFC1, CDK1 + KIF2C, CDK1 + KIF22, PLK1 + KIFC1, PLK1 + KIF2C, and AURKA + KIF22 were associated with an unfavorable overall survival in the examined patients with lung cancer. Survival analysis for **B** and **D** was performed using the Kaplan-Meier method using the log-rank test, with a *P* value below 0.05 deemed statistically significant.

**Figure 7:**
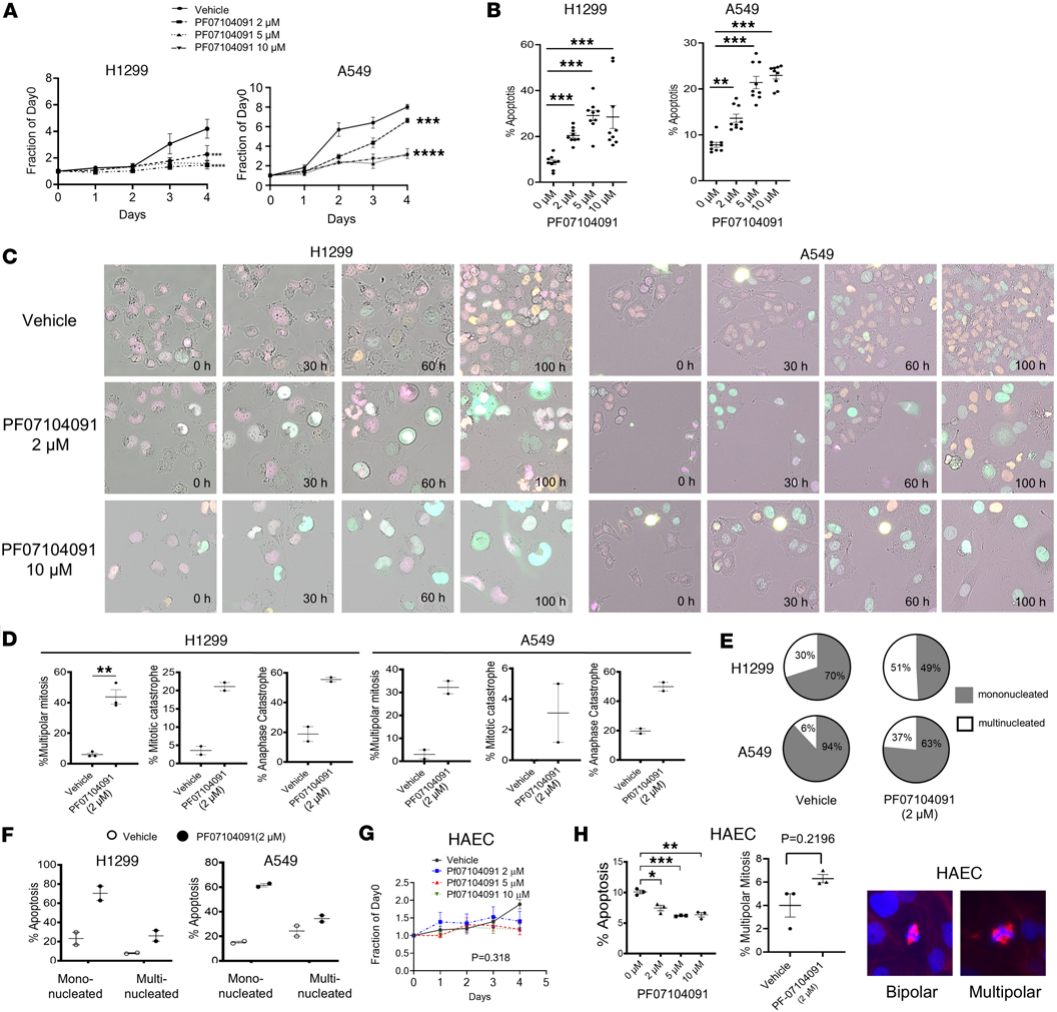
The effects of the CDK2 specific inhibitor PF07104091 on cancer cell proliferation, apoptosis, multipolar mitosis, and anaphase catastrophe. (**A**) PF07104091 treatment reduced proliferation in H1299 and A549 human lung cancer cells. (**B**) PF07104091 treatment increased the onset of apoptosis in both H1299 and A549 lung cancer cells. (**C**) Representative images of multipolar mitosis and G2 arrest in H1299 and A549 lung cancer cells were obtained after PF07104091 (2 μM or 10 µM) treatments as compared with vehicle controls. Each group was scored using time-lapse microscopic imaging. (**D**) PF07104091 treatment (5 μM for H1299 and 2 μM for A549) of lung cancer cells caused multipolar mitosis, mitotic catastrophe, and anaphase catastrophe. (**E**) PF07104091 treatment (5 μM for H1299 and 2 μM for A549) increased the ratios of multinucleated versus mononucleated lung cancer cells. (**F**) Multinucleated cancer cells had decreased apoptosis as compared with mononucleated lung cancer cells following multipolar mitosis events after PF07104091 treatment (5 μM for H1299 lung cancer cells and 2 μM for A549 lung cancer cells). (**G**) In marked contrast, PF07104091 treatment did not have a statistically significant effect on proliferation, apoptosis, or the onset of multipolar mitosis in primary human alveolar epithelial cells (HAECs). (**H**) PF07104091 (5 μM) treatment did not statistically significantly augment multipolar mitosis events in HAEC. Representative images of bipolar mitosis and multipolar mitosis are shown. Purple staining displayed γ-tubulin and blue signals indicated DAPI staining. The 1-way ANOVA test was used for **A** and **G** and 2-tailed Student’s *t* tests were used for **B** and **H**, with a Bonferroni correction of *P* value below 0.05 deemed statistically significant. Data are shown as mean ± SD, with the symbols indicating *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, respectively. Total original magnification, ×40.

**Figure 8:**
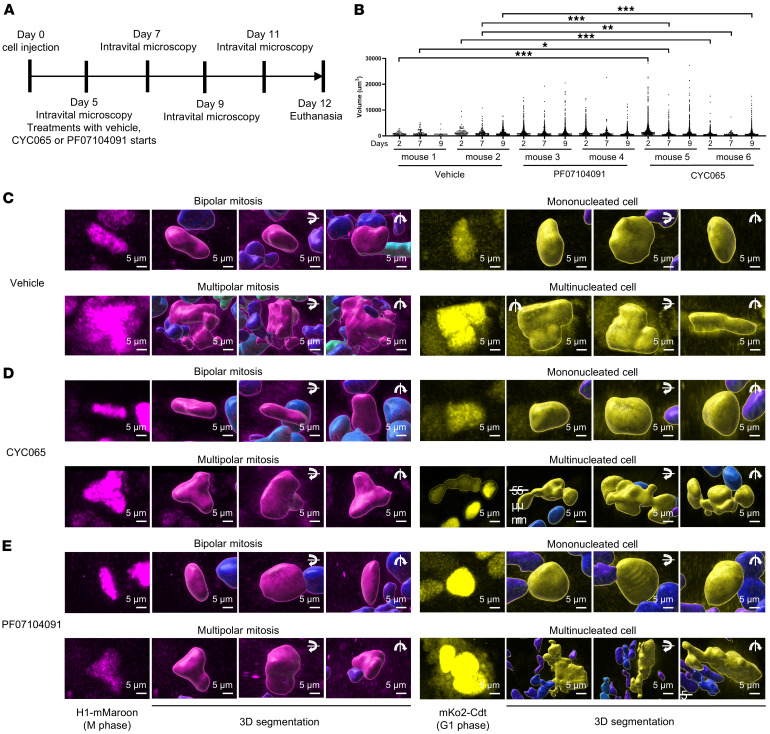
Intravital 2-photon microscopy of in vivo human H1299 lung cancers. (**A**) H1299 cells were transplanted into the tongues of individual NCG mice. Intravital microscopic images were acquired after individual CDK2 inhibitor-treatment versus controls for the indicated lengths of time. (**B**) Nuclear volumes were measured by segmentation of FUCCI mKO2 fluorescence signals. (**C**–**E**) Representative fluorescence images and 3D models of bipolar mitotic, multipolar mitotic, mononucleated, and multinucleated cellular events from each of the vehicle (**C**), CYC065 (**D**), and PF07104091 (**E**) treatment arms are shown. The Fisher’s exact test was used to compare nuclear volume distributions in intravital microscopy where a *P* value below 0.05 was deemed statistically significant. The symbols indicate *P < 0.05, **P < 0.01, and ***P < 0.001. Scale bars: 5 μm.

**Table 1:**
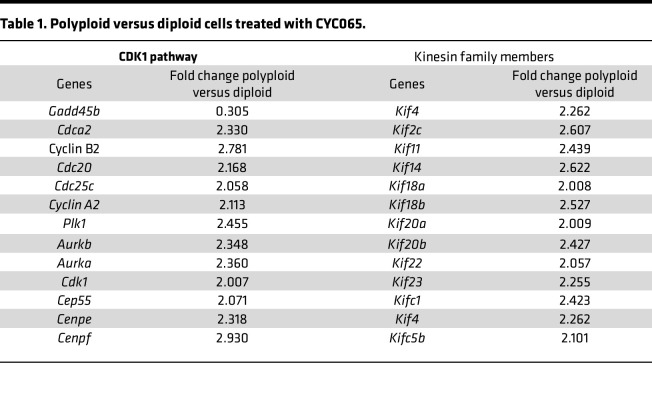
Polyploid versus diploid cells treated with CYC065.

**Table 2:**
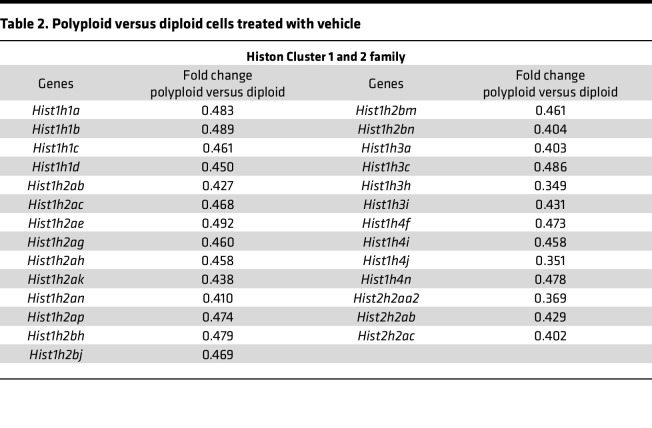
Polyploid versus diploid cells treated with vehicle

# Supplementary material for: CDK2 inhibition produces a persistent population of polyploid cancer cells
**Source:** JCI Insight. 2025 Apr 15;10(10):e189901. doi: 10.1172/jci.insight.189901
**Supplement:** Supplemental data

# Supplementary Fig 1

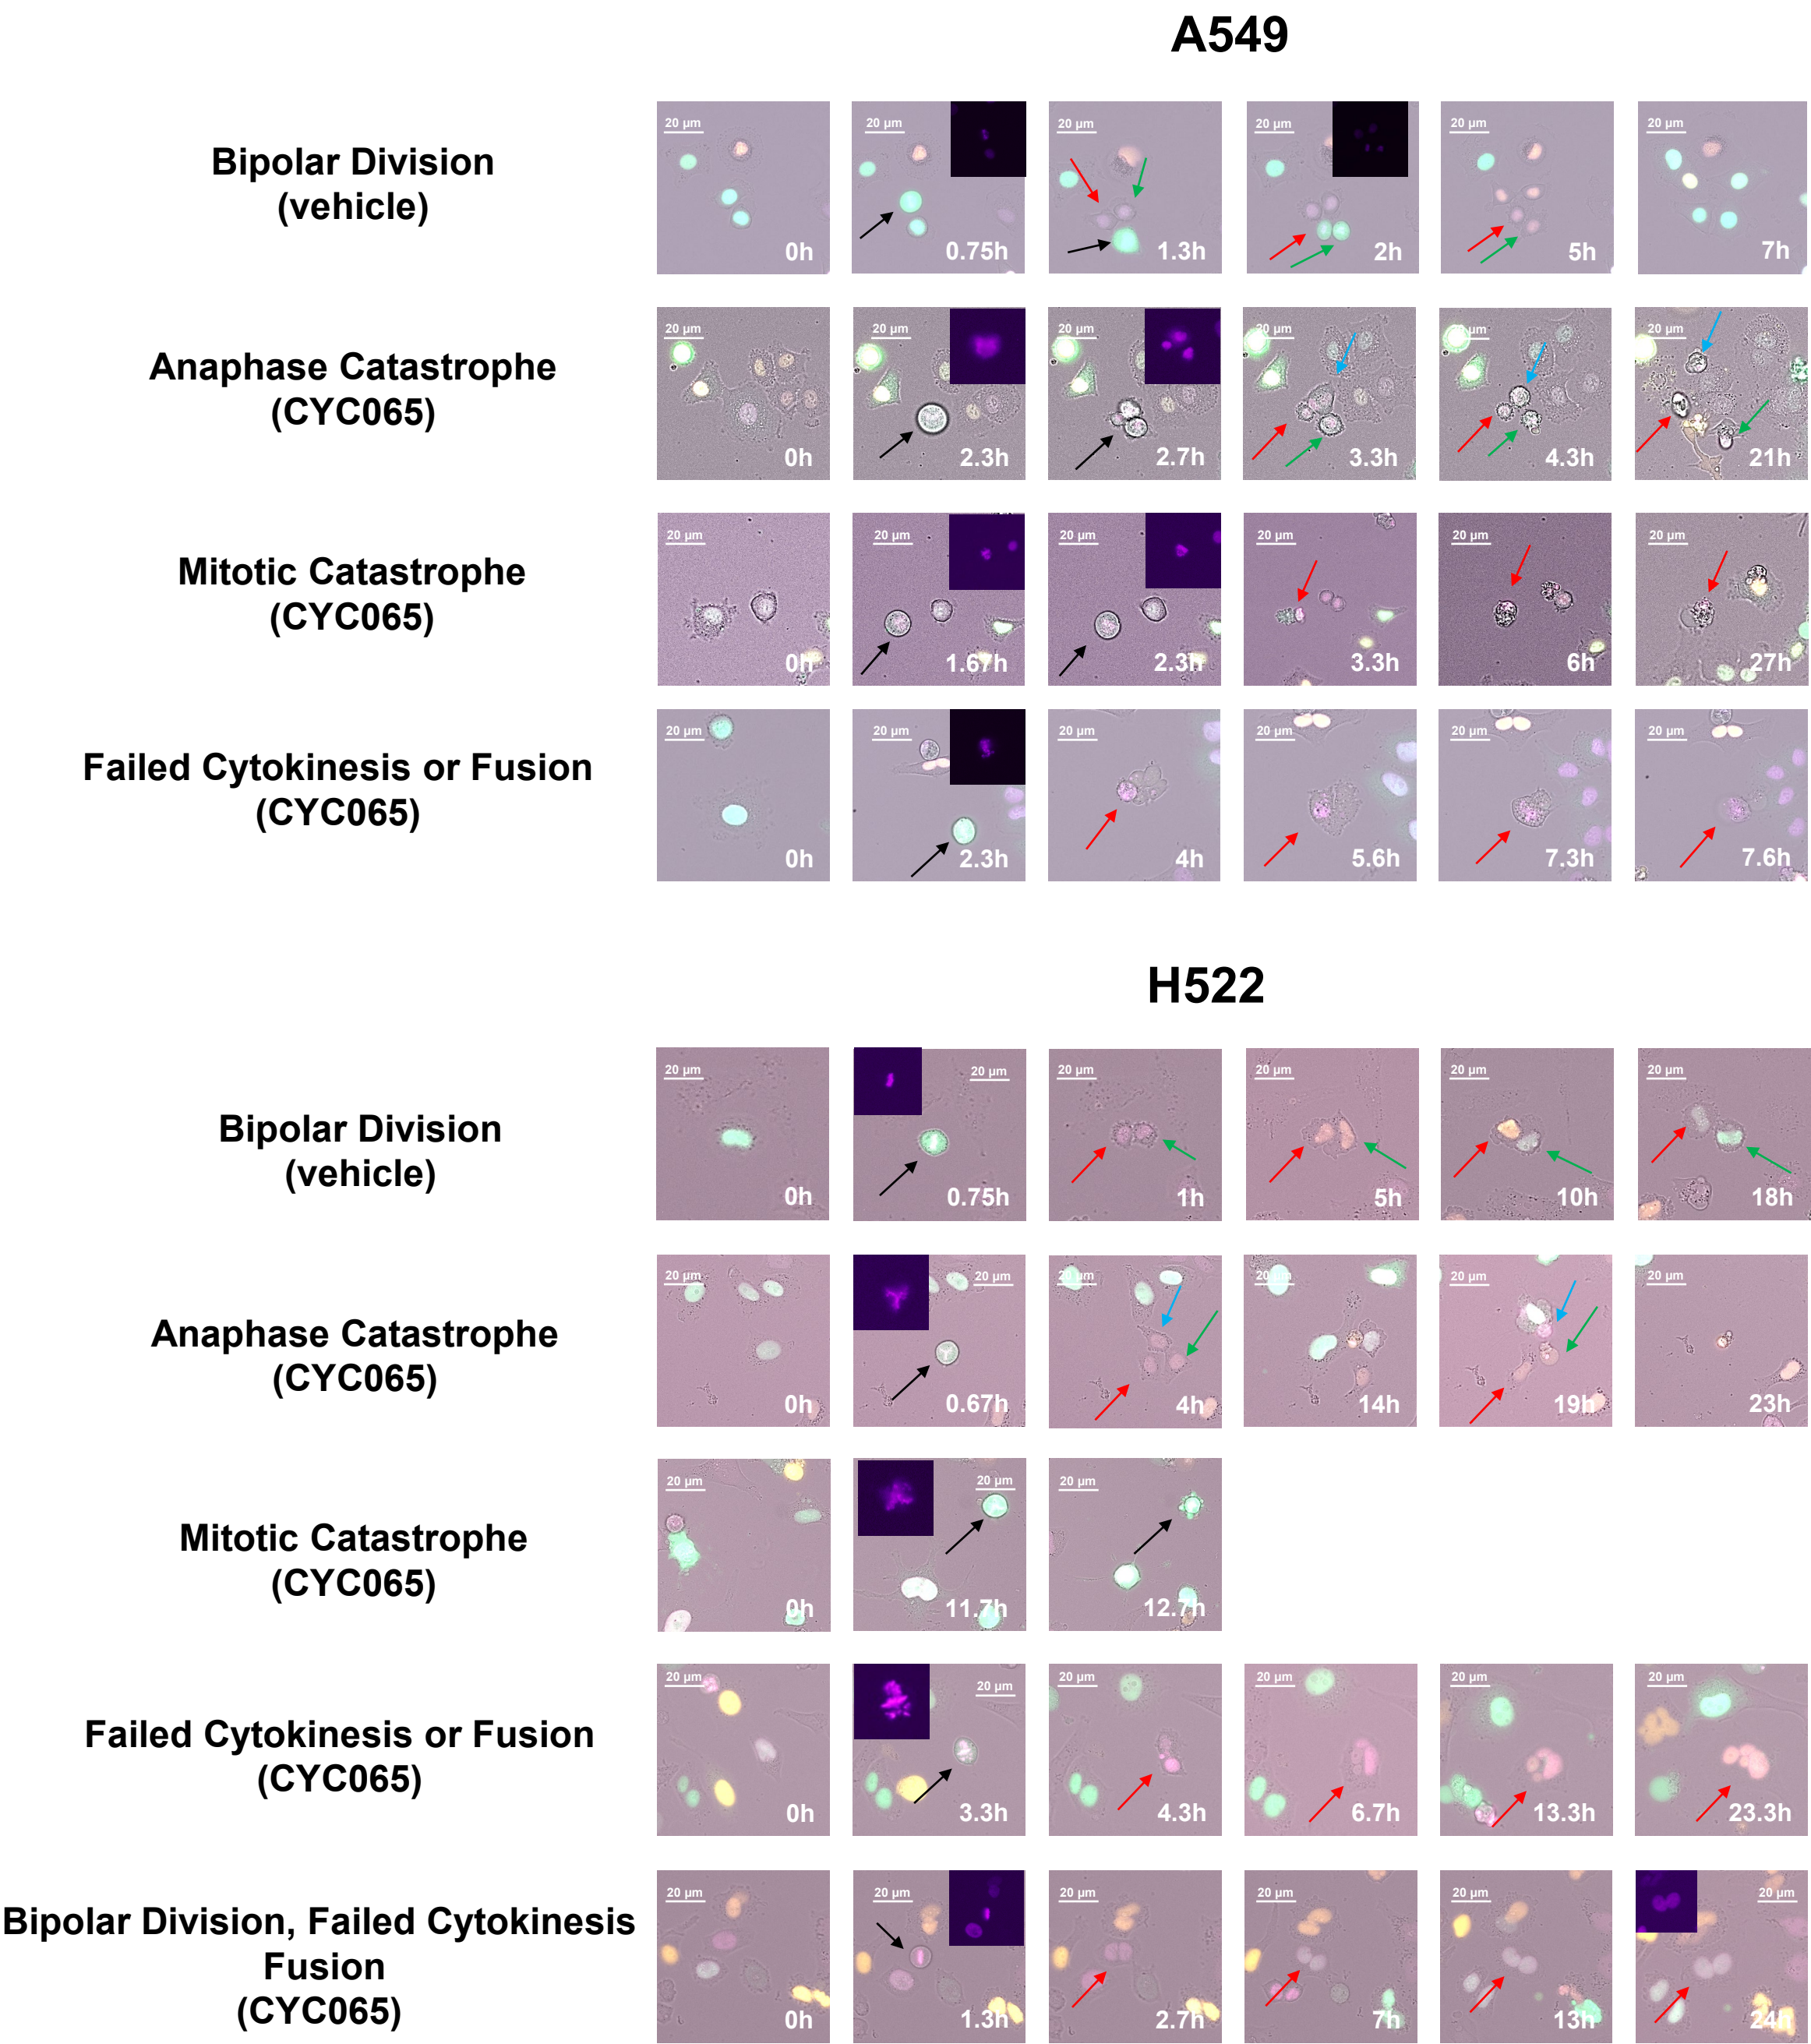

**Supplementary Figure 1:** Fates of lung cancer cells after CDK2 antagonism with CYC065-treatment. The fates of the indicated lung cancer cells were monitored by live cell microscopy using Fluorescent Cell Cycle Indicator (FUCCI) probes. Mitotic events of A549 and H522 lung cancer cells that stably expressed FUCCI vectors were treated with CYC065 or vehicle to interrogate bipolar and multipolar divisions. Indicated cells were monitored for 96 hours by time lapse microscopy. Representative images of the fates of these cells were shown for multipolar anaphases and included failed cytokinesis, mitotic catastrophe, and anaphase catastrophe, respectively.

# Supplementary Fig 2

H1299  
CYC065 0.5μM

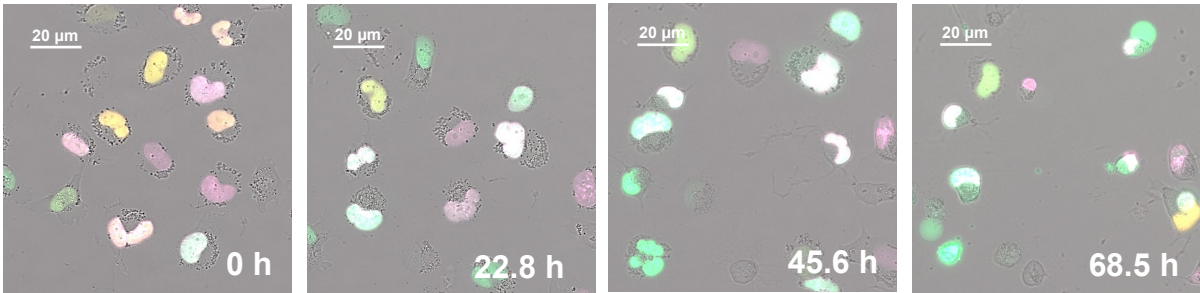

A549  
CYC065 0.5μM

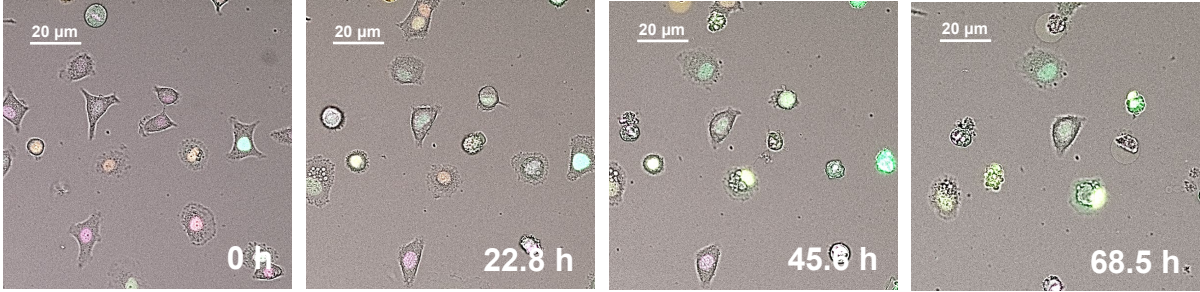

Hop62  
CYC065 1μM

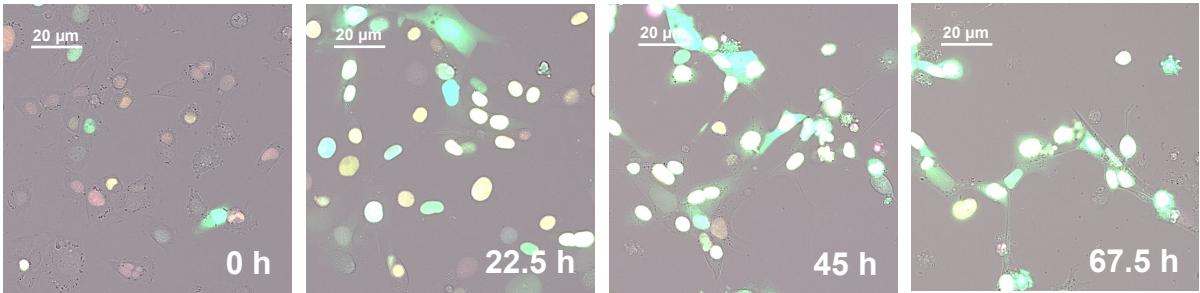

ED1SQ4  
CYC065 1μM

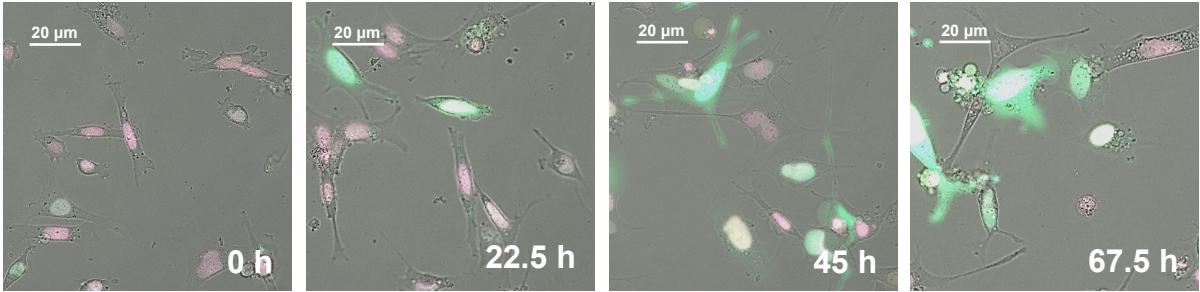

**Supplementary Figure 2:** Effects of high concentrations of CYC065-treatment caused G2/M cell cycle arrest followed by cell death. Representative images show H1299, A549, Hop62 and ED1SQ4 lung cancer cells individually observed over a period of 96 hours using time lapse microscopy. Apoptotic cells appear at the final time points of these time courses. Yellow fluorescence (mKO) and green fluorescence (Geminin) measured the onset of G0/G1 and G2/M cell cycle phases, respectively. The purple stain (Annexin V) indicated the occurrence of apoptosis.

Supplementary Fig 3

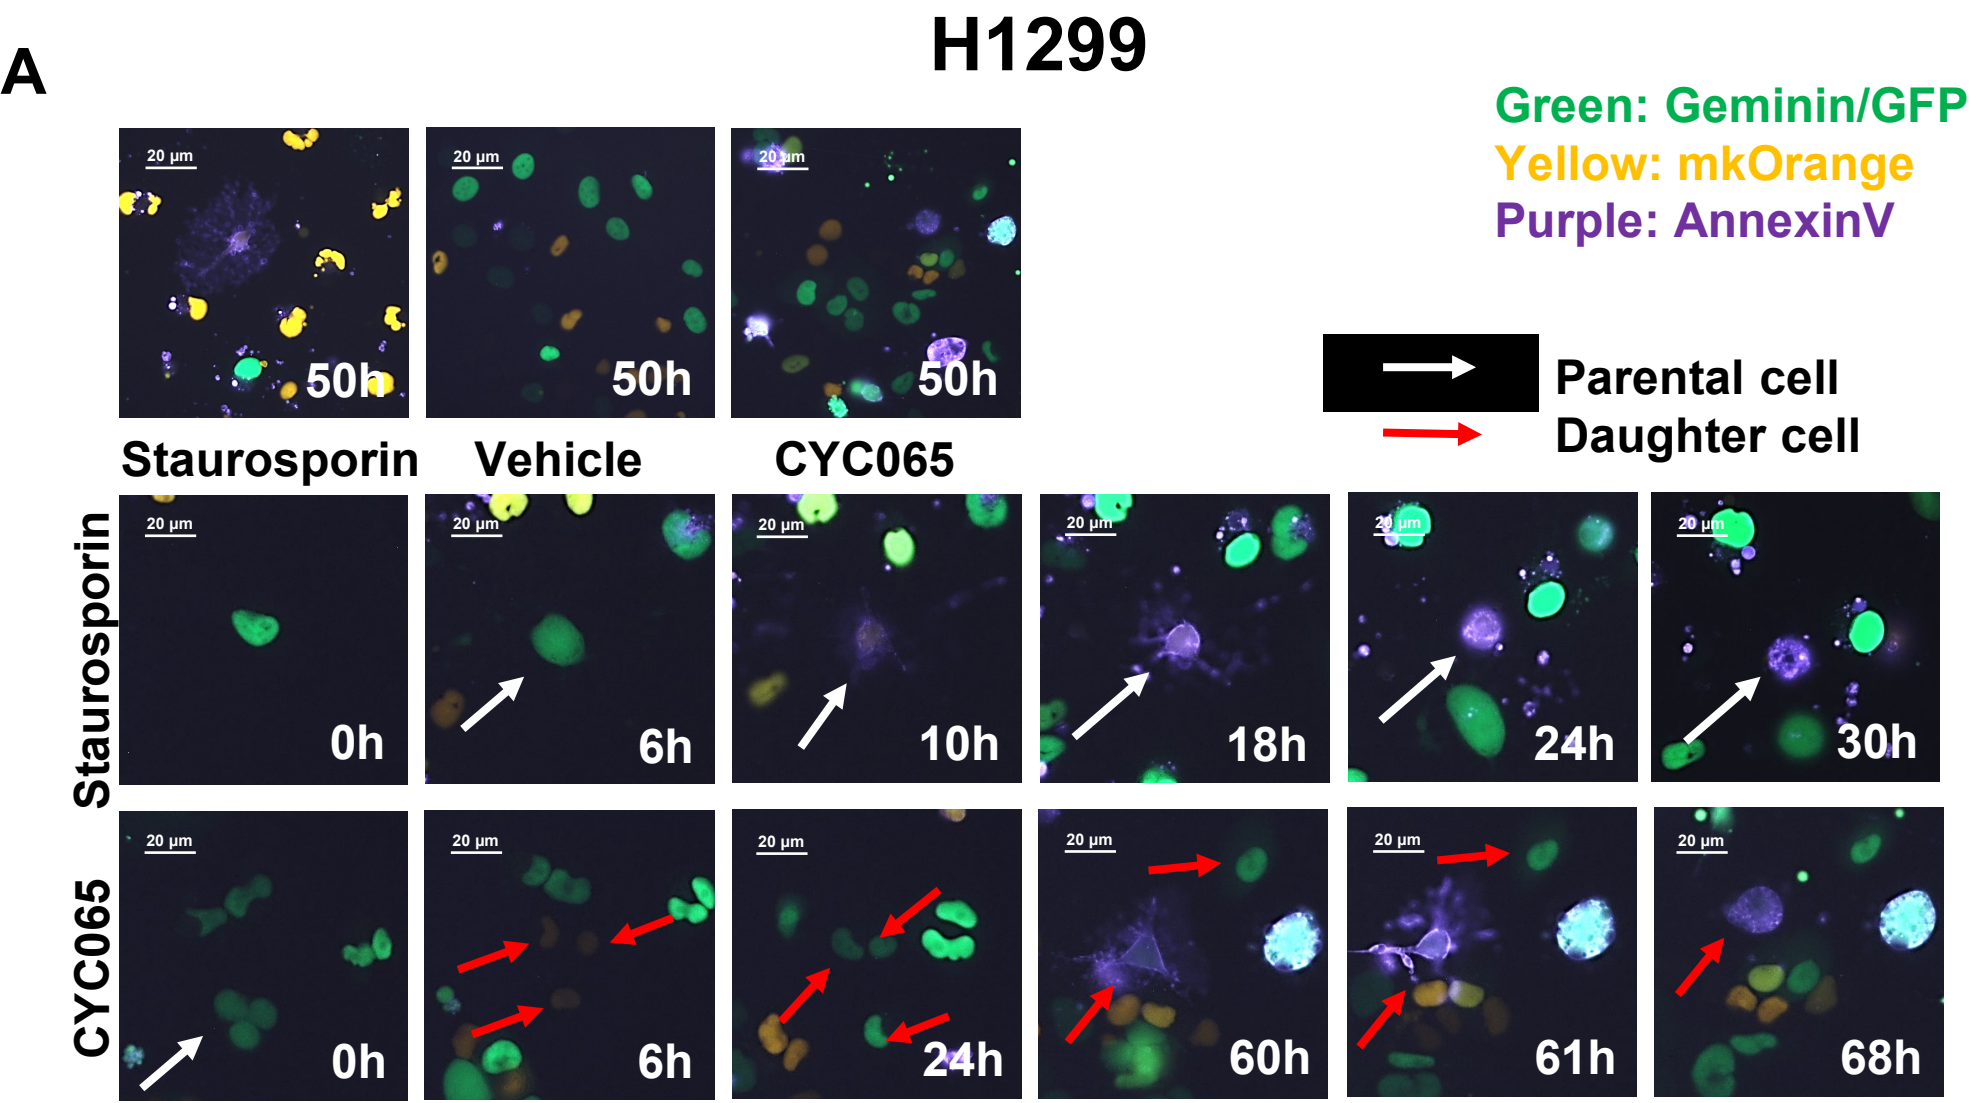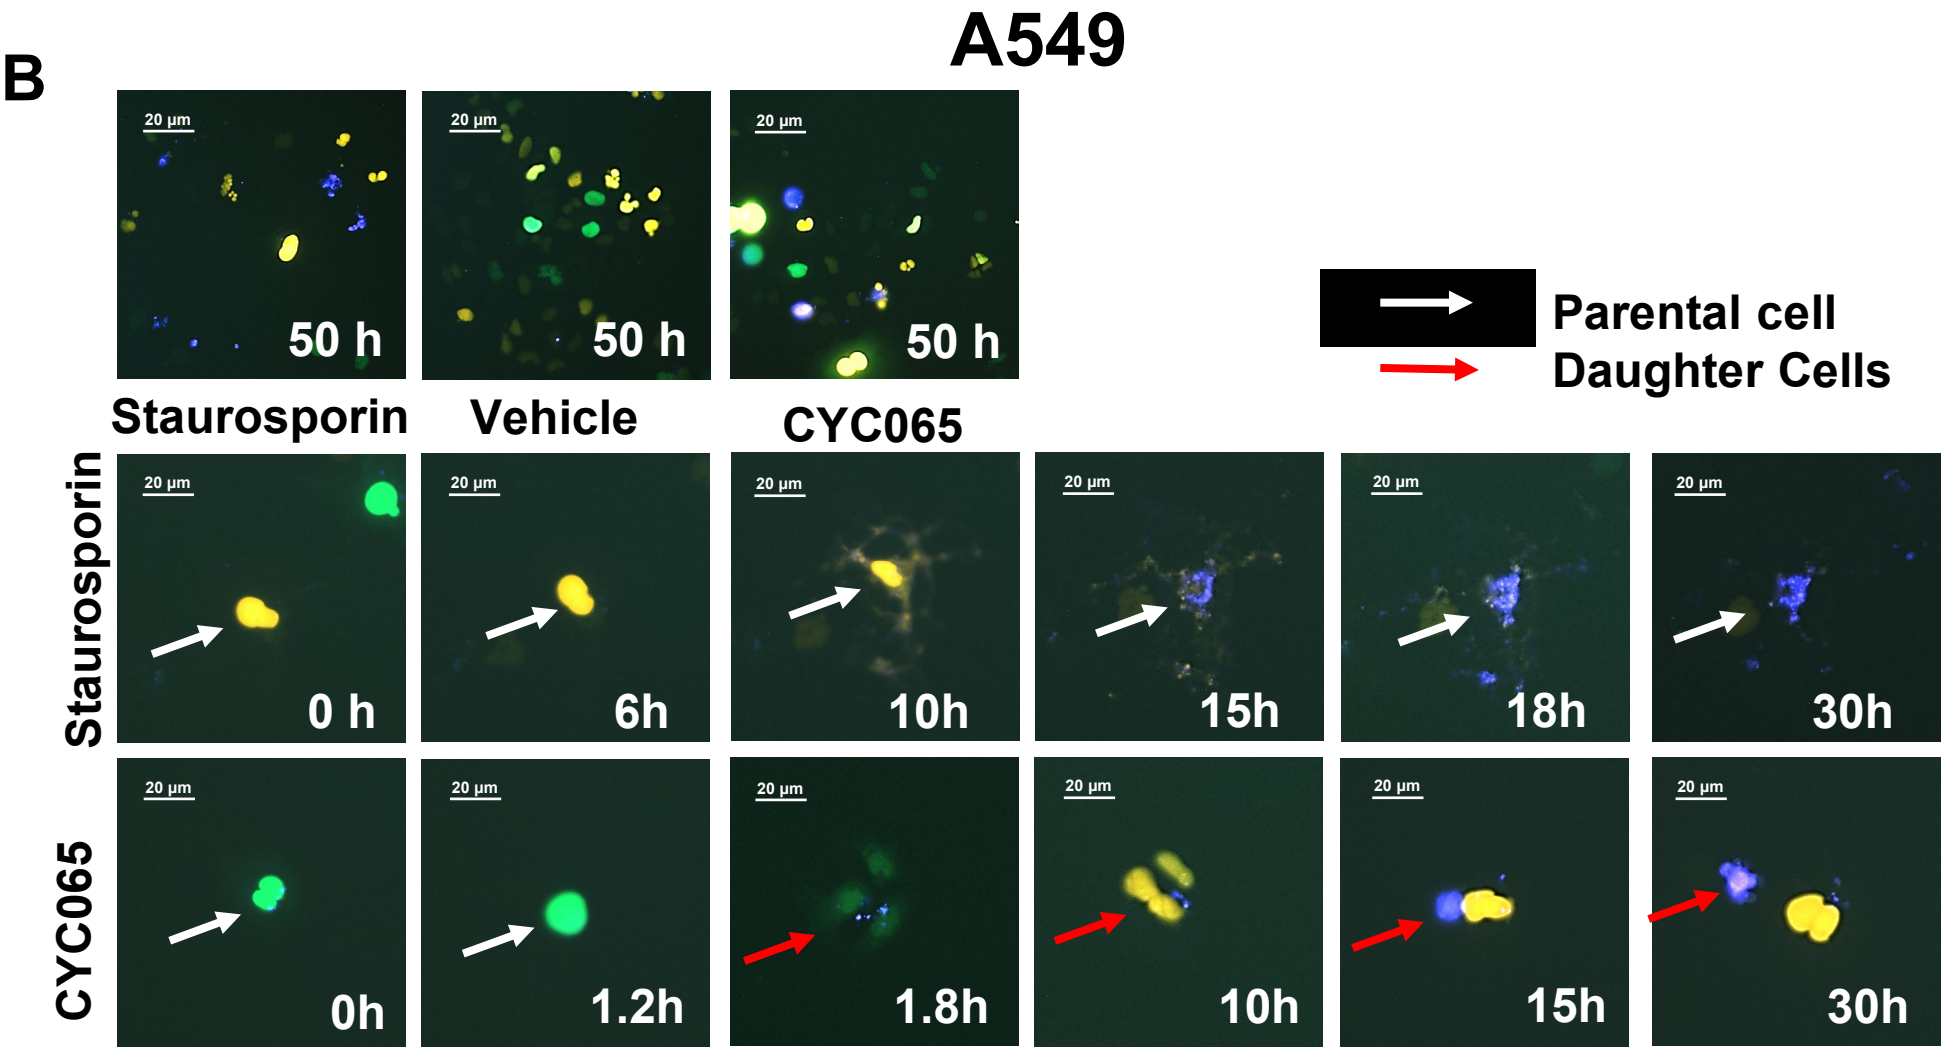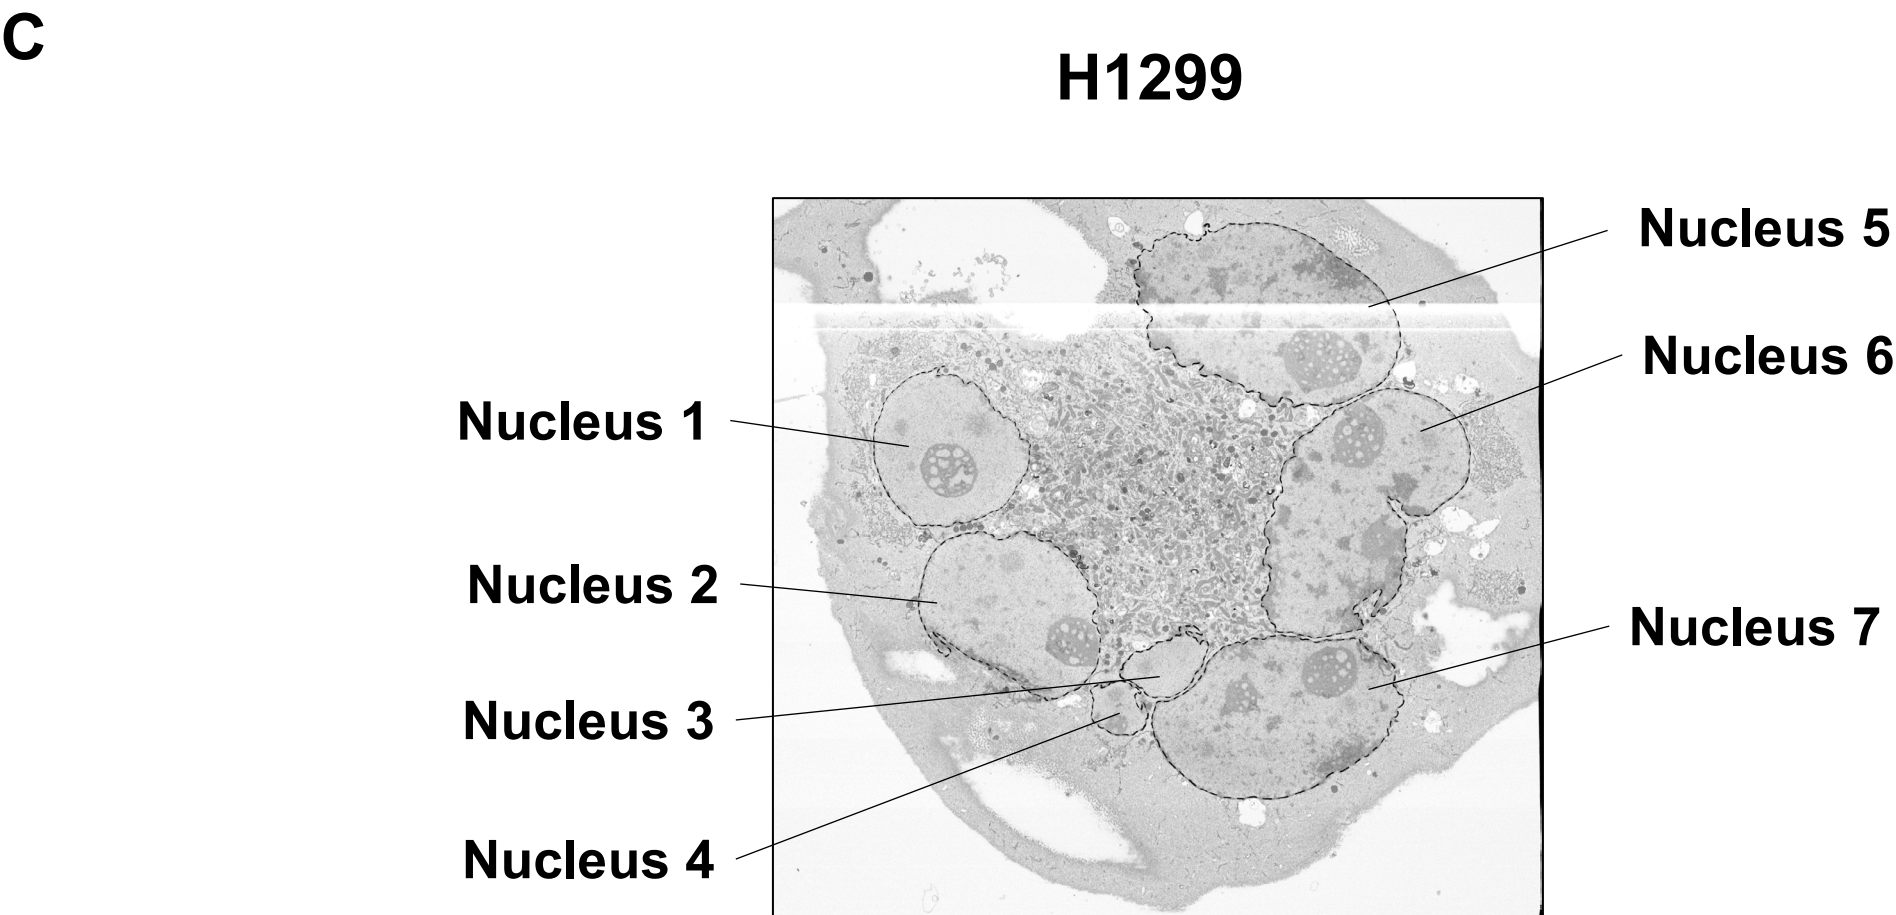

**Supplementary Figure 3:** Anaphase catastrophe is a pro-apoptotic mechanism. Live cell dye staining indicated Annexin V positivity in the progeny cells monitored for 96 hours after mitotic events. This indicates that cell death in multipolar mitotic progeny led to an apoptotic response. The **(A)** H1299 and **(B)** A549 human lung cancers cells were individually treated with Staurosporin (100nM) as a positive apoptotic control, vehicle or CYC065 and monitored by live cell time lapse microscopy for 96 hours. Yellow fluorescence (mkO) corresponds to the G0/G1 stage of the cell cycle and Green fluorescence (GFP) corresponds to the G2/M phase. Blue staining (AnnexinV) appears in dying cells and coincides with changes in cell structure and appearance that are morphologically consistent with the onset of apoptosis. **(C)** A representative FIB-SEM image is shown of a multinucleated H1299 lung cancer cell line that was treated with CYC065 (0.2μM).

Supplementary Fig 4

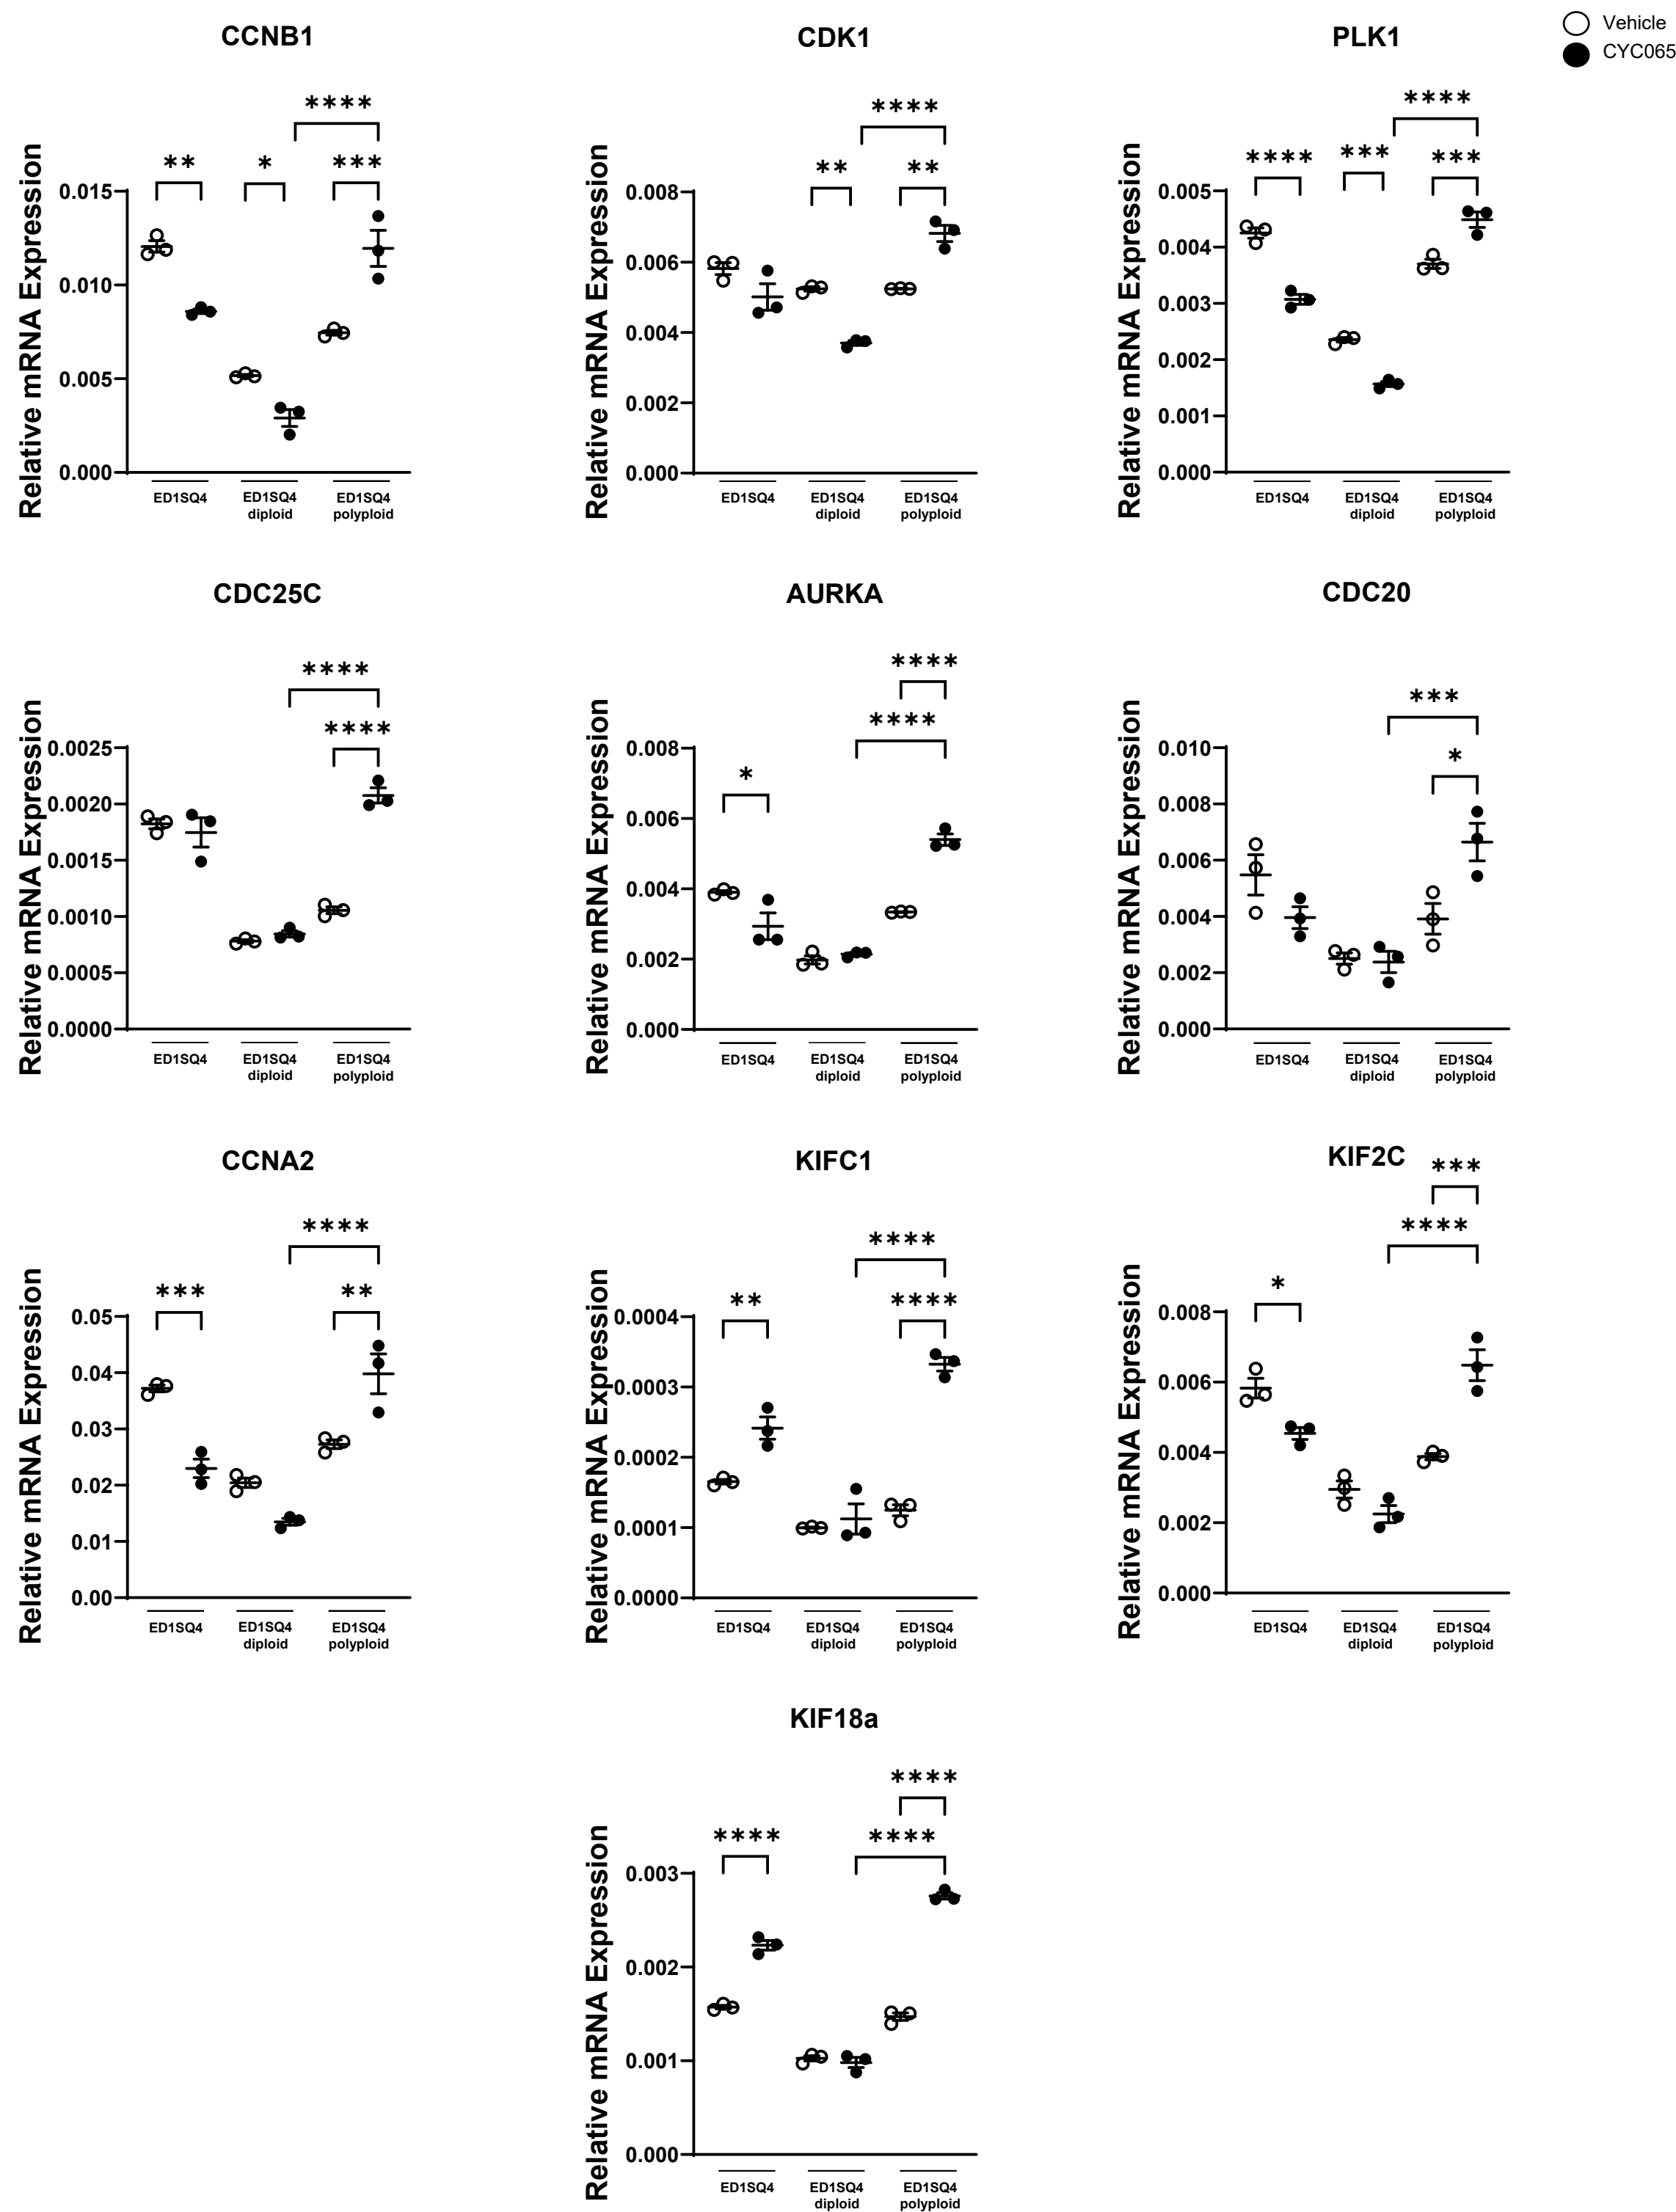

**Supplementary Figure 4:** Real-time PCR assays validated the representative differentially expressed species (Cyclin B1, Cdk1, Plk1, Cdc25c, Aurora Kinase A, Cdc20, Cyclin A2, KIFC1, KIF2C, and KIF18a) in parental versus polyploid versus diploid ED1SQ4 lung cancer cells after CYC065 treatments (as compared to vehicle controls). Error bars represented standard deviations with the symbols indicating \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$  and \*\*\*\*  $P < 0.0001$ , respectively.

# Supplementary Fig 5

A

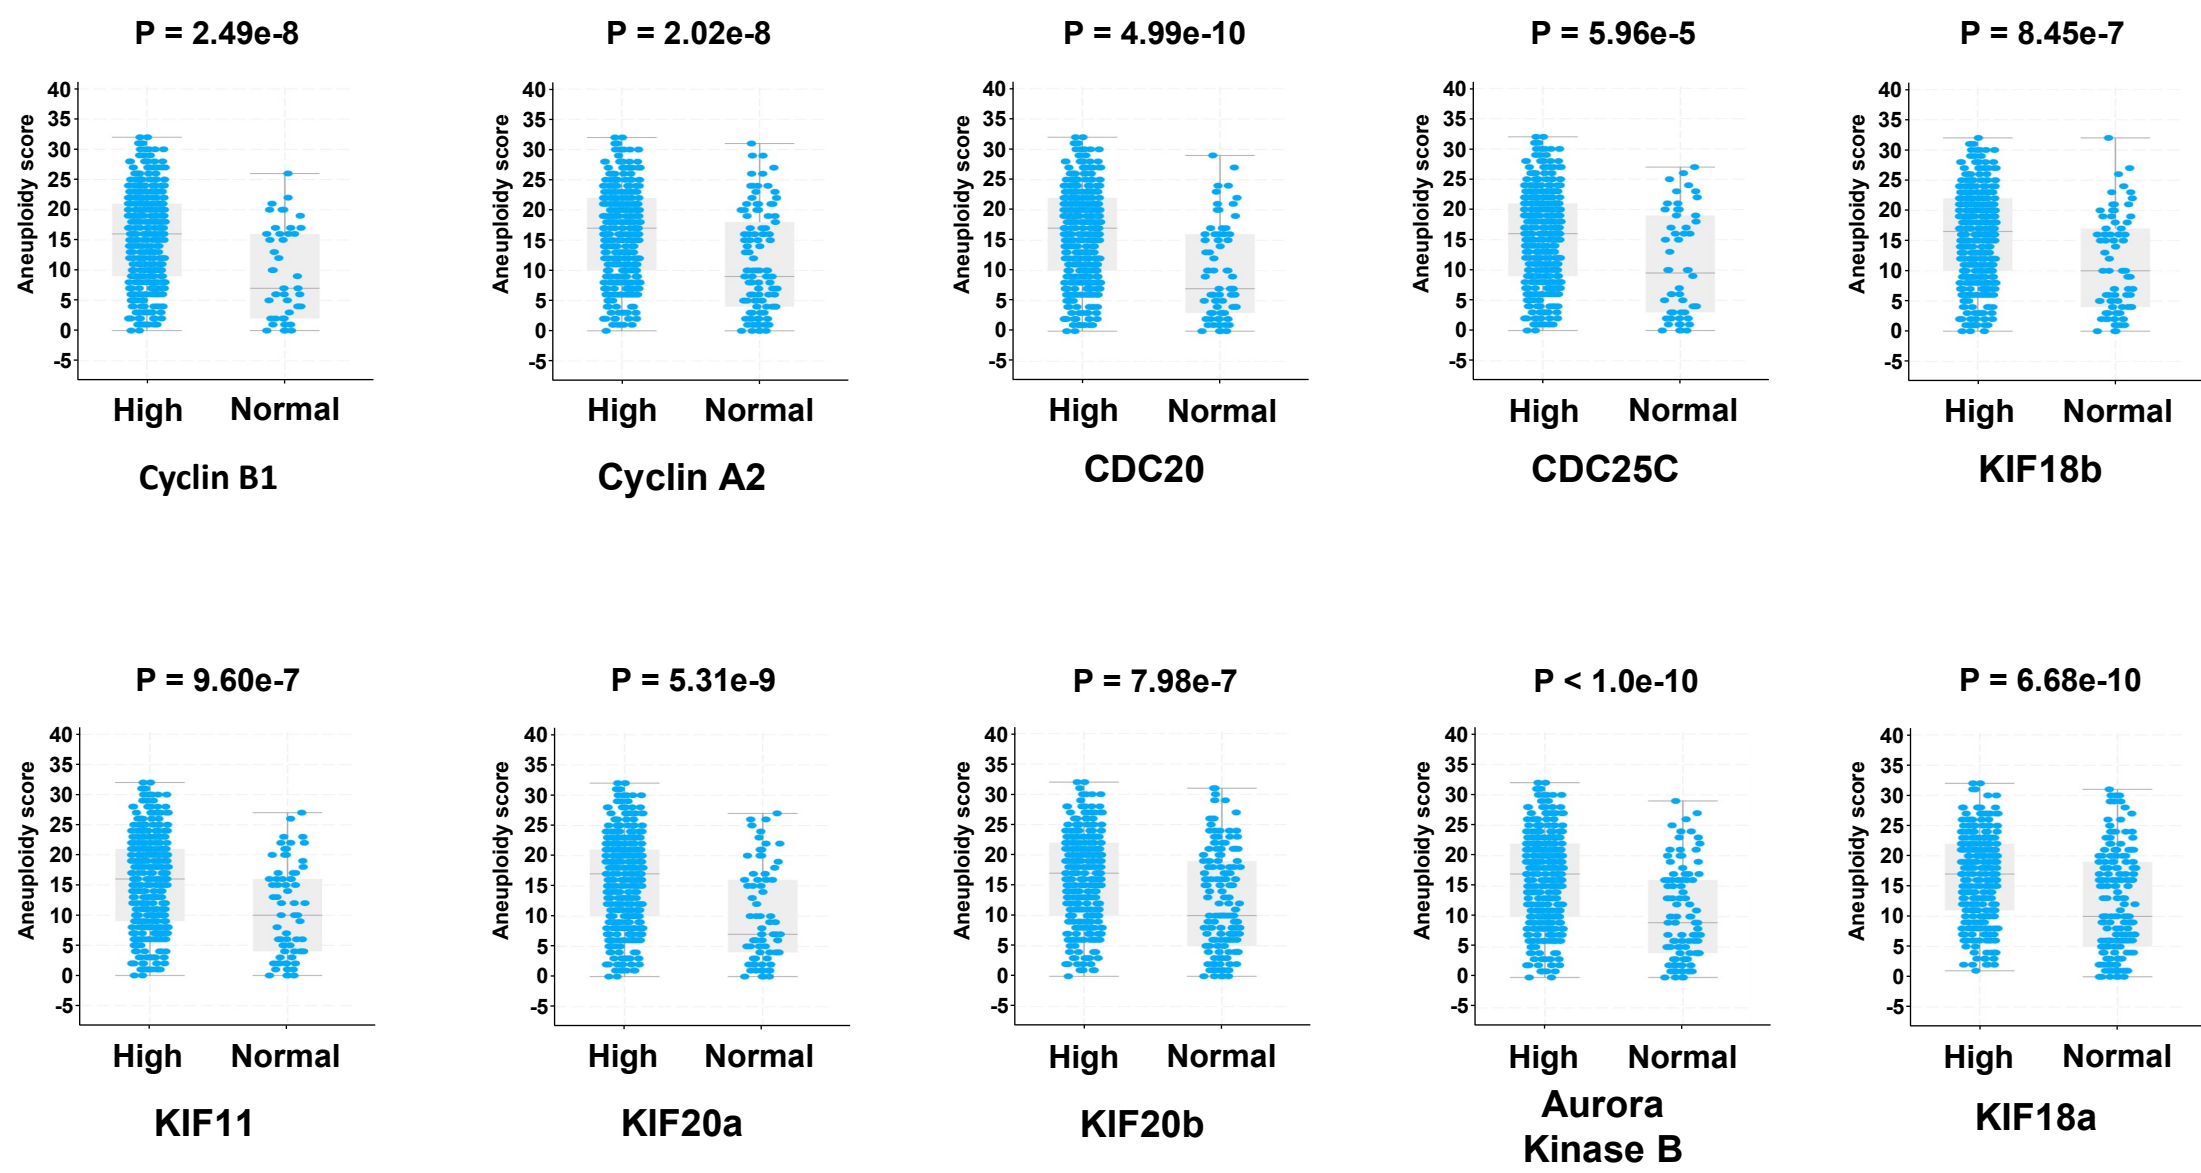

B

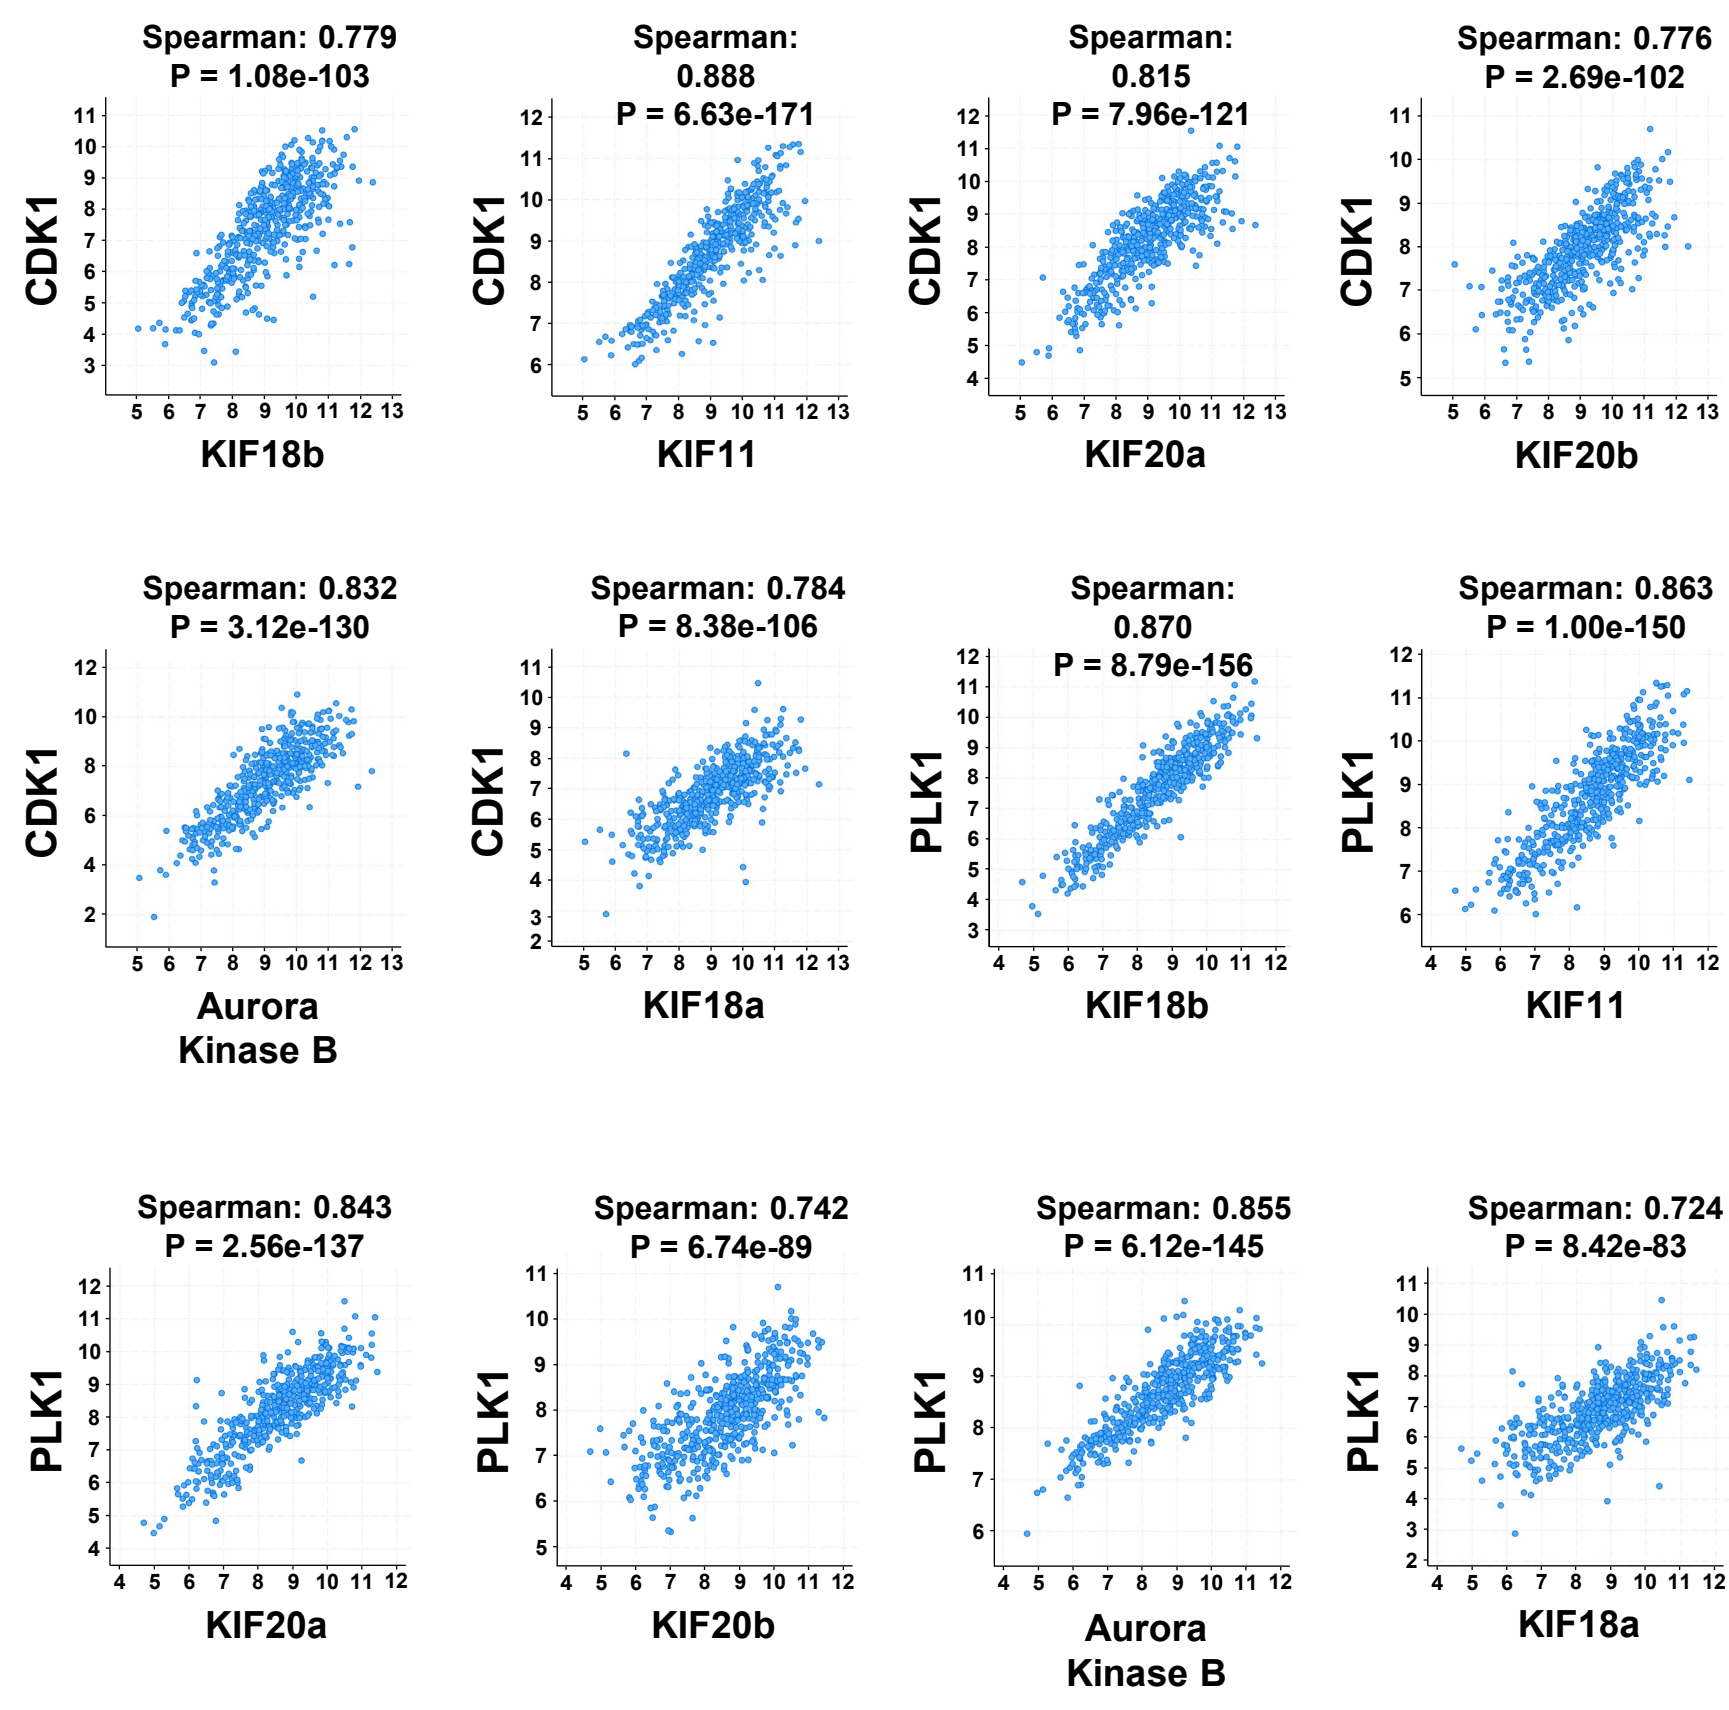

# Supplementary Fig 5 Continued

C

High mRNA level  
Normal mRNA level

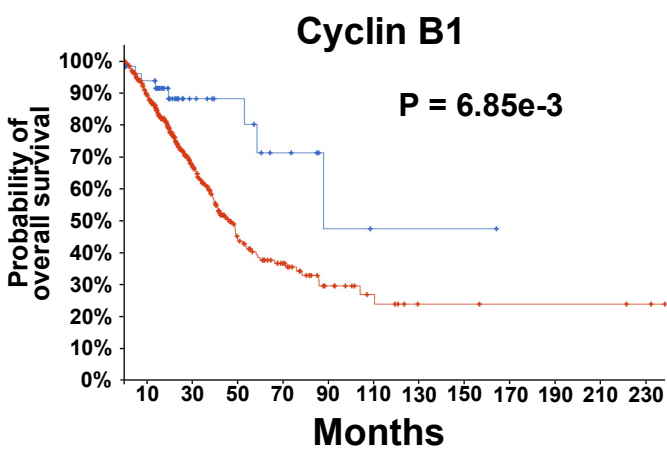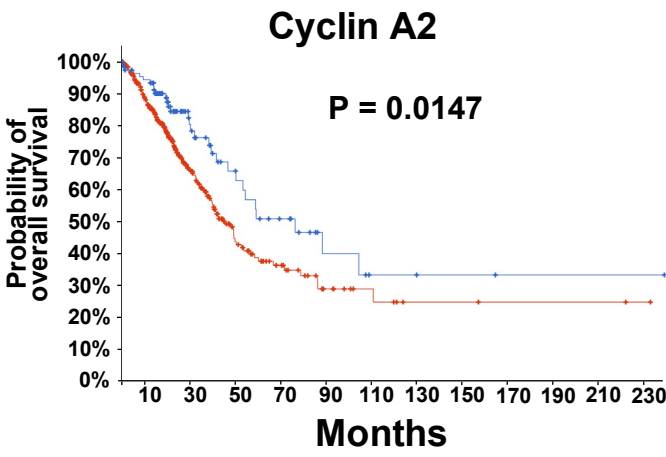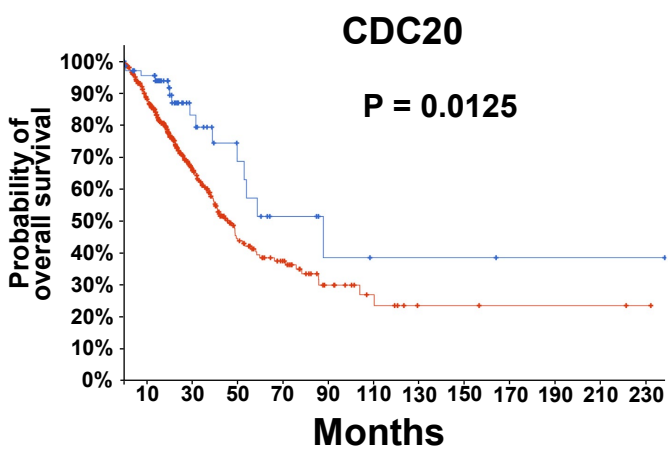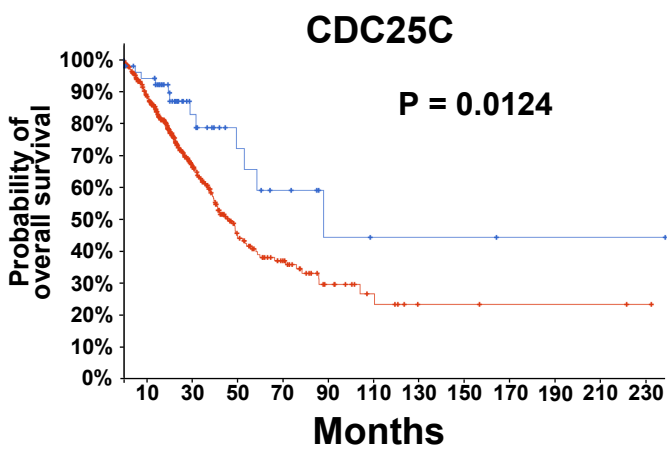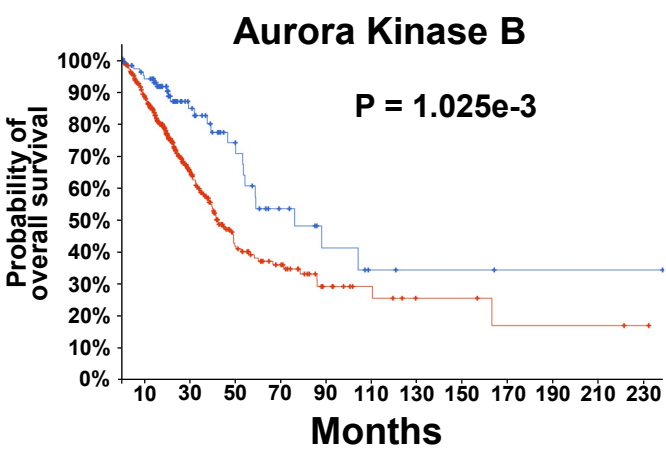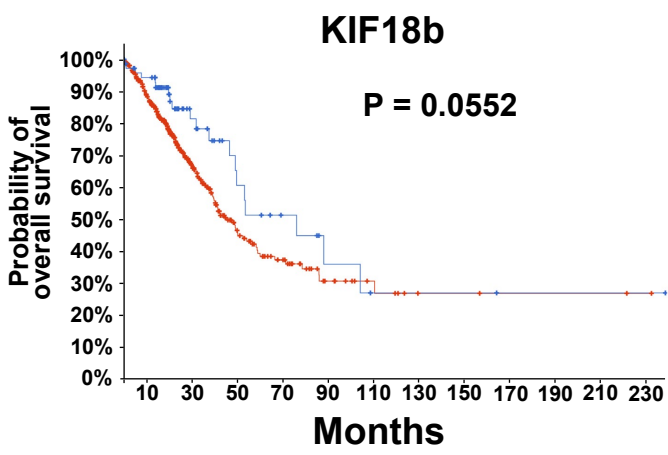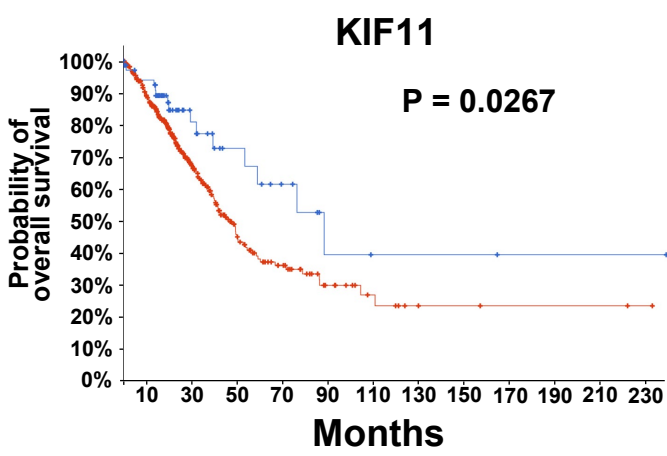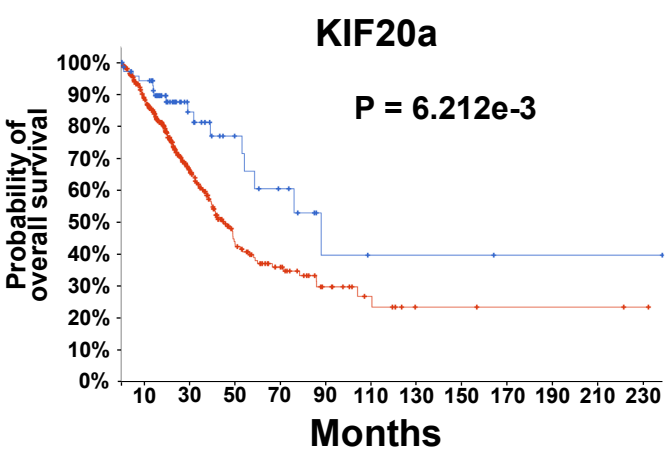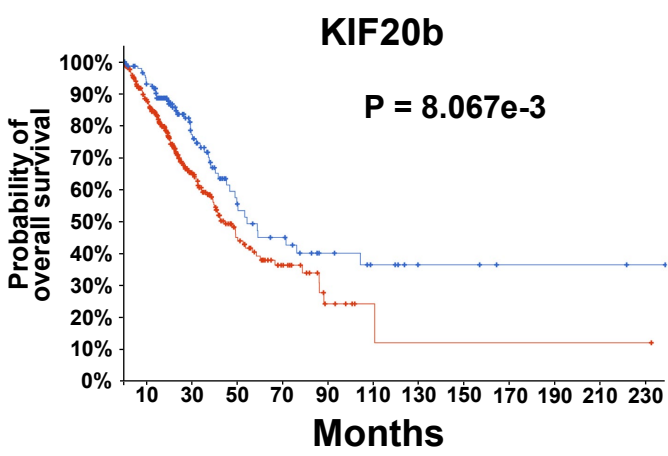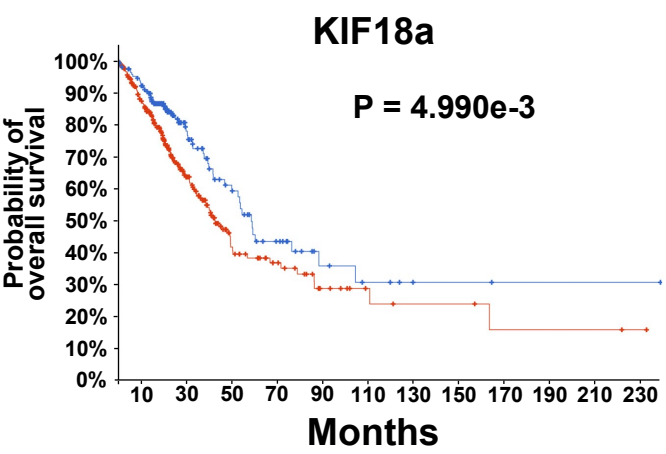

# Supplementary Fig 5 Continued

D

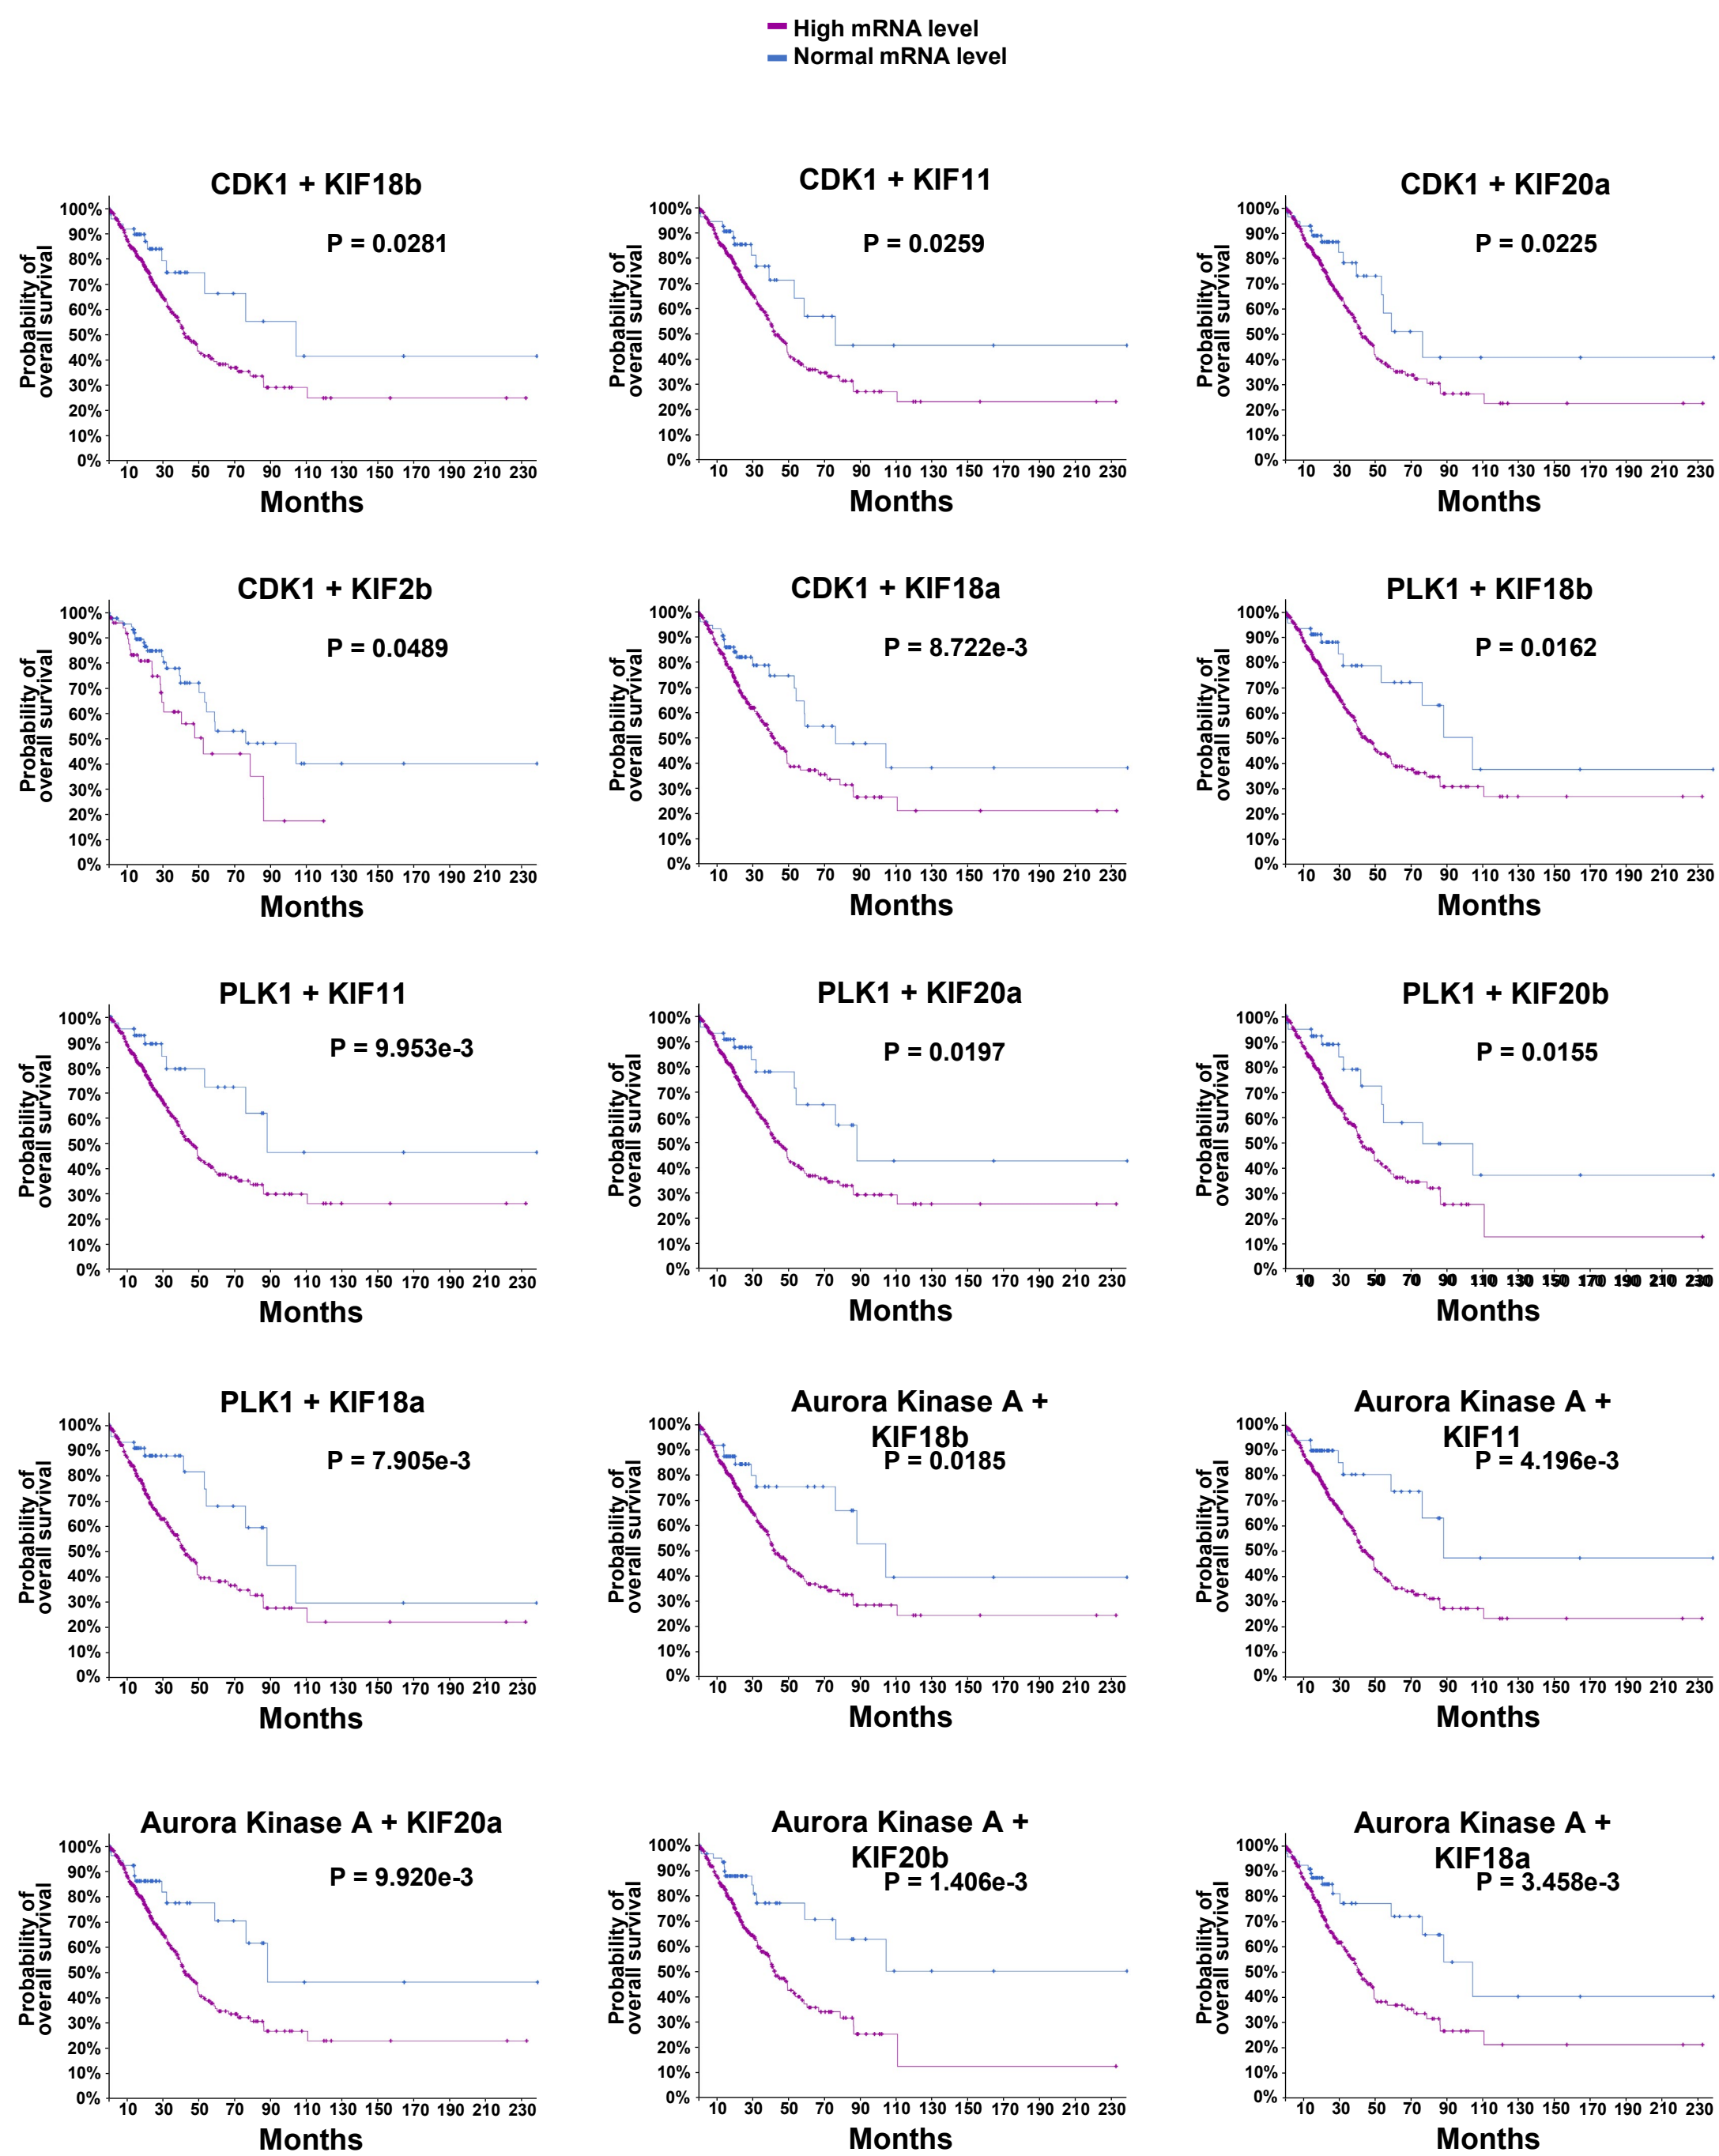

**Supplementary Fig 5:** The interrogation of differentially expressed genes (Cdk1, Plk1, Aurora Kinase A, KIFC1, KIF2C and KIF22) in polyploid versus diploid cancer cells increased after CYC065 but not vehicle treatments in the lung adenocarcinoma cohort (566 patients) in PanCancer Atlas within The Cancer Genome Atlas (TCGA). **(A)** The consequence of over-expression of each Cyclin B1, Cyclin A2, CDC20, CDC25C, KIF18b, KIF11, KIF20a, KIF20b, Aurora kinase B, and KIF18a species was significantly associated with a high aneuploidy score. **(B)** CDK1 or PLK1 expression was significantly associated with KIF18b, KIF11, KIF20a, KIF20b, Aurora kinase B, or KIF18a expression profiles. **(C)** Over-expression of Cyclin B1, Cyclin A2, CDC20, CDC5C, KIF18b, KIF11, KIF20a, KIF20b, Aurora kinase B, or KIF18a was associated with an unfavorable overall survival in the examined lung cancer cases. **(D)** The combined over-expression of CDK1 pathway (CDK1, PLK1 or Aurora kinase A) members with KIF18b, KIF11, KIF20a, KIF20b or KIF18a expression profiles was associated with an unfavorable overall survival in this lung cancer case cohort.

# Supplementary Fig 6

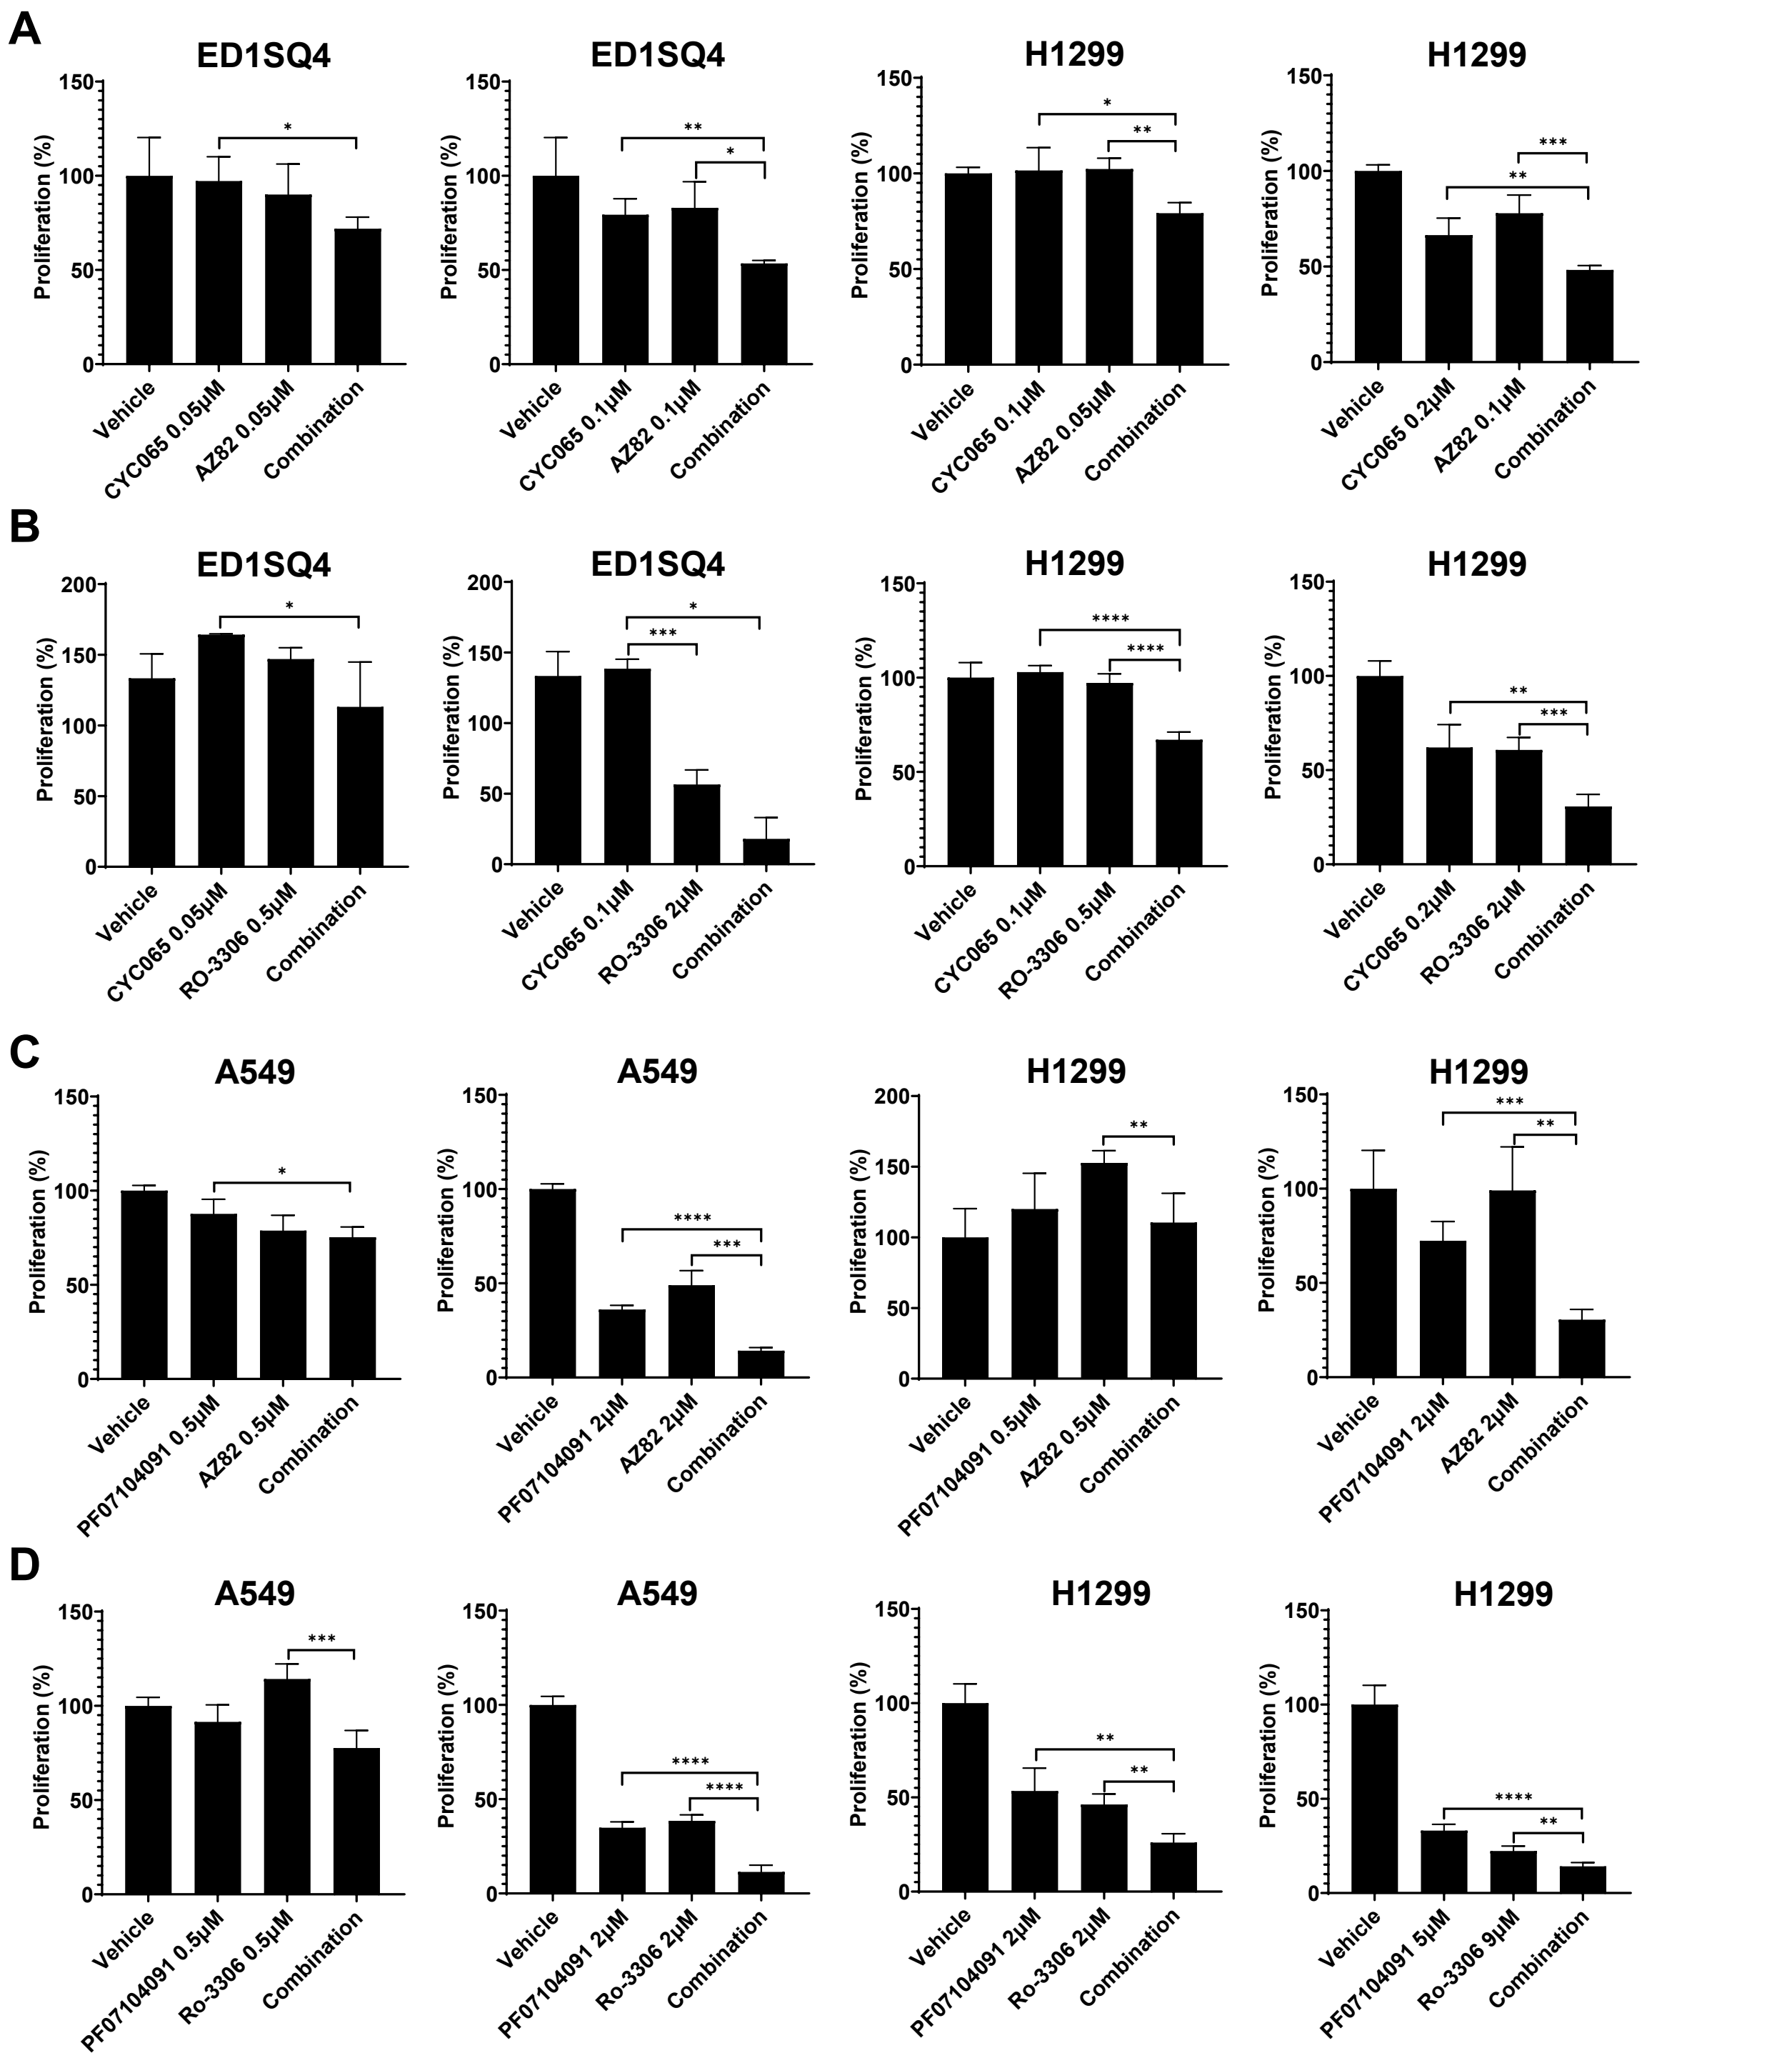

**Supplementary Figure 6:** Effects of the CDK2/9 inhibitor CYC065 or the CDK2 inhibitor PF07104091 treatment in combination with the KIFC1 inhibitor AZ82 or the CDK1 inhibitor Ro-3306 on proliferation of murine and human lung cancer cell lines. (A) Independent CYC065 treatment effects in combination with AZ82 treatment of murine ED1SQ4 and human H1299 lung cancer cell lines. (B) Independent CYC065 treatment effects in combination with Ro-3306 in murine ED1SQ4 and human H1299 lung cancer cell lines. (C) Independent PF07104091 treatment effects in combination with AZ82 treatment in human A549 and H1299 lung cancer cell lines. (D) Independent PF07104091 treatment effects in combination with R0-3306 in human A549 and H1299 lung cancer cells lines. These combination regimens statistically-significantly increased repression of growth in the displayed lung cancer cell lines, as compared to monotherapy. Proliferation assays at Day 4 are shown. Error bars represent standard deviations with the symbols indicating \* P < 0.05, \*\* P < 0.01, \*\*\* P < 0.001 and \*\*\*\* P < 0.0001, respectively.

# Supplementary Fig 7

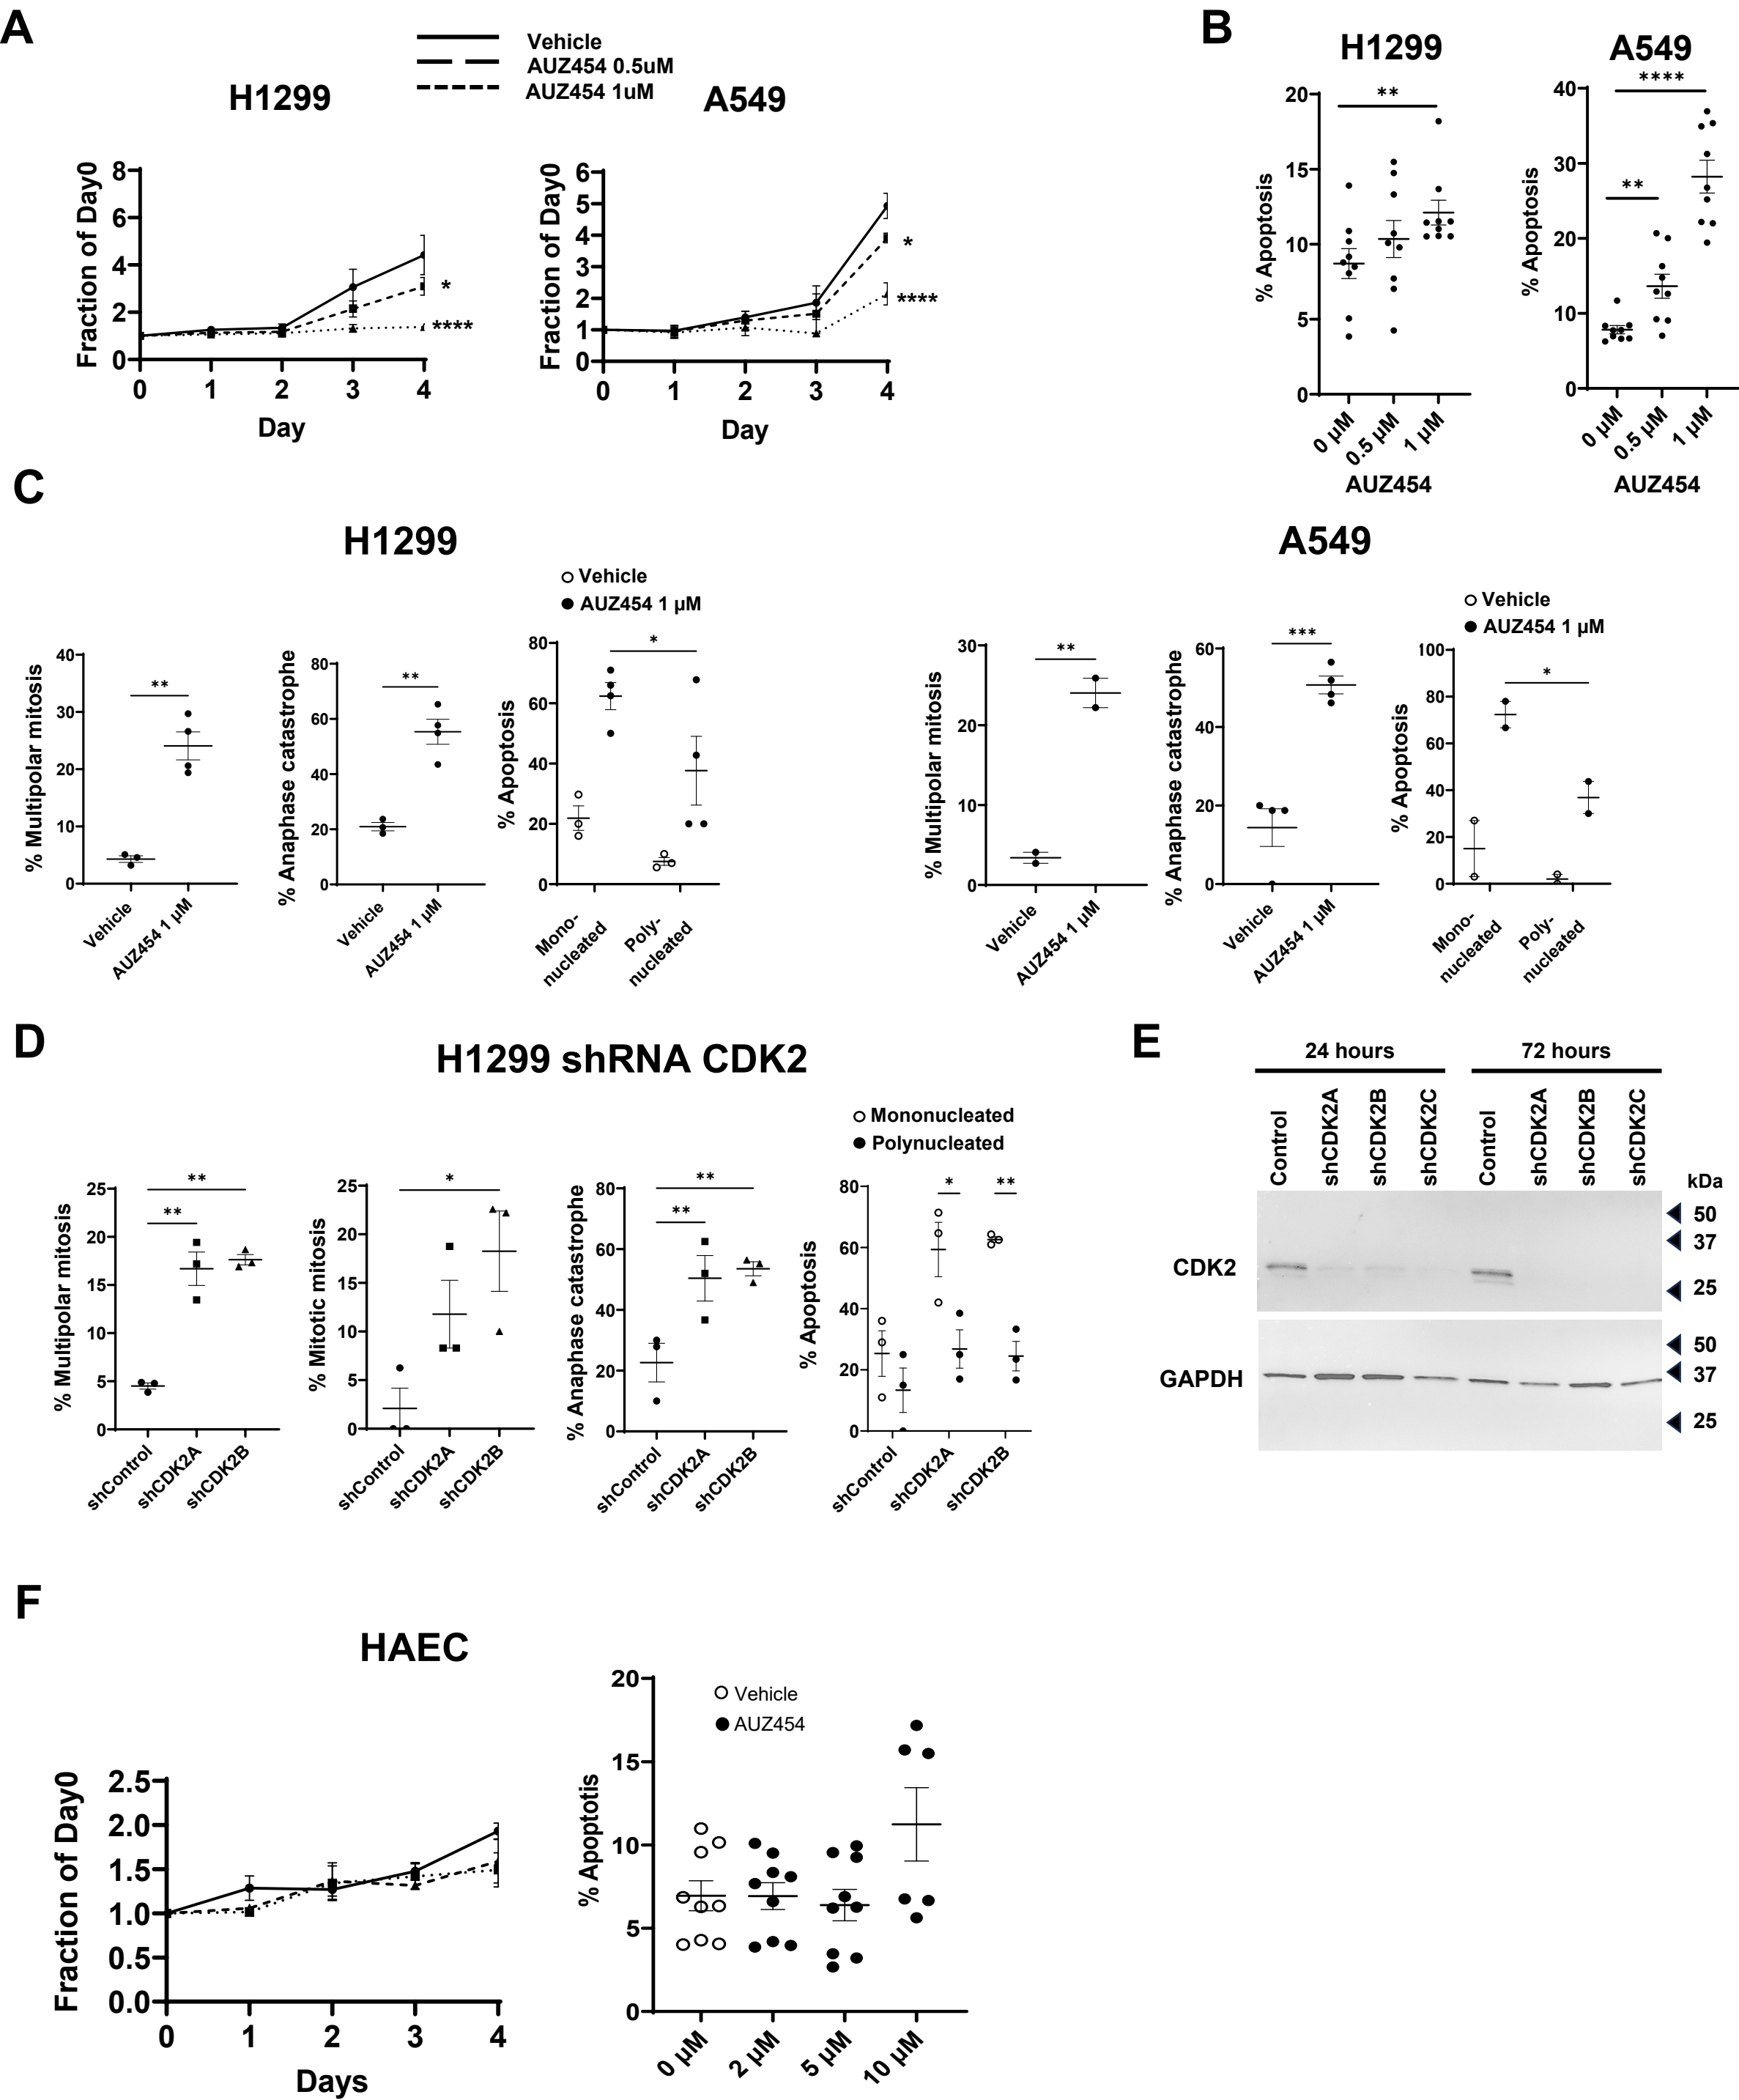

**Supplementary Figure 7:** Effects of the CDK2 specific inhibitor AUZ454 on proliferation, apoptosis, multipolar mitosis and anaphase catastrophe in lung cancer cells and primary human alveolar epithelial cells (HAEC). **(A)** AUZ454 treatment led to growth inhibition and **(B)** AUZ454 treatment increased apoptosis in a dose-response manner in H1299 and A549 cells. **(C)** AUZ454 treatment augmented multipolar mitosis and anaphase catastrophe in H1299 and A549 cells. **(D)** The shRNA knockdown of CDK2 induced multipolar mitosis, mitotic catastrophe, and anaphase catastrophe in H1299 cells. **(E)** The shRNA knock of CDK2 was validated by immunoblot in H1299 cells. **(F)** AUZ454 treatment did not statistically significantly affect proliferation or augment apoptosis in HAEC. Error bars represent standard deviations with the symbols indicating \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$  and \*\*\*\*  $P < 0.0001$ , respectively.

# Supplementary Fig 8

A

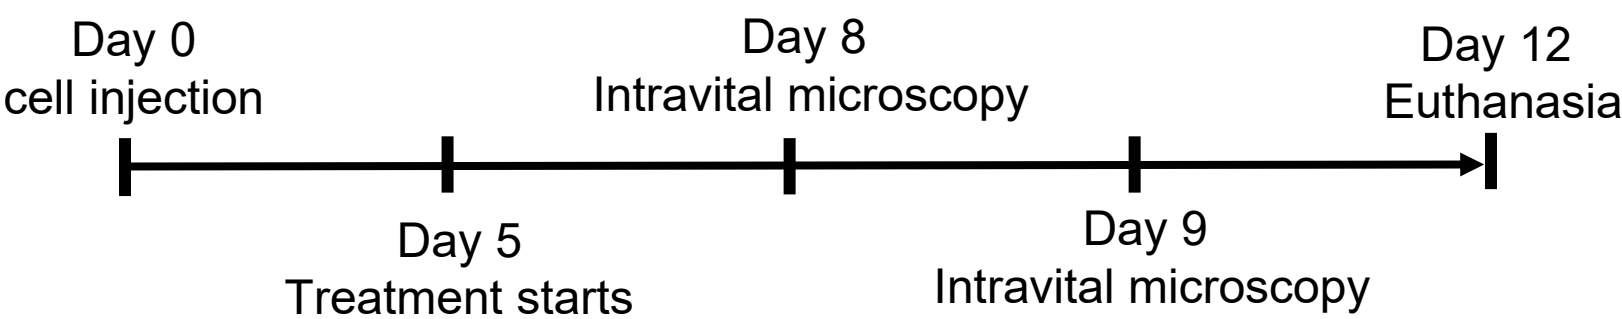

B

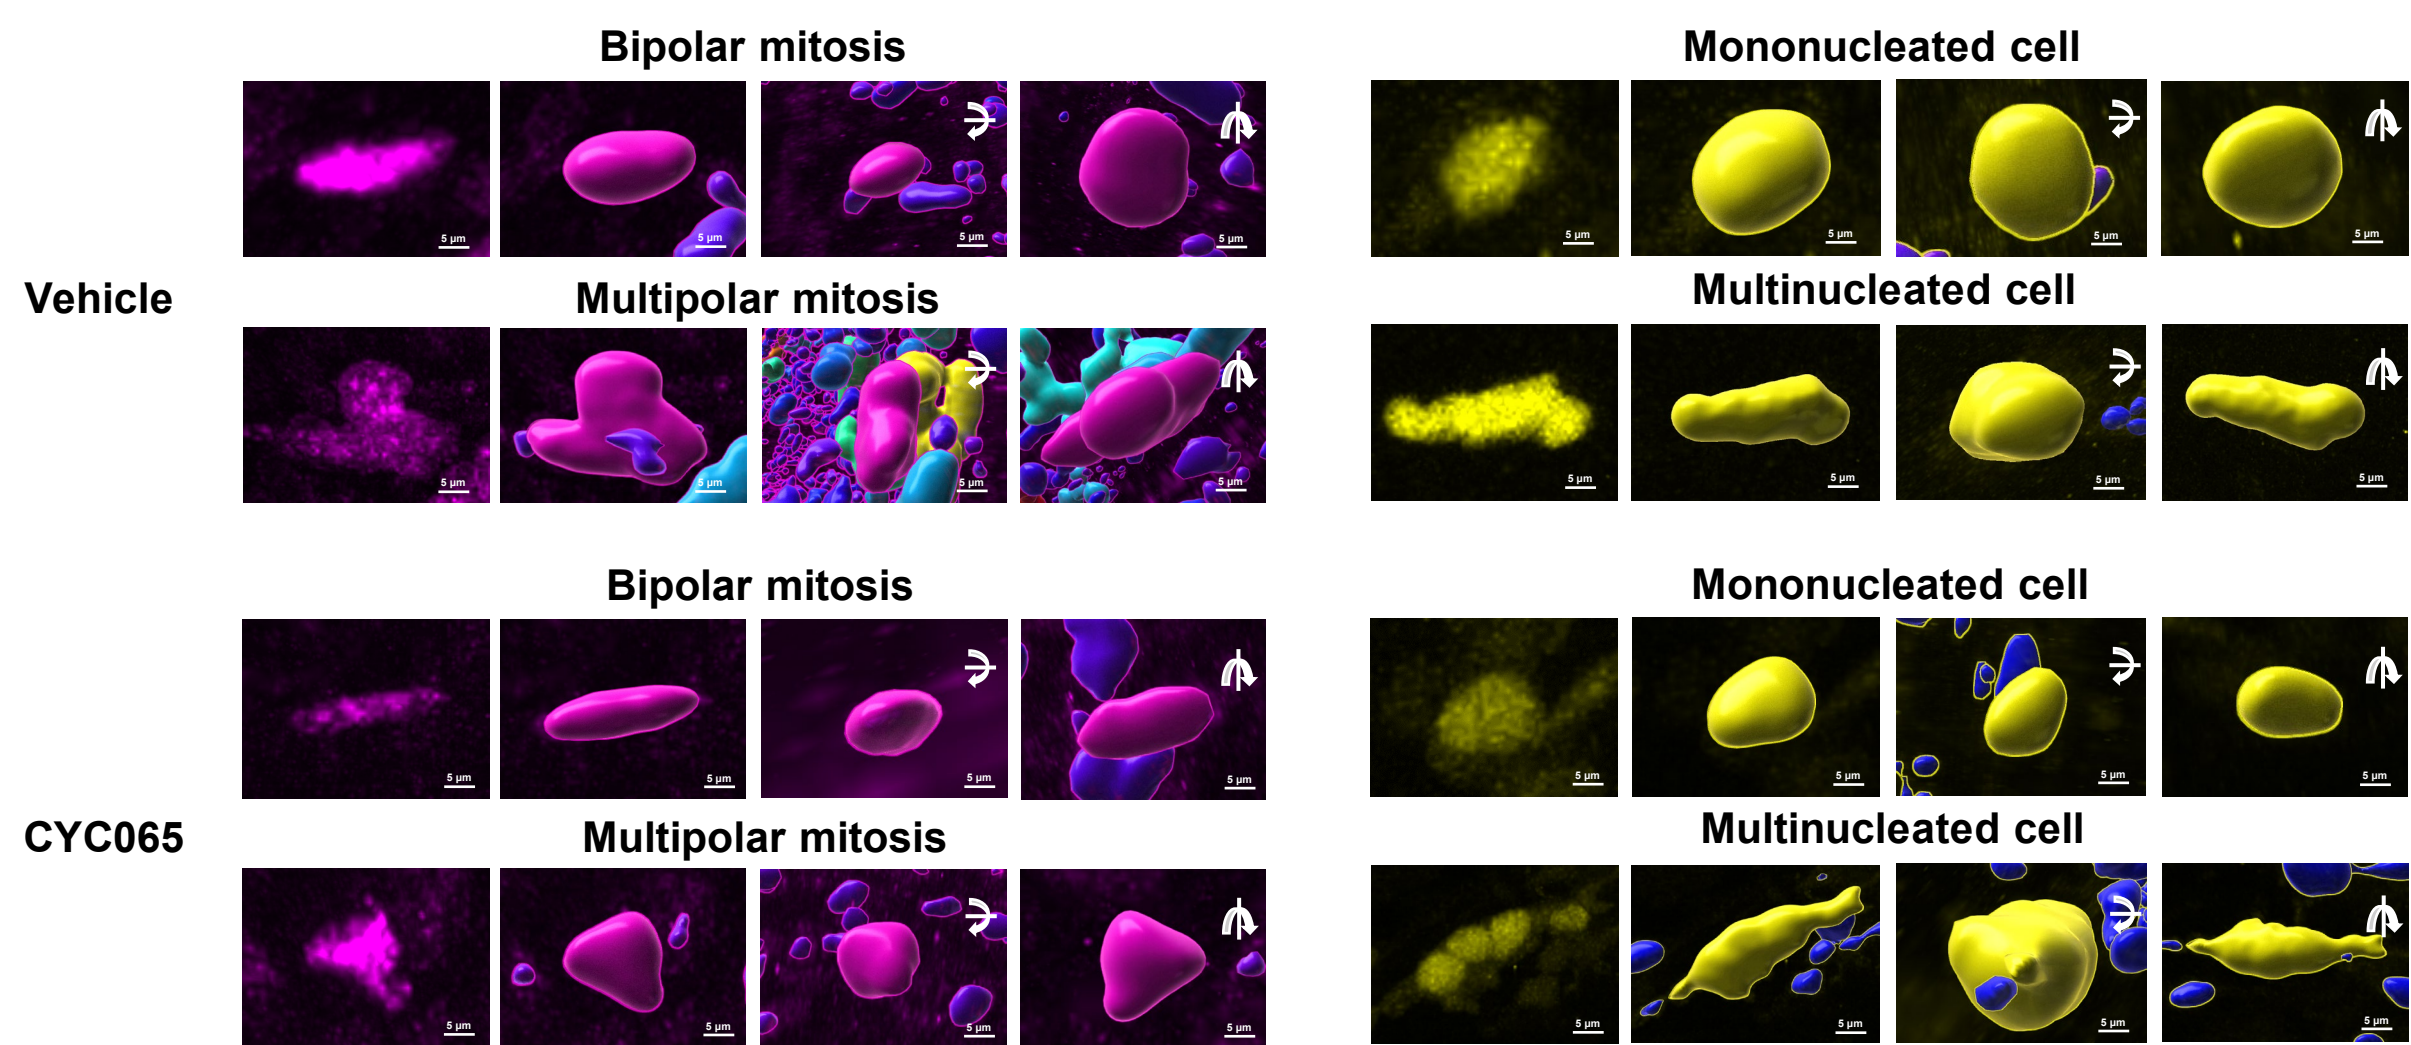

**Supplementary Figure 8:** Intravital microscopy detection of lung cancer cells in murine ED1SQ4 lung cancers transplanted into syngeneic mice. **(A)** Study schema of treatment and image acquisition are shown. **(B)** Representative fluorescent images and 3D models of bipolar mitotic multipolar mitotic, mononucleated, and multinucleated cellular events from each of the vehicle or CYC065 treatment arms are displayed.

# Supplementary material for: CDK2 inhibition produces a persistent population of polyploid cancer cells
**Source:** JCI Insight. 2025 Apr 15;10(10):e189901. doi: 10.1172/jci.insight.189901
**Supplement:** Unedited blot and gel images

Supplementary Fig 7e  
unedited images

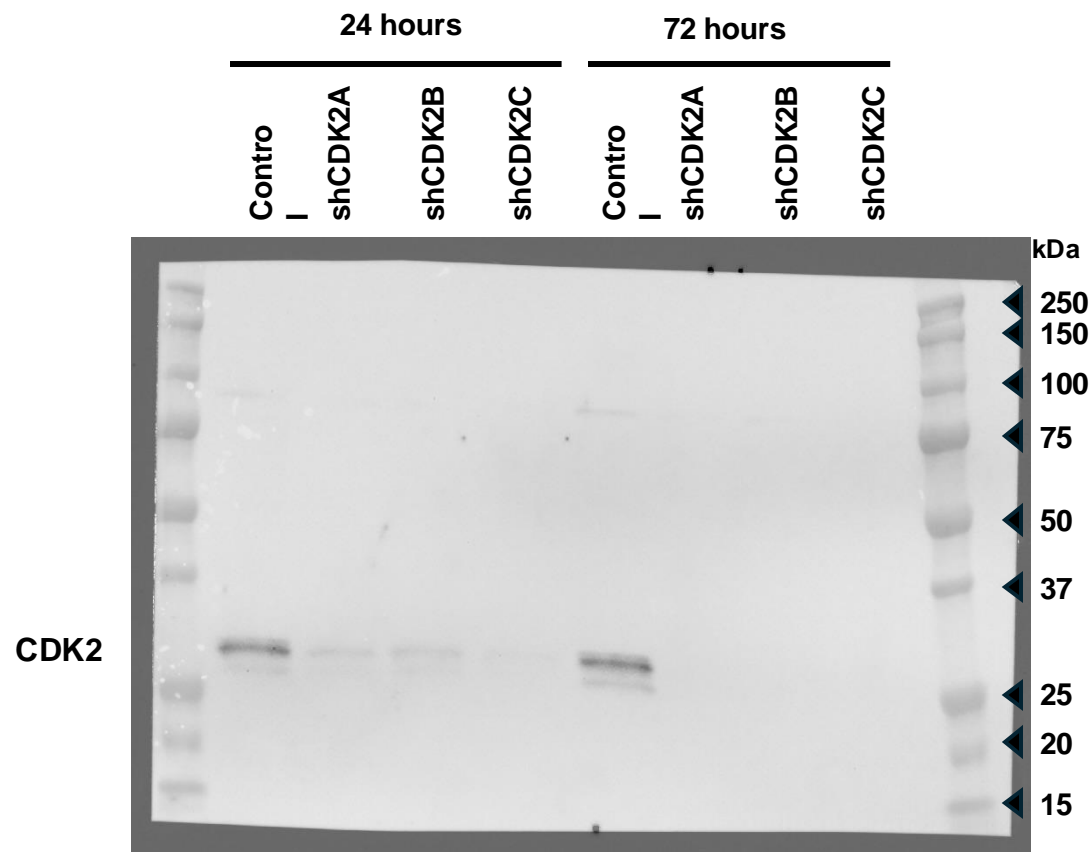

Primary antibody: CDK2 (#ab32147, Abcam)  
Second antibody: goat anti-rabbit IgG (#1706516, Bio-RAD)

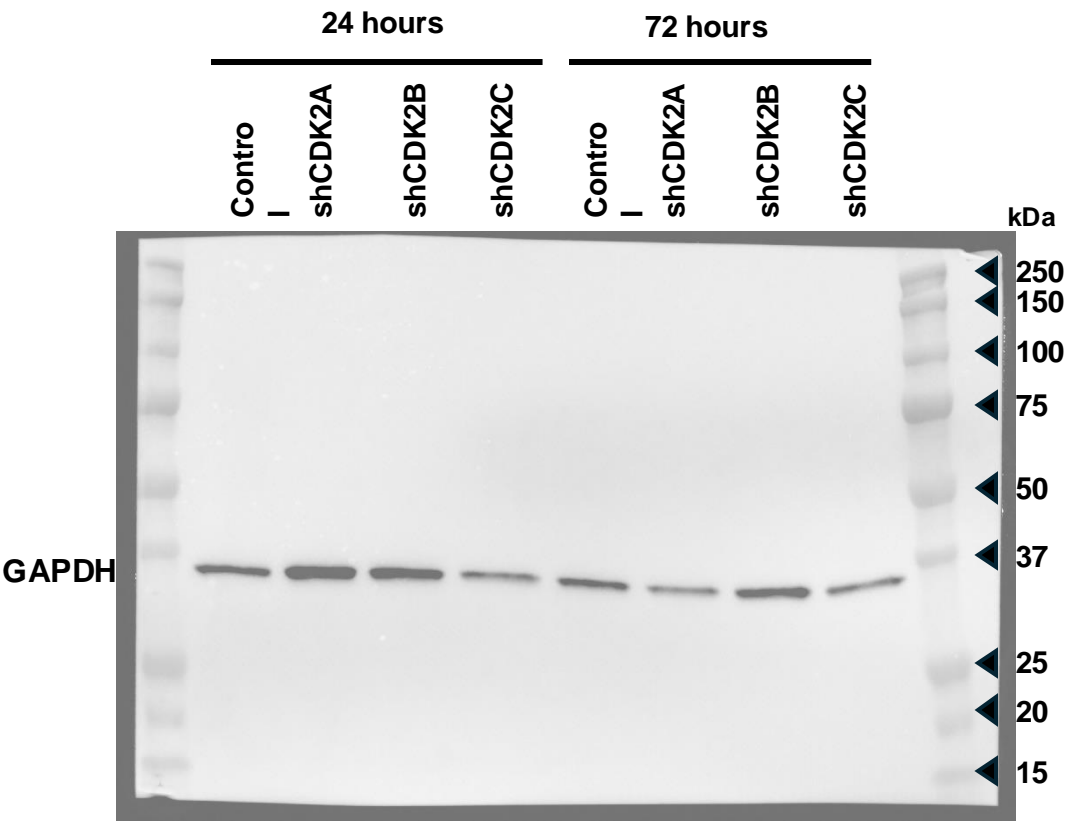

Primary antibodies: GAPDH (#14C10, Cell Signaling Technology)  
Second antibody: goat anti-rabbit IgG (#1706516, Bio-RAD)

How the deposited data were processed for this re-analysis (not part of the article)

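RNA-Seq profiled ED1SQ4 murine lung cancer cells treated with vehicle or 0.5 μM CYC065 for 72 hours, as unsorted cells and as sorted diploid (2N) and polyploid (4N) populations. The authors demultiplexed reads with bcl2fastq 2.20, trimmed them with Cutadapt 1.18, aligned them to mm10 with STAR 2.7.0f and estimated gene counts for GENCODE M21 with RSEM 1.3.3. The deposited values are RSEM expected counts, neither normalized nor filtered by the authors, and 9.66% of genes have a fractional value in at least one column. The authors then used DESeq2 1.44.0 and MetaCore 24.1. Of their results, the genes and fold changes of Table 1 and Table 2 and the numbers of genes in Fig. 5H were used here, as gene lists and for comparison.

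The table holds 18 columns, 3 for each of 6 conditions. Whether the 3 replicates of a condition differ by more than sampling noise was checked with a chi-square statistic per degree of freedom over genes with a mean count of at least 10. Over all genes it lay between 1.62 and 2.24. Under the rule set before the data were examined, a value of at least 1.5 over all genes made edgeR's quasi-likelihood test on the 3 columns the main test. Over genes with whole counts, the statistic did not exceed 1.02, and the excess lay in genes with fractional counts. The 3 columns were therefore counted as 1 library per condition although the test was fitted to them, and an adjusted P value compares libraries, not conditions. The common biological coefficient of variation among the columns was 0.0320. Spread between cultures was not measured.

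Column totals ran from 19622970 to 19636335 (median 19626662) in vehicle unsorted, from 19489691 to 19495167 (median 19491230) in CYC065 unsorted, from 19290800 to 19293775 (median 19292778) in vehicle 2N, from 20005458 to 20014285 (median 20009307) in vehicle 4N, from 18246493 to 18255195 (median 18248515) in CYC065 2N, and from 20930620 to 20933929 (median 20930958) in CYC065 4N cells. *Cdk1* had a standard error of 0.03 on the log2 scale in 4N versus 2N CYC065-treated cells. *Fyb*, a gene with few counts, had 0.39 in 4N versus 2N vehicle-treated cells.

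Calculations used R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and statsmodels 0.14.6. The sorted conditions were normalized together with TMM and the unsorted conditions by themselves. Genes with a summed count of at least 30 in at least 1 of the conditions compared were tested, with a prior count of 0.125 and Benjamini-Hochberg adjustment. Calls required an adjusted P below 0.05 and a log2 fold change beyond 1 in either direction. The comparisons were CYC065 versus vehicle in 2N, 4N and unsorted cells, 4N versus 2N in each treatment, and the difference between the 4N/2N ratios of the treatments. On simulated data with 200 changed genes among 14116 tested, all 200 were recovered and 0 unchanged genes were called by each test used. The simulated counts held sampling noise only. The changes were placed in genes with high counts, with a median log2 fold change of 1.58 among the raised genes. The simulation therefore does not test recovery near the threshold or at low counts. Nor does it test false calls from shared reads or from spread between cultures.

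Genes of Table 1 and Table 2 and those named in the text were reported, with the 3 called genes of largest change in each direction among those with at least 100 counts in the higher library. Medians of gene lists were set against 10000 random lists matched on 10 classes of expression, and a median outside the central 95% was taken as shifted. A change against a library under 3 counts was computed against 3 counts and written as a lower bound, which does not cover counting error. Against exactly 3 counts, the observed ratio was written. The share of a gene's 50-mers found in another gene was counted as a measure of ambiguous reads.

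The alternatives set before the data were examined were a replicate block, DESeq2, an assumed biological coefficient of variation of 0.1 or 0.2, library size scaling only, DESeq2 size factors, no filter on low counts, a summed count of at least 100, a prior count of 2, a 95% interval wholly beyond 1, and leaving out each replicate. For gene lists, random lists were also matched on gene length. For single genes, the trend over gene length was removed. An exact binomial test on summed columns was added after seeing the data, as were the replicate block, DESeq2 and the assumed coefficients for single genes. DESeq2 fell back on a local dispersion fit where its parametric trend did not converge. Pathway enrichment with MetaCore, qPCR, imaging and tumor data were left out, since MetaCore was not available and the deposited values do not cover the others.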

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

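The tests of shared reads, of immediate early genes, of S phase markers in unsorted cells, of genes with few counts, of other groupings of the columns and of the change shared with sorted cells were chosen only after the result was seen. Each value compares single libraries, and the spread between cultures was not measured.

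The 4N/2N ratio differed between CYC065-treated and vehicle-treated cells for 537 genes in a test of the difference itself. Genes with under 100 summed counts in each library made up 53.6% of these, against 15.7% of the genes tested. This share does not settle whether counting error added calls. At a summed count of at least 100, 256 genes were called. With an assumed biological coefficient of variation of 0.2 between cultures, 16 genes were called. Differences between cultures cannot be told apart from an effect of CYC065. Of the 4 groupings of the columns that part all 3 same-numbered pairs, 1 gave as many genes, the real one. The others called 0 genes, with 35 to 38 at an unadjusted P below 0.05. They put columns of different libraries in one group, which raises the spread within groups. Their lack of calls therefore cannot decide whether counting error alone gave the calls. With 4 groupings, the share giving as many genes cannot fall under 0.05.

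*Gadd45b* had the log2 difference of -1.74 between the ratios (standard error 0.08), with a range of -1.79 to -1.71 across the fits that each left out one replicate. Its level rose with CYC065 by 1.94 in 2N and by 0.20 in 4N cells on the log2 scale. It shares 0% of its 50-mers with other genes, which goes against shared reads. Removing the trend over gene length gave -1.69 and over GC content -1.72, little changed, which does not exclude a bias that such trends miss. A difference between single cultures remains untested, and a larger response of *Gadd45b* to CYC065 in 2N than in 4N cells is a hypothesis that these libraries cannot tell apart from it.

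In unsorted cells, which the RNA-Seq results of the paper do not report on, 3532 of 14084 genes were called between CYC065 and vehicle, 1805 higher and 1727 lower. Of the genes called in one direction in both 2N and 4N cells, 66.5% were called in that direction in unsorted cells. A change shared with the sorted cells may therefore account for part of the calls, and 1 of 4 groupings of the columns gave as many. The others called 0 genes, with 41 to 52 at an unadjusted P below 0.05. They also mix columns of different libraries, so their lack of calls decides nothing. The largest falls among genes with at least 100 counts in the higher library were those of *Gm13841*, *Pla2g4c* and *4930478M13Rik* (-4.50 on the log2 scale). *Gm13841* was at least 97.9-fold lower, with all of its 50-mers in other genes. *Pla2g4c* was 37.1-fold lower, from 122 to 3 counts. *Cbfa2t3* was at least 102-fold, *Gbp8* at least 68.3-fold and *Gm20431* at least 39.8-fold higher. *Gbp8* shares 18.1% and *Gm20431* 98.1% of their 50-mers with other genes, so their changes are uncertain.

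The histone genes of Table 2 had a median log2 fold change of -2.56 with CYC065 in unsorted cells, against -1.33 in 2N and -0.65 in 4N cells, and all 27 were called lower. In vehicle-treated cells, the unsorted library exceeded the higher sorted one by a median of 2.20 on the log2 scale, with 27 of 27 genes above both. With CYC065 this difference was 0.94. That difference is what S phase cells lying outside the gates would give. They would raise S phase markers as well, but the median difference of these in vehicle-treated cells was -0.51, and 42 of 43 were below both sorted libraries, which goes against more S phase cells in the unsorted population. With CYC065, however, S phase markers also fell more in unsorted (median -1.61) than in 2N (-1.44) or 4N cells (-1.09). Loss of short transcripts from sorted libraries would affect other short genes. The 172 protein-coding genes with exons under 1000 bp had a median difference of -0.057, with 74 above both sorted libraries. This goes against a loss across short genes as large as the histone difference. No baseline from longer genes was taken, so a smaller loss is not excluded. The 4 of 27 histone genes with under 10% of their 50-mers in another gene had a median of -2.60, so shared reads are not needed for the fall of these 4. These values do not settle whether a larger loss of S phase cells contributes, and differences in handling or RNA preparation between sorted and unsorted cells were not tested.

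Immediate early genes, which the paper does not discuss, had a median log2 fold change of 1.56 with CYC065 in 2N cells, where 14 of 18 were called. The median was 1.43 in 4N and 0.86 in unsorted cells. The value in unsorted cells lay at percentile 100 of random lists, which goes against handling during sorting alone. Removing the trend over gene length gave 1.61 and over GC content 1.64. A response to CYC065 is a hypothesis, found and tested on the same libraries, and differences between cultures cannot be told apart from it.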

How the results depend on the processing

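The exact binomial test, which the rule set beforehand named for the other outcome of the replicate check, was taken as an alternative after seeing the data. So were the replicate block, DESeq2 and the assumed coefficients of variation for single named genes. For each result that changed, the cause was not tested, except where a value is given for it.

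The counts of genes called between CYC065 and vehicle stayed within 1.5 times the reported values under each alternative, except that a 95% interval wholly beyond 1 left 2391 genes in 4N cells. With a replicate block the 6 comparisons called 3894, 3620, 467, 316, 530 and 3534 genes, with 13 shared by the 4N versus 2N comparisons. Correlations between same-numbered columns lay between -0.267 and 0.248 over all pairs of conditions. Library size scaling only moved the median log2 fold change of all genes with CYC065 to 0.11 in 4N and -0.12 in unsorted cells. With it, the share of calls that were higher went from 56.9% to 62.9% in 2N and from 59.0% to 66.6% in 4N cells. In unsorted cells the share went from 51.1% to 42.2%. At a summed count of at least 100 the share in unsorted cells was 47.9%.

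In 4N versus 2N CYC065-treated cells, 43 genes were called with an assumed biological coefficient of variation of 0.2, 206 at a summed count of at least 100 and 144 with the interval beyond 1. In vehicle-treated cells, the same alternatives called 20, 108 and 54 genes, no filter on low counts called 479, and the fits that each left out one replicate called 209 to 262. The difference between the ratios was called for 302 genes with DESeq2, 140 and 16 with an assumed coefficient of 0.1 and 0.2, 256 at a summed count of at least 100, 91 with the interval beyond 1, and 355 to 371 across the fits that each left out one replicate. The exact binomial test called 694. The balance of higher and lower genes also moved. With CYC065, 41.2% of the called genes were higher in 4N cells, against 54.9% at a summed count of at least 100 and 56.2% with the interval beyond 1. With vehicle, 36.2% were higher, while 13 were higher and 7 lower with an assumed coefficient of 0.2. For the difference between the ratios, 52.7% were higher, against 44.0% with DESeq2, 42.9% with an assumed coefficient of 0.1, 48.7% with DESeq2 size factors, 43.0% at a summed count of at least 100, 39.6% with the interval beyond 1, 49.1% without replicate 2 and 48.2% without replicate 3. The number of genes called in both treatments, 15, was 31 with the exact binomial test, 6 with an assumed coefficient of 0.2, 28 with no filter, 4 at a summed count of at least 100, 8 with a prior count of 2 and 2 with the interval beyond 1. It ranged from 13 to 20 across the fits that each left out one replicate. Of the 15 genes, 7, 6 and 6 were among those called without replicate 1, 2 and 3, 3 at a summed count of at least 100 and 2 with an assumed coefficient of 0.2.

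With an assumed coefficient of 0.2, 1 of 13 CDK1 pathway genes of Table 1 was called, with 12 at an unadjusted P below 0.05. The same setting called 0 of 12 kinesin genes, with 12 at an unadjusted P below 0.05, and 0 of 27 histone genes of Table 2, with 27 at an unadjusted P below 0.05. The interval beyond 1 left 9 histone genes. The median of p53 targets in 4N versus 2N vehicle-treated cells, -0.0024, was 0.014 with library size scaling only, 0.017 with DESeq2 size factors and 0.0024 with no filter, and lay between -0.0068 and 0.0014 across the fits that each left out one replicate. This change of sign is no change of result: the value is close to 0, and its percentile among random lists was 48.8 under TMM and both other scalings, which shift all genes alike. For the difference between the ratios, their median of -0.14 lay inside the central 95% of random lists and ranged from -0.21 to -0.12 across the fits that each left out one replicate, 2 of them outside it. The medians of the other lists kept their direction and their side of the central 95% under the alternatives run for them.

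Of 115 results for single named genes, 63 changed under at least 1 alternative, with 86 values weaker, 3 stronger and 0 reversed among 1609. The assumed coefficient of 0.2 gave 54 of the weaker values. The depth limits single genes with under 100 summed counts, which made up 55.8% of the calls in 4N versus 2N CYC065-treated cells.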

Differences from the paper's values

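In 4N versus 2N cells, 303 genes were called only in vehicle-treated cells, against the paper's about 160 in Fig. 5H, read by eye. Of the alternatives set before the data were examined, an assumed biological coefficient of variation of 0.1 (212), a prior count of 2 (228), leaving out replicate 1 (231) and leaving out replicate 3 (196) came within 1.5 times the paper's value. The replicate block (303), DESeq2 (244), an assumed coefficient of 0.2 (14), library size scaling only (296), DESeq2 size factors (291), no filter on low counts (451), a summed count of at least 100 (104), the 95% interval wholly beyond 1 (52) and leaving out replicate 2 (242) did not.

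In CYC065-treated cells only, 451 genes were called, against the paper's about 210 in Fig. 5H, read by eye. A summed count of at least 100 (202) and the 95% interval wholly beyond 1 (142) came within 1.5 times the paper's value. The replicate block (454), DESeq2 (345), an assumed coefficient of 0.1 (369) and 0.2 (37), library size scaling only (452), DESeq2 size factors (448), no filter (612), a prior count of 2 (368) and leaving out each replicate (345 to 379) did not.

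*Ccnb2* had a fold change of 1.74 in 4N versus 2N CYC065-treated cells, against the paper's about 2.8 in Table 1, read by eye. None of the alternatives set before the data were examined that give it a fold change closed the gap, with values from 1.69 to 1.81.

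Table 2 lists *Hist1h2ae* among the genes lower in 4N than 2N vehicle-treated cells. Its log2 fold change was -0.99 here and it was not called, while it was called at -1.12 without replicate 3. Table 1 lists *Kif4* more than once and 12 distinct kinesin genes, and *Kif15* is the further kinesin called here.

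Supplemental Figure 4 shows higher qPCR levels with CYC065 than with vehicle in 4N cells for the 10 genes measured. The RNA-Seq folds of these genes lay between 0.467 and 0.816, lower in 10 of 10. In unsorted cells, the figure shows *Kifc1* and *Kif18a* higher with CYC065, while their RNA-Seq folds were 0.500 and 0.482.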

Other observations

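The tests of the replicate columns, of other groupings of the columns, of *Actb* and of *Ccnb1* were chosen only after the result was seen.

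The 3 columns of each condition may be parts of 1 library, since the highest chi-square per degree of freedom over genes with whole counts was 1.02. The excess over all genes may come from RSEM's division of reads between near-identical genes, since the same ratio of 1.02 over genes with whole counts leaves none of it. No biological explanation was tested for this. Of the 4 groupings of the columns that part all 3 same-numbered pairs, 1 called as many genes in each of the sorted comparisons, the real one. The others called 0 genes. At an unadjusted P below 0.05 they had 117 to 128 genes for CYC065 versus vehicle in 2N and 100 to 119 in 4N cells. For 4N versus 2N they had 354 to 401 in CYC065-treated cells and 377 to 410 in vehicle-treated cells. They mix columns of different libraries in one group, so their lack of calls decides nothing. With 4 groupings, the share giving as many genes cannot fall under 0.05.

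The rise of the Table 1 genes in 4N versus 2N CYC065-treated cells had a median of 1.19. After removal of the trend over gene length it was 1.19, and over GC content 1.17. These corrections moved the value little, so they do not exclude a bias that such trends miss. G2/M markers outside Table 1 lay at percentile 100 of random lists, with a median of 1.01, so more G2 and mitotic cells in the 4N gate may account for the rise. In vehicle-treated cells these markers had a median of 0.53, and the difference between the treatments had a median of 0.48. The Table 1 genes lay at percentile 100 in vehicle-treated cells too, so part of the rise is shared by vehicle-treated 4N cells. These libraries cannot tell a change within persistent polyploid cells apart from a larger share of G2 and mitotic cells.

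The histone genes of Table 2 were lower in 4N than 2N vehicle-treated cells. Only 4 of the 27 have under 10% of their 50-mers in another gene, and these had a median log2 fold change of -1.07, so shared reads are not needed for the fall of these 4. S phase markers had a median of -0.07 at percentile 0.19 of random lists, small against the -1.11 of the histone genes. With CYC065, S phase markers were higher in 4N cells (median 0.30, percentile 100) while the histone genes were lower (-0.43). This goes against the share of S phase cells as the account of the histone genes in both treatments.

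Unsorted libraries lay more than 1 log2 unit outside the range of the sorted libraries for 5.57% of genes with vehicle (661 of 11863) and 2.38% with CYC065 (288 of 12097). These shares alone do not decide whether the unsorted libraries are mixtures of 2N and 4N cells with counting error only. The histone genes of Table 2 go against it, with 27 of 27 above both sorted libraries by a median of 2.20 on the log2 scale with vehicle. With the 2 genes of largest count removed before scaling, the share with vehicle was 5.57%. TMM trims extreme genes, so this does not test whether a few transcripts taking most of the counts contribute. The largest share of counts in 1 gene was that of *Gm26917*, between 1.39% and 10.6%.

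A fall of *Actb*, taken as the qPCR reference gene, with CYC065 is a candidate explanation for the opposite directions of qPCR and RNA-Seq in 4N cells. *Actb* fell by 1.12 in 2N, 1.35 in 4N and 1.20 in unsorted cells on the log2 scale. Relative to *Actb*, the RNA-Seq gave the direction of 20 of the 20 marked comparisons of Supplemental Figure 4, against 8 with no reference and 11 relative to *Gapdh*. Of 6450 genes tried as reference, 53 (0.822%) gave all 20. The qPCR values themselves were not used here. The paper lists a primer for β-actin among its qPCR primers, and that it served as the reference is an assumption.

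The cyclin B2 value of Table 1 may be that of another cyclin gene. *Ccnb1* had a fold change of 2.81, and 1 of 24 cyclin genes tested rounded to the table value. *Ccnb1* shares 23.4% of its 50-mers with other genes.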
